# Adhesion‐Related Macrophages Regulate Metabolic Homeostasis Through CAV‐1 Dependency

**DOI:** 10.1002/advs.202520936

**Published:** 2026-03-12

**Authors:** Wanyu Hu, Xiyan Liao, Limin Xie, Xiaoxiao Sun, Luodi Jing, Qin Zeng, Hongwei Jiang, Haowei Zhang, Lei Li, Fanqi Wang, Dandan Wang, Ying Mei, Yujin Din, Jianfeng Song, Wufuer Aini, Hui Zhou, Wanqin Xie, Helong Dai, Wei Liu, Joey Liu, Yan Cheng, Feng Liu, Willa A. Hsueh, Tuo Deng

**Keywords:** adipose tissue, macrophages, CAV‐1, obesity, insulin resistance

## Abstract

The significance of adipose tissue macrophages (ATMs) in regulating adipose tissue function is well‐established. However, our investigation revealed a previously overlooked subpopulation of macrophages adhered to adipocytes, which we term adhesion‐related macrophages (ARMs). We developed an approach to isolate ARMs and compared them with stromal vascular fraction (SVF) macrophages (SMs). Our findings demonstrate that ARMs constitute the predominant expanded subpopulation of ATMs during obesity, ARMs acquire adipocyte mRNA through direct adhesion to adipocytes, thereby enhancing their lipid processing capacity. Notably, ARMs can be characterized by a key functional marker, Caveolin‐1. Genetic ablation of Caveolin‐1 in macrophages significantly diminishes ARM abundance, disrupting their adhesion capacity and lipid content, leading to adipocyte hypertrophy, adipose tissue expansion, and impaired glucose homeostasis. Reintroducing ARMs from lean mice into epididymal white adipose tissue (eWAT) mitigates obesity‐induced insulin resistance. Our study uncovers ARM as a potential therapeutic target for obesity‐induced insulin resistance and opening avenues for identifying similar paradigms in other tissues and diseases.

## 1 Introduction

Obesity has become a significant public health concern. Over half of the world's population is currently overweight or obese. Obesity leads to an elevated risk of a series of complications, including type 2 diabetes, fatty liver, hypertension, cardiovascular diseases, and various types of cancer [1]. Obesity‐induced adipose inflammation has been identified as a mediator between obesity and its complications [2]. Macrophages, as the predominant immune cell population in adipose tissue, are pivotal in promoting adipose tissue inflammation [3, 4]. During obesity, they accumulate in adipose tissue, promoting inflammation by upregulating inflammatory factors and interacting with various immunocytes [5, 6].

The nonimmune functions of adipose tissue macrophages (ATMs), such as promoting fibrosis (LY6A^+^ macrophages) [7], stimulating angiogenesis (vascular‐associated macrophages, VAMs) [8], regulating the sympathetic nervous system (sympathetic neuron‐associated macrophages, SAMs) [9], and modulating lipid metabolism (lipid‐associated macrophages, LAMs, and metabolic activation macrophages, MMe macrophges) [10, 11], have become more apparent as our understanding of their heterogeneity has progressed. Among these multifaceted functions, LAMs accumulate during obesity and serve to buffer excessive lipids‐induced lipotoxicity, maintaining systemic homeostasis [10].

Standard ATM isolation procedures have been established to examine the function of ATMs [12]. Adipose tissue was chopped into small pieces and digested into a cellular suspension. Following centrifugation, the uppermost layer of the centrifuge tube is occupied by adipocytes, whereas the stromal vascular fraction (SVF) settles to the bottom. ATMs were isolated from SVF using beads or flow cytometry (FCM). Collagenase is the primary enzyme for adipose tissue digestion [10, 13, 14] and ATMs isolation due to its high cellular yield and ability to preserve cell surface proteins [15, 16]. After confirming sufficient collagenase digestion, we observed the presence of macrophage contaminants within the adipocyte layer during the isolation of adipocytes from both mice and humans [17]. To eliminate macrophage contamination and obtain pure adipocytes, we incubated crudely isolated adipocytes with anti‐CD45 magnetic beads [17]. We found that the macrophages within the adipocyte layer adhered to individual adipocytes, as also observed by Ebke et al. [18] These adhesion‐related macrophages (ARMs) interact closely with adipocytes and potentially play a crucial role in the maintenance of adipose tissue homeostasis. However, they have been overlooked in previous studies of ATM, leaving their characteristics and functions unknown.

In this study, we developed a method to isolate ARMs from white adipose tissues based on their adherence to adipocytes. Our findings indicate that ARMs constitute a distinct subset of ATMs that significantly expand during obesity and comprise the majority of ATMs in obese mice. ARMs acquire adipocyte mRNA through direct adhesion to adipocytes, thereby enhancing their lipid processing capacity. We identified Caveolin‐1 (CAV‐1) as a surface marker for ARMs and a key regulator of their adhesion and lipid processing properties. CAV‐1 deletion markedly reduces ARMs, leading to expanded adipose tissue and systemic glucose intolerance during obesity. Supplementation of ARMs improves glucose metabolism in obese mice. These findings suggest that ARMs are a distinct macrophage subpopulation that maintain adipose tissue metabolic homeostasis by acquiring adipocyte mRNA through adhesion.

## 2 Results

### 2.1 Obesity Elicits an Accumulation of ARMs

Little is currently known about ARM due to the lack of reliable methods to isolate ARMs. To investigate this subpopulation of macrophages, we developed a method for isolating ARM. Adipose tissue sample was minced into fragments of approximately 8 mm^3^ in phosphate‐buffered saline (PBS). Tissue suspensions were centrifuged and treated with collagenase. The subsequent centrifugation effectively separated floating adipocytes from the SVF pellet (Figure 1A). The adipocyte layer is composed of adipocytes and cells that are attached to adipocytes, including ARMs. The observation of live adipocytes surrounding ARMs in epididymal white adipose tissue (eWAT) of mice fed a high‐fat diet (HFD) via fluorescent microscopy suggests that ARMs were preserved in the adipocyte layer and increase gradually with prolonged exposure to HFD (Figure 1B; Figure S1B). Considering the vulnerability of adipocytes to mechanical stress and drastic temperature changes [19, 20], we utilized vortex oscillation with 1 mm beads to disrupt adipocytes, followed by low‐temperature centrifugation to obtain a cell pellet containing ARMs. By using FCM sorting, macrophages were obtained from these cells and the SVFs, exhibiting minimal contamination from other cellular components; these macrophages were designated as ARMs and SVF macrophages (SMs), respectively (Figure 1A; Figure S1A). Type I, II, and IV collagenases were compared under commonly used conditions, testing two incubation times (20 and 30 min) and concentrations (1 and 2 mg/mL). ARM yield and cell viability were comparable across all conditions. The commonly used adipose tissue protocol of 1 mg/mL type II collagenase digestion for 30 min is suitable for ARM isolation and was retained for consistency in subsequent experiments (Figure S1C,D). 0.25% trypsin digestion (2 min) dissociates adipocyte–ARM interactions, providing an alternative to vortexing under less stringent surface protein requirements (Figure S1E,F).

**FIGURE 1:**
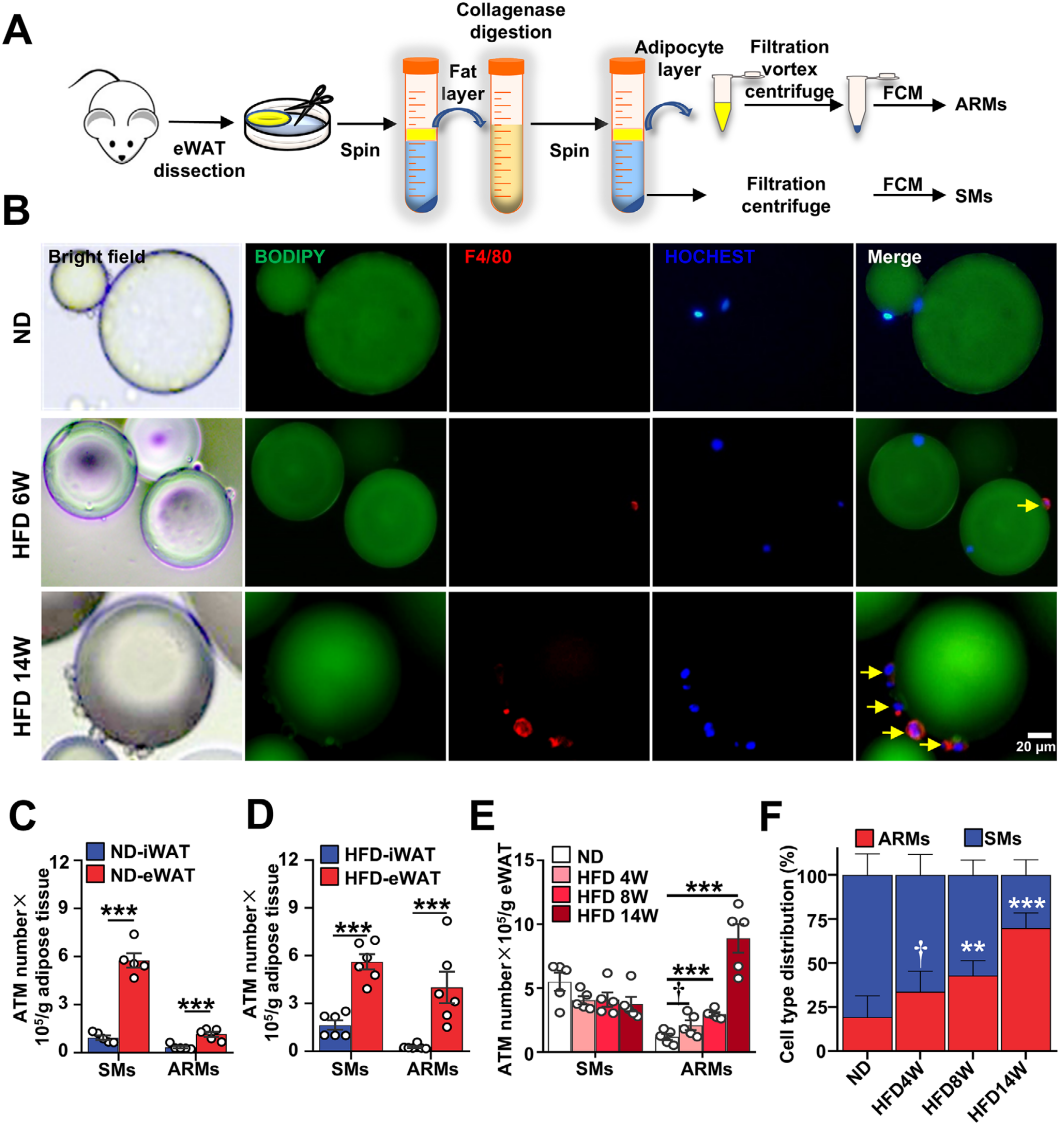
Obesity elicits an accumulation of adhesion‐related macrophages (ARMs). (A) Schematic illustration depicting the isolation process of ARMs and stromal vascular fraction (SVF) macrophages (SMs) from eWAT. The eWAT underwent mincing, washing, and collagenase digestion. Subsequent centrifugation separated adipocytes from the SVF. Adipocytes were filtrated, vortexed, and centrifuged to collect the cellular pellet, from which ARMs were isolated using flow cytometry (FCM) or bead purification. Similarly, SVF were filtered to retrieve SMs by FCM. (B) Microscopy image of ARMs adhered to adipocytes in eWAT of both normal diet (ND) and high‐fat diet (HFD) mice. Scale bar, 20 µm. (C,D) FCM analysis of ARMs and SMs abundance in iWAT and eWAT from (C) age‐matched ND mice and (D) HFD 8‐week mice. *n* ≥ 5 per group. (E,F) FCM analysis of (E) ARMs and SMs abundance in eWAT from mice with prolonged exposure to HFD and (F) cell type distribution within ATM compartment. *n* ≥ 5 per group. Data are expressed as means ± SEM. †*p* < 0.1, ** *p* < 0.01, ***p < 0.001.

Next, we examined the distribution of ARMs in inguinal WAT (iWAT) and eWAT from normal diet (ND)‐ and HFD‐fed mice. Flow cytometric analysis revealed that eWAT exhibited a much higher abundance of ARMs and SMs than iWAT under both ND and HFD conditions (Figure 1C,D). Additionally, obesity led to an increase of ARMs in eWAT, but not in iWAT (Figure 1C,D). To elucidate the changes in the abundance of ARM during the progression of obesity, we utilized FCM to analyze the dynamics of ARMs in eWAT from mice subjected to varying durations of HFD. Consistent with previous reports [21, 22], we observed a significant increase in the total number of SMs in the fat pad during HFD (Figure S1G,H). After weight normalization, the number of SMs remained stable during the HFD process. However, the numbers and proportions of ARMs in ATMs increased as obesity progressed (Figure 1E,F). By week 14 of HFD, ARMs constituted over 70% of ATMs in eWAT (Figure 1F), indicating that ARMs represent the predominant ATM population associated with obesity.

As collagenase is commonly used to isolate macrophages from various tissues, we next sought evidence for the presence of ARMs beyond adipose tissue. As depicted in Figure S2A, hepatocyte suspension was obtained after in vivo collagenase digestion, followed by washing with PBS 3 times. Immunofluorescence staining revealed the adhesion of macrophages to hepatocytes (Figure S2B). Subsequent trypsin digestion disrupted their connection. The cells in the wash solution and trypsin‐digested liver cells were separately subjected to percoll separation, resulting in a single nuclear cell layer for FCM analysis, representing either hepatic macrophages (HMs) or ARMs, respectively (Figure S2A). Notably, the ARMs constituting over 10% of total liver macrophages (Figure S2C). Furthermore, we explored the presence of ARMs in tumors. Mouse subcutaneous MC38 tumors were collected and subsequently dissociated by shredding and collagenase digestion. The resulting cells were separated by percoll, yielding an upper layer of tissue cells and an intermediate layer of single nuclear cells (Figure S2D). Immunofluorescence staining revealed ARMs adhering to CD45 ***^−^*** cells, predominantly tumor cells, in the upper layer of tissue cells (Figure S2E). Subsequent trypsin digestion dissociated ARMs from tumor cells. ARMs within the tissue layer and conventional tumor‐associated macrophages (TAMs) in single nuclear cells were analyzed by FCM (Figure S2D). ARMs accounted for approximately 40% of the total tumor macrophages (Figure S2F). These findings establish ARM as a conserved macrophage subpopulation in mouse adipose tissue, liver, and tumors.

### 2.2 SM to ARM Transformation and In Situ Proliferation Drive ARM Accumulation in Obesity

To elucidate the mechanism underlying the accumulation of ARMs in eWAT during obesity, we performed FCM analyses to determine the proliferation of ARMs and SMs from mice under ND and HFD by Ki67 staining (Figure S3A) and EdU incorporation (Figure S3B). HFD feeding promoted proliferation in both ARMs and SMs (Figure S3A,B). Notably, ARMs exhibited approximately twofold increase in proliferation rate compared to SMs in both ND and HFD conditions (Figure S3A,B). This suggests that an increased degree of proliferation contributes to the obesity‐induced accumulation of ARMs.

Next, to investigate the contribution of monocyte infiltration to the accumulation of ARMs under HFD conditions, we developed an irradiation‐bone marrow transplantation chimera mouse model. The lower abdomens of CD45.2 mice were shielded with lead to protect the resident macrophages in eWAT. These CD45.2 mice were exposed to lethal irradiation and subsequently were transplanted with bone marrow from CD45.1 mice. After 6 weeks of chimerism, recipient CD45.2 mice were subjected to 8 or 14 weeks of HFD, and the chimerism rate was evaluated by FCM analysis on CD45.1 cells (Figure S3C). Chimerism was successfully established, with approximately 40% of circulating monocytes being donor derived (CD45.1^+^), and no significant difference observed between ND and HFD groups (Figure S3D). At 8 weeks of HFD feeding, the proportion of CD45.1^+^ cells in both ARMs and SMs remained comparable to that in ND controls. In contrast, 14 weeks of HFD feeding resulted in a significant increase in donor‐derived cells within both subsets (Figure S3E). These findings suggest that monocyte infiltration plays a negligible role in ATM accumulation during early obesity but contributes modestly under prolonged HFD exposure, consistent with previous reports [23]. Notably, under both dietary conditions, ARMs harbored a lower proportion of donor‐derived (CD45.1^+^) cells than SMs (Figure S3D), indicating that the elevated ARM/SM ratio observed in obesity is not attributable to monocyte recruitment.

Finally, to examine whether HFD could induce the shift of SMs into ARMs, we performed SMs transfer experiments by injecting CFSE‐labeled SMs from ND mice into eWAT of ND or HFD mice and evaluated the proportion of CFSE‐labeled macrophages in ARMs and SMs after 2 days of injection (Figure S3F). In the eWAT of ND mice, only 20% of CFSE‐labeled SMs transform into ARMs. However, under HFD conditions, this proportion significantly rises to nearly 50% (Figure S3G). This result suggests a higher propensity for SMs cells to transform into ARM under HFD conditions compared to ND conditions. Notably, SMs that converted to ARMs exhibited higher CAV‐1 expression (Figure S3H), while CAV‐1 knockout reduced SM‐to‐ARM conversion (Figure S3I). Together, the accumulation of ARMs in eWAT induced by HFD is mainly attributed to a combination of increased proliferation and transformation from SMs.

### 2.3 ARMs Exhibit a Gene Landscape for Adhesion and Lipid Accumulation

To determine the transcription signature of ARMs, RNA‐seq analysis was conducted on ARMs and SMs that were sort‐purified from the eWAT of mice subjected to ND or an 8‐week HFD. This analysis identified 258 ARM‐specific genes and 8 SM‐specific genes in ND mice (Figure S4A), as well as 354 ARM‐specific genes and 23 SM‐specific genes in HFD mice (Figure 2A). 

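ARMs were sorted from the adipocyte layer and SMs from the stromal vascular fraction of digested eWAT, and 2 libraries were sequenced for each of the 4 groups of cell type and diet. Each library was made from 6 pooled mice on HFD and from 10 pooled mice on ND. For each diet the authors deposited a table with the estimated read count, the FPKM and the TPM of every gene in each library, with genes identified by symbol and Entrez ID. The HFD table listed 17740 genes and the ND table 16436, of which 16136 were in both. The estimated counts were not whole numbers for 32.3% to 32.9% of the genes in the HFD libraries and for 8.55% to 9.36% in the ND libraries, so the reads of some genes had been shared out between near-identical genes, and the tables of the 2 diets were not made in the same way. The counts summed to 18415520 and 18288775 in the HFD ARM libraries, 19040133 and 18992793 in the HFD SM libraries, 16319038 and 14508824 in the ND ARM libraries, and 14861075 and 15833762 in the ND SM libraries. The 10 genes with the most counts took 6.58% to 7.21% of each library. The reads carried no molecular identifiers, so the floor of 3 counts used below for genes without reads covers counting error only.
ARMs were compared with SMs within each diet on the counts as deposited, rounded to whole numbers, with edgeR's TMM normalization (factors from 0.989 to 1.02) and its filter on low counts. A gene was called at a fold change over 1.5 and an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as in the legends of Figure 2A and Figure S4A. This design, its alternatives, the gene lists and the rule for naming genes were set before the data were examined. The replicates differed by more than sampling noise, with a mean chi-square per gene of 4.22 in HFD ARMs, 5.94 in HFD SMs, 10.1 in ND ARMs and 8.04 in ND SMs, where sampling noise alone gives 1. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p under 0.333, so the p-values rest on a spread shared across genes, a biological coefficient of variation of 5.55% in HFD mice and 8.61% in ND mice.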

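Of the 13337 genes tested in HFD mice, 595 were higher and 39 were lower in ARMs than in SMs, and 3089 had an unadjusted p under 0.05. Of the 12441 genes tested in ND mice, 442 were higher and 16 were lower, and 1858 had an unadjusted p under 0.05. The genes called had a median log2 fold change of 1.13 (higher) and -0.66 (lower) in HFD mice and of 1.32 and -0.77 in ND mice. Both ARM libraries lay on the same side of both SM libraries for every gene called, and for 52.7% of all genes tested in HFD mice and 44.0% in ND mice, where chance gives 33.3%. A total of 202 genes were higher and 2 were lower in ARMs of both diets. Of the 530 genes higher in HFD ARMs that were also tested in ND mice, 508 had a positive log2 fold change there. CPM values are counts scaled to the library's total times its TMM factor. Expression in SMs averaged under 1 CPM for 111 of the genes higher in HFD ARMs and for 54 of those higher in ND ARMs. Of these genes, 9 and 8, respectively, had at most 3 counts in each SM library. The alternative that moved these numbers most, limma on log2(FPKM + 1) without a filter on low values, called 33 genes higher and 2 lower in HFD mice and 0 in ND mice, where 1915 genes still had an unadjusted p under 0.05.
The 5 largest fitted increases in HFD ARMs were at genes with 0 counts in both SM libraries, for which only lower bounds are known. Gm37416 (Entrez 105244086) was at least 28.6-fold higher, with estimated counts of 63 and 106 in ARMs against 0 and 0 in SMs, but its counts were not whole numbers and it had 50 to 82 counts in every ND library. Gm21541, Gm10591, Ccl21c and Gm13304 were each at least 3.89-fold higher with identical counts (11 and 12 in ARMs, 0 and 0 in SMs), as for genes that share their reads. The largest decreases in HFD ARMs were a log2 fold change of -1.95 for Dact2 (standard error 0.49, adjusted p = 0.0326 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 and 4 counts in ARMs against 20 and 16 in SMs, no overlap), -1.46 for Rbx1-ps, -1.18 for P2ry10, -1.08 for Gm46294 and -0.94 for Eif3j2. None of these 5 genes was called by DESeq2, which kept their direction.
In ND ARMs, Mmrn1 was at least 7.86-fold higher than in SMs, Bace2 at least 6.21-fold and Reln at least 5.30-fold, and the log2 fold change was 4.01 for Ccl21a and 3.10 for Fam110c. Without replicate 1 of the ND SMs, which had 0 counts of both, the values were 3.09 for Ccl21a and 2.19 for Fam110c. The log2 fold change was -3.21 for Gm14434, -2.64 for Ppp1ccb, -1.43 for S100a9, -0.98 for Homez and -0.86 for Txnip. Single libraries weighed on 3 of these. Ppp1ccb had 0 and 48 counts in ARMs and a log2 fold change of -1.58 without replicate 1 of the ND ARMs, and Gm14434 had 12 and 0 counts in ARMs and a value of -1.98 without replicate 2 of the ND SMs. S100a9 was at -0.87 without replicate 1 of the ND ARMs. Of these 10 genes, DESeq2 did not call Bace2, Reln, Fam110c, Gm14434, Ppp1ccb, S100a9 and Homez, with the same direction in each.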

Unbiased clustering and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis indicated that genes predominantly expressed in the ARMs of HFD mice were enriched for pathways associated with cell adhesion and lipid metabolism (Figure 2B). 

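The gene sets of the KEGG database were not at hand, so gene families and lists written out by name were tested in their place with limma's camera on the edgeR counts, at a preset inter-gene correlation of 0.01 and with adjustment over 29 sets. In HFD mice, 21 sets were higher and 1 was lower in ARMs. Of these 22 sets, 19 were also called by limma's fry, and 10 by camera with the correlation estimated from the libraries. These counts include lists of genes that the paper names, many of them chosen for their change in these libraries, which are 11 of the 22 sets and 9 of the 10. The last of the 10 is the adipocyte marker list, with 13 of its 20 genes named by the paper, so no gene family, pathway list or other marker list passed with the estimated correlation. The 31 collagen genes tested had a median log2 fold change of 0.66 in HFD ARMs, with 29 of them above 0 and 15 called higher (camera of limma, adjusted p = 1.3e-28). The 9 laminin genes had a median of 0.90, with 8 above 0 and 4 called (camera of limma, adjusted p = 1.4e-06). The 21 integrin genes had a median of 0.38, with 17 above 0 and 4 called (camera of limma, adjusted p = 3.1e-05). With the estimated correlation the 3 families had adjusted p-values of 0.054, 0.0738 and 0.166. For lipid metabolism, a list of 44 genes of the PPAR signaling pathway had a median log2 fold change of 0.11, with 14 genes called higher, from 31 above 0 (camera of limma, adjusted p = 1.3e-21), and a list of 39 genes of the regulation of lipolysis had a median of 0.12, with 10 called and 23 above 0 (camera of limma, adjusted p = 3.6e-05). With the estimated correlation of camera the adjusted p was 0.0738 for each of the 2 lists. Single libraries moved both medians, to 0.22 for PPAR signaling without replicate 1 of the HFD ARMs and to 0.07 for lipolysis without replicate 2 of the HFD SMs. Among 10000 random lists matched on expression, each of these 5 medians ranked at or above the 99.9th percentile. Over the genes that the paper does not name, the 3 families stayed there. The median then fell to 0.08 for 30 PPAR signaling genes (percentile 99.67). For 37 lipolysis genes it fell to 0.04 (percentile 97.01), within the range of the random lists, which reached 0.046. From the enriched pathways, the paper proposes that the 2 macrophage populations use distinct transcriptional programs, with adhesion and lipid metabolism on the side of ARMs.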

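Lrp8 (Entrez 16975), which the paper prints as Lpr8, encodes a receptor of the low-density lipoprotein receptor family. In HFD mice its log2 fold change in ARMs against SMs was -0.74 (standard error 0.12, adjusted p = 0.0033), from an FPKM of 2.08 and 2.30 in SMs to 1.23 and 1.47 in ARMs. Cd209d (Entrez 170779), a C-type lectin gene, had a mean FPKM of 407 ± 5.13 (SD, n = 2) in SMs and 259 ± 9.06 in ARMs, a log2 fold change of -0.68 (adjusted p = 0.00014). The protease inhibitor gene Serpinb1a (Entrez 66222) had an FPKM of 17.9 ± 0.0707 in SMs and 11.0 ± 0.771 in ARMs, a log2 fold change of -0.73 (adjusted p = 0.00073). Wfdc17 (Entrez 100034251) had an FPKM of 475 ± 10.1 in SMs and 310 ± 18.0 in ARMs, a log2 fold change of -0.64 (adjusted p = 0.00034). All 4 adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in each gene both ARM libraries lay below both SM libraries. With DESeq2's shrunken fold changes (betaPrior), Lrp8 and Serpinb1a were no longer past the 1.5-fold threshold, nor was Lrp8 called by limma on log2(FPKM + 1) or in a fit without a filter on low counts, and Wfdc17 and Serpinb1a were not called when all 8 libraries shared one fit. All of the 10 genes shown in Figure 2C were called lower in HFD ARMs, with a median log2 fold change of -0.69 and 10 called when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same libraries. The alternative that moved that count most was limma without a filter on low FPKM, with 0 of the 10 genes called although all 10 had an unadjusted p under 0.05 in the edgeR test. In ND mice the same 10 genes had a median of -0.31 and 1 was called. That median was -0.08 without replicate 1 of the ND SMs and -0.20 without replicate 2 of the ND ARMs.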

SM‐specific genes were related to phagocytosis and endocytosis (*Lpr8* and *Cd209d*), and bacteria clearance (*Serpinb1a*, *Wfdc17*) (Figure 2C). 

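The same 29 gene sets were tested in ND mice, where limma's camera called 23 sets higher and 2 lower in ARMs, 11 of these 25 being lists of genes that the paper names. Only 1 of these 25 calls was also made by limma's fry, and 0 were made by camera with the estimated correlation, where 2 sets had an unadjusted p under 0.05. In ND ARMs, the median log2 fold change was 1.35 over 28 collagen genes, with all 28 above 0 and 19 called (camera of limma, adjusted p = 1.2e-53), and 1.38 over 7 laminin genes, with all 7 above 0 and 5 called (camera of limma, adjusted p = 3.2e-13). It was 0.34 over 20 integrin genes, with 15 above 0 and 4 called (camera of limma, adjusted p = 0.00037). Over the 17 integrin genes that the paper does not name it was 0.09. That value was at percentile 88.92 of random lists matched on expression, within their range. The collagen and laminin medians stayed at 1.35 and 1.38 without the genes that the paper names. For these 3 families the adjusted p was 0.224, 0.224 and 0.238 under fry. The list for PPAR signaling had a median of 0.17 over 43 genes, with 10 called (camera of limma, adjusted p = 1.4e-07, 32 genes above 0), and the list for lipolysis a median of 0.09 over 36 genes, with 6 called higher and 1 lower (camera of limma, adjusted p = 0.0023, 25 genes above 0). Single libraries moved 3 of these medians. The median over all 20 integrin genes was 0.18 without replicate 2 of the ND ARMs and 0.61 without replicate 1. The PPAR median was 0.11 without replicate 1 of the ND SMs and 0.29 without replicate 2. The lipolysis median was 0.15 without replicate 1 of the ND ARMs. A set past the threshold in both diets does not show that its change is equal in them. In a test of the difference between the diets, the collagen genes had a median difference of -0.72 on the log2 scale (HFD less ND), which camera called (limma, adjusted p = 2.9e-11, 4 of 30 genes above 0) and fry did not (limma, adjusted p = 0.477), and which ran from -0.96 to -0.32 with each library left out.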

Notably, KEGG pathways enriched in ARMs from ND mice closely resemble those in HFD mice, as several adhesion‐related pathways enriched in ND‐ARMs are also found in HFD‐ARMs (Figure S4B). These results indicate that ARMs and SMs activate distinct transcriptional pathways, potentially mediated by cell type‐specific regulatory elements, particularly within ARMs.

**FIGURE 2:**
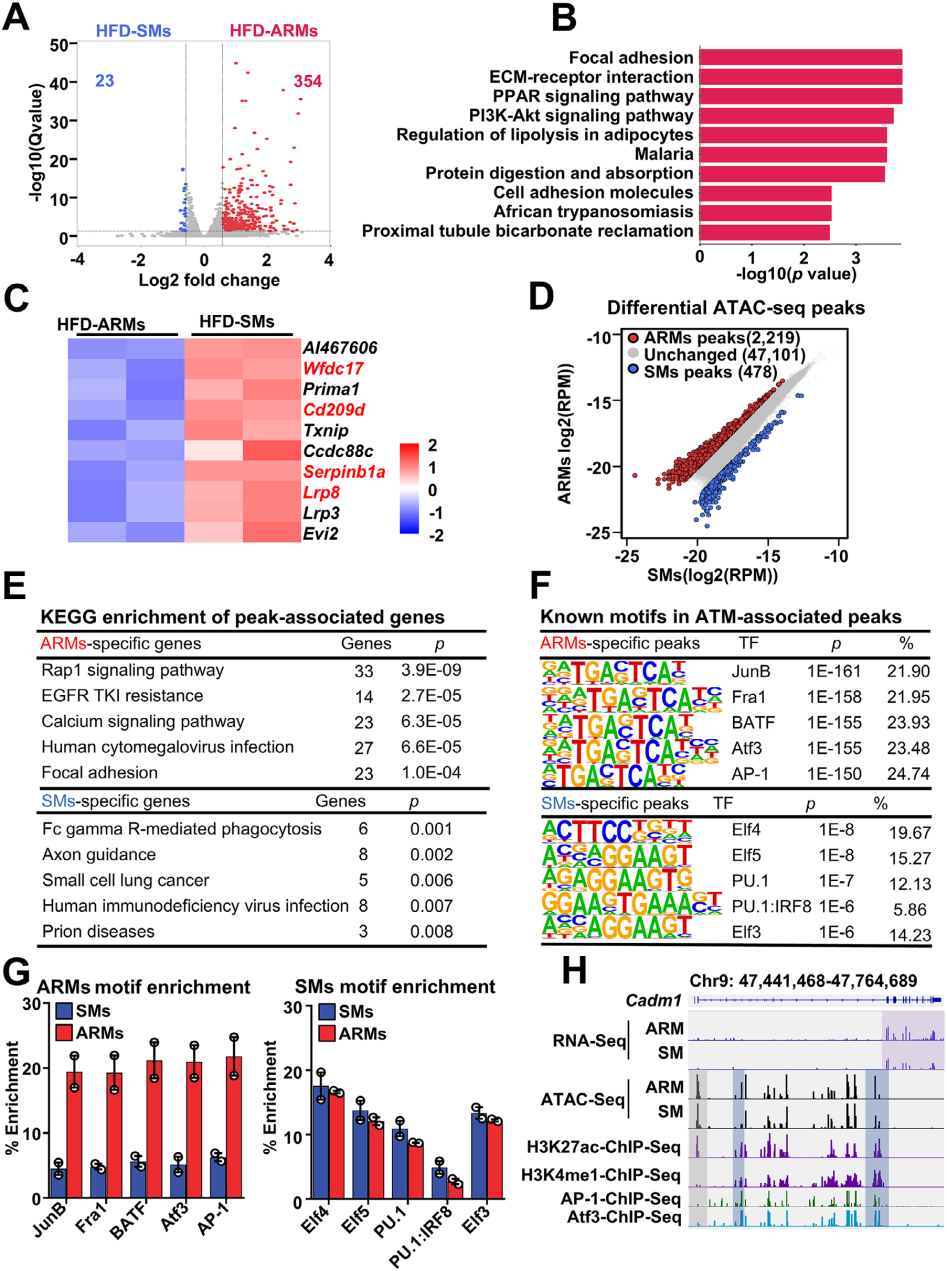
ARMs exhibit a gene landscape for adhesion and lipid accumulation. (A) Volcano plot illustrating the differentially expressed genes between FACS‐sorted ARMs and SMs from mice exposed to an HFD for 8 weeks (fold change > 1.5, false discovery rate < 0.05, *n* = 2 per group, with 6 mice pooled per sample). (B) KEGG pathway analysis of ARMs upregulated gene, depicting the ten most significant pathways. (C) Heat map of the top 10 downregulated genes between SMs and ARMs. (D) Differential analysis of ATAC‐seq peaks from ARMs and SMs of mice on an HFD for 8 weeks (fold change > 2, false discovery rate < 0.05, *n* = 2 per group, with 6 mice pooled per sample). (E) KEGG pathway analysis for genes associated with ATAC‐seq peaks in ARMs and SMs. Most significant signaling pathway with gene number and adjusted *p* value are shown. (F) Homer known motifs present in peaks associated with ARMs and SMs (consensus motif, transcription factor (TF), *p* value, and percentage of targets shown). (G) Percent enrichment of AP‐1 family motifs and ETS family motifs within ARM‐ or SM‐specific peaks. (H) Representative RNA‐seq, ATAC‐seq, and ChIP‐seq browser tracks displaying ARM‐specific gene loci. Legacy ChIP‐seq tracks for AP‐1, ATF3, H3K27ac, and H3K4me1 in BMDM are displayed.

To identify the cell type‐specific chromatin regulatory elements and transcription factors (TFs) driving the functionally divergent transcriptomes of ARMs or SMs, we performed an Assay for Transposase Accessible Chromatin with sequencing (ATAC‐seq). Differential peak analysis identified 2219 ARM‐specific and 478 SM‐specific ATAC‐seq peaks, indicating distinct chromatin accessibility patterns between these cell subpopulations (Figure 2D). Analyzing the cell type‐specific genes linked to their respective peaks through KEGG analysis validated the cell adhesion pathways (Rap1 signaling and focal adhesion pathways) and FcγR‐mediated phagocytosis gene programs of ARMs and SMs (Figure 2E). To elucidate the TFs responsible for driving ARM and SM‐specific gene programs, we conducted a known motif search within cell type‐specific peaks. The ARM‐specific peaks were enriched for AP‐1 family TFs, including JunB, Fra1, BATF, Atf3, and AP‐1, whereas SM‐specific peaks were dominated by ETS family factors (Elf4, Elf5, PU.1, PU.1–IRF8, and Elf3) with only a marginal increase (Figure 2F,G). Western blotting showed increased AP‐1 expression in HFD ARMs, while PU.1 protein levels were similar between ARMs and SMs (Figure S5A). An integrated analysis of macrophage cistromes from publicly available datasets revealed that the binding of AP‐1 and ATF3 were enriched at ARM‐specific peaks, indicating a high degree of correlation between TF binding sites and ARM‐specific enhancers to maintain adhesion‐related gene transcription (for example, *Cadm1*; Figure 2H).

To determine the proteomic signature of ARMs, proteomic analysis was performed on ARMs and SMs sort‐purified from eWAT of mice fed ND or an 8‐week HFD. In ND mice, 67 ARM‐specific and 34 SM‐specific proteins were identified (Figure S6A), whereas in HFD mice, 162 ARM‐specific and 68 SM‐specific proteins were detected (Figure S6C). KEGG analysis indicated that ARM‐enriched proteins were predominantly associated with cell adhesion and lipid‐processing pathways (Figure S6B,D). Compared to ND mice, both ARMs and SMs under HFD exhibit a low‐grade proinflammatory state (Figure S7). 

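The tables of the 2 diets were made differently, so the diet effect is given as values without a test, and the diet cannot be separated from the table. Tnf (Entrez 21926) had a mean FPKM of 828 ± 43.7 (SD, n = 2 libraries) in HFD ARMs against 585 ± 2.18 in ND ARMs, and of 597 ± 33.7 in HFD SMs against 389 ± 28.5 in ND SMs. Ccl5 (Entrez 20304) had an FPKM of 22.2 ± 2.24 against 7.09 ± 0.0354 in ARMs and of 11.2 ± 2.90 against 5.36 ± 0.849 in SMs. For these 2 genes every HFD library lay above every ND library in both cell types. Nos2 (Entrez 18126), at 5 to 36 counts in ARMs, had an FPKM of 0.425 ± 0.0778 against 0.095 ± 0.0212 in ARMs, with every HFD library above every ND library, but 0.13 ± 0.0424 against 0.11 ± 0.127 in SMs, a difference within the spread of the replicates. Itgax (Entrez 16411) differed by less than the replicates did in ARMs, at 19.2 ± 3.32 on HFD and 18.2 ± 4.43 on ND, and was lower on HFD in SMs, at 9.11 ± 1.99 against 11.5 ± 0.898. The value of Ccl5 depended most on the scale, with a log2 ratio of HFD to ND in ARMs of 1.64 in FPKM, 1.67 in TPM and 2.03 in TMM-normalized counts, the last 2 scales having been added after the tables were seen. No gene changed direction between these scales. ARMs were then compared with SMs within each diet by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tnf was higher in ARMs of both diets, with a log2 fold change of 0.44 in HFD mice, below the threshold, and of 0.59 in ND mice, just past it and no longer past it at the threshold of the methods section. Itgax was called in both (1.05 and 0.67), with an ND value of 0.39 without replicate 2 of the ND ARMs. Ccl5 (0.95) and Nos2 (1.72) were called in HFD mice, with Nos2 not called by DESeq2 there and too low to be tested in ND mice. Without a filter on low counts, edgeR called 0 of these 4 genes in HFD mice. DESeq2's shrunken fold changes called Itgax alone in HFD mice and 0 of the 4 in ND mice. In a test of the difference between the diets, none of Tnf, Ccl5 and Itgax passed (edgeR, adjusted p = 0.84, 0.803 and 0.816).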

In summary, the distinctive transcriptomes of ARMs, which are partly shaped by unique chromatin landscapes activated by specific combinations of TFs, indicate that ARMs have an increased capacity for cell adhesion and lipid processing.

### 2.4 ARMs Exhibit Robust Adhesive Properties

ARMs are strongly attached to adipocytes and cannot be disassociated from adipocytes by collagenase digestion. The RNA‐seq data indicates heightened expression patterns of adhesion‐related genes in ARMs (Figure 2B). To confirm these RNA‐seq data, we conducted reverse transcriptase‐ polymerase chain reaction (RT‐PCR) analysis to compare the gene expression of adhesion‐related genes in both ARMs and SMs. 

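Among cell-matrix adhesion molecules, Col6a1 (Entrez 12833) rose from an FPKM of 9.59 and 9.61 in HFD SMs to 17.3 and 20.6 in HFD ARMs, a log2 fold change of 0.95 (adjusted p = 0.00012), and Itga1 (Entrez 109700) from 0.54 and 0.50 to 1.20 and 1.08, a log2 fold change of 1.11 (adjusted p = 0.0034). Itgb5 (Entrez 16419) rose from 25.9 ± 0.99 (SD, n = 2) to 37.6 ± 2.04, a log2 fold change of 0.51 that did not reach the 1.5-fold threshold (adjusted p = 0.0012). Among cell-cell adhesion molecules in HFD mice, the log2 fold change was 1.55 for Mcam, 1.38 for Cdh5, 1.58 for Pcdh1, 0.88 for Cadm1, 0.83 for Cd9 and 0.71 for Vcam1, with adjusted p-values from 0.00023 to 0.0061. These p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both HFD ARM libraries were above both SM libraries in each of these genes. Cdh5 is also on the list of endothelial markers tested here. The 17 endothelial markers that the paper does not name had a median log2 fold change of 1.49 in HFD ARMs. RNA from endothelial cells is therefore a candidate explanation for part of these rises. In ND mice, Col6a1 (log2 fold change 1.62), Cadm1 (0.89) and Itgb5 (0.61) were called, while Vcam1 (0.56), Cd9 (0.52), Mcam (0.91), Cdh5 (0.76), Pcdh1 (1.54) and Itga1 (0.25) were not. Itga1 changed sign to -0.18 without replicate 2 of the ND ARMs. For Mcam, Cdh5 and Pcdh1, the unadjusted threshold of the methods section would have called them in ND mice. Under DESeq2, Cadm1 was no longer called in ND mice, and neither Itgb5 nor Cadm1 was under limma on log2(FPKM + 1). Without a filter on low counts, edgeR no longer called Vcam1, Cd9 and Pcdh1 in HFD mice, and with DESeq2's shrunken fold changes Itga1 was not called there.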

The mRNA levels of cell‐matrix adhesion molecules (*Col6a1*, *Itga1*, *Itgb5*, and *Itgax*) and cell–cell adhesion molecules (*Itga1*, *Itgb5, Itgax, Mcam*, *Vcam*, *Cd9*, *Cdh5*, *Cadm1*, *Pcdh1*, and *Cav1*) were found to be significantly higher in ARMs compared to SMs (Figure 3A,B). To verify the differences in adhesion capacity between ARMs and SMs, we initially examined the attachment of ARMs and SMs on matrigel‐coated cell culture dishes. ARMs from either ND‐ or HFD‐fed mice displayed a higher adhesion rate on the cell culture dish than SMs (Figure 3C,D). Next, we performed a macrophage‐adipocyte adhesion assay. Consistently, ARMs from both ND‐fed and HFD‐fed mice exhibited higher adhesion rates than SMs on the surface of adipocytes (Figure 3E,F). As the majority of adhesion molecules are expressed on the cell membrane surface, we utilized FCM surface staining to measure the expression of cell adhesion molecules, including CD144 (CDH5), CD9, and CD49a (ITGA1), on the cell membranes of ARMs and SMs. In obese mice, ARMs exhibited heightened levels of CD144, CD9, and CD49a, while CD49a increased in lean mice (Figure 3G,H). Pretreatment with BIO1211 did not reduce the adhesion rate between ARMs and adipocytes (Figure S8A), indicating that α4 integrin is unlikely to mediate these interactions in our experimental system, although it has been reported to participate in adipocyte–macrophage adhesion [24]. Together, these data indicate that ARMs have enhanced adhesion capability.

**FIGURE 3:**
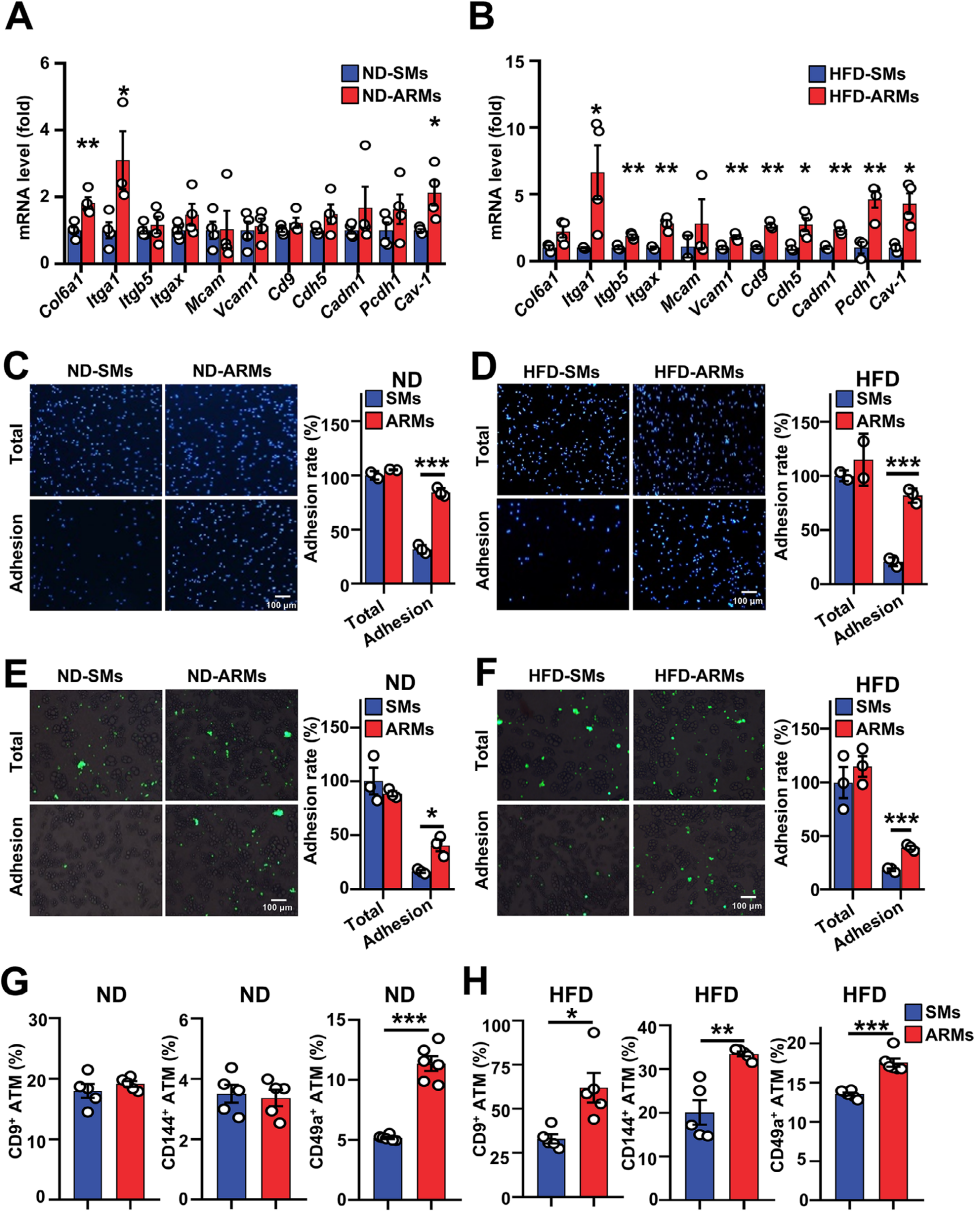
ARMs exhibit robust adhesive properties. (A,B) Gene expression profiles of ARMs and SMs isolated from (A) ND mice and (B) HFD 8 W mice (*n* =3–5 per group, with 3 mice pooled per sample). (C,D) Culture‐dish attachment assay. ARMs and SMs from (C) ND mice and (D) HFD 8 W mice were beads‐purified and placed on the matrigel‐coated cell culture‐dish. After 30 min of incubation, the cells were washed and fixed. Cell nuclei were stained with blue (DAPI). The remaining adherent cells on the dish were counted (*n* = 3, Scale bar, 100 µm). (E,F) Adipocyte attachment assay. ARMs and SMs from (E) ND mice and (F) HFD 8 W mice were beads‐purified, CFSE‐labeled and placed on the adipocytes differentiated from Adipose‐derived stem cells (ASCs). After 30 min of incubation, the cells were washed and fixed. Cells are shown in green (CFSE). The remaining adherent cells on the adipocytes were counted (*n* = 3, Scale bar, 100 µm). (G,H) FCM analysis of adhesion molecules in ARMs and SMs from (G) ND and (H) HFD 8 W mice (*n* =5–6 per group). Data are expressed as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

### 2.5 ARMs Possess a Robust Capacity for Lipid Accumulation

Transcriptome analysis revealed a significant enrichment of genes associated with lipid metabolism in ARMs. 

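The paper's 18 lipid processing genes of Figure 4B were all called higher in HFD ARMs, with a median log2 fold change of 1.67 over a range from 0.67 to 3.06, and 15 of the 18 were called in ND ARMs, with a median of 1.12. When adjusted over the list alone, 18 and 16 genes were called, which is not independent evidence because the study chose the genes on these libraries. As a set, the 18 genes passed in HFD mice with limma's camera (adjusted p = 4.9e-91), with fry (adjusted p = 0.0088) and with the estimated correlation (adjusted p = 0.039). In ND mice they passed with camera (limma, adjusted p = 2.7e-24) and not with fry (limma, adjusted p = 0.224) or the estimated correlation (limma, adjusted p = 0.238), although all 18 had a positive log2 fold change. The ND median rested in part on 1 library and was 0.71 without replicate 2 of the ND ARMs. DESeq2 called 18 of these genes in HFD mice and 9 in ND mice, and without a filter on low counts edgeR called 14 and 15.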

In ND mice, ARMs exhibited heightened expression of genes related to various aspects of lipid metabolism, including lipid synthesis (*Dgat2*, *Pcx*), and lipid droplet formation (*Cavin1*, *Cavin2*, *Cidec*, *Hilpda*, *Plin1*, and *Plin4*) (Figure 4A). In addition to the upregulated gene profile observed under ND conditions, further lipid processing‐related characteristics were exhibited by ARMs in the context of HFD, including fatty acid transport (*Fabp4*, *Fabp5*, *Scarb1*), de novo lipid synthesis (*Fasn*, *Thrsp*, *Scd1*), and lipogenesis (*Pparg*) (Figure 4B). 

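All 8 of these genes were called higher in ND ARMs than in ND SMs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with both ARM libraries above both SM libraries in each. Dgat2 (Entrez 67800), which encodes an enzyme of triglyceride synthesis, rose from an FPKM of 3.21 ± 0.297 (SD, n = 2) to 8.84 ± 3.53, a log2 fold change of 1.46 (standard error 0.23, edgeR adjusted p = 0.0015). The pyruvate carboxylase gene Pcx (Entrez 18563) rose from 1.32 ± 0.148 to 3.52 ± 1.09, a log2 fold change of 1.41 (edgeR adjusted p = 0.0012). Of the lipid droplet genes, Plin1 had a log2 fold change of 1.88 (16 and 22 counts in SMs, 44 and 94 in ARMs), Cidec of 1.50, Plin4 of 1.12, Cavin2 of 1.12, Hilpda of 0.83 and Cavin1 of 0.76, with edgeR adjusted p-values from 0.00092 to 0.0273. Replicate 2 of the ND ARMs had the higher FPKM of the ARM libraries in all 8 genes. Without it the log2 fold change was 1.12 for Plin1, 0.97 for Dgat2, 0.96 for Cidec and 0.46 for Cavin1, the lowest of the 8. DESeq2 called all 8 genes, its shrunken fold changes 5 (not Cavin1, Cavin2 and Plin1), and limma on log2(FPKM + 1) 4 (not Cavin1, Cavin2, Plin1 and Plin4).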

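In HFD mice, Scd1 (Entrez 20249) rose from an FPKM of 5.89 ± 0.0495 (SD, n = 2) in SMs to 49.7 ± 1.34 in ARMs, a log2 fold change of 3.05 (standard error 0.07, adjusted p = 7.0e-09). The fatty acid transport genes rose as well. Fabp4 (Entrez 11770) went from 118 ± 28.6 to 387 ± 39.0, a log2 fold change of 1.69 (adjusted p = 5.0e-05), Fabp5 (Entrez 16592) from 16.5 ± 0.523 to 36.2 ± 7.78 (1.11, adjusted p = 0.00059) and Scarb1 (Entrez 20778) from 12.0 ± 0.163 to 19.7 ± 0.742 (0.69, adjusted p = 0.00028). The log2 fold change was 2.43 for Thrsp, 1.05 for Fasn and 0.67 for Pparg (Entrez 19016), with adjusted p-values of 0.00013, 0.0003 and 0.0013. All of these p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both ARM libraries were above both SM libraries in each gene. With DESeq2's shrunken fold changes Pparg was no longer called, and without a filter on low counts Fabp5 was not. Of the 8 genes shown for ND mice, all were also called in HFD mice, with log2 fold changes of 3.06 for Plin4, 2.87 for Plin1 and 2.51 for Cidec. Of the 10 genes that Figure 4B adds to those of Figure 4A, 7 were called in ND mice too: Scd1 (log2 fold change 1.70), Fasn (1.18), Thrsp (1.01), Fabp4 (0.74), Fabp5 (0.61), Mrap (1.54) and Pnpla3 (1.94). Scarb1 (0.30), Pparg (0.27) and Mest (0.85) were not. DESeq2 called 1 of the 10 in ND mice, Fabp5, and limma on log2(FPKM + 1) called 4.

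**Figure D1:**
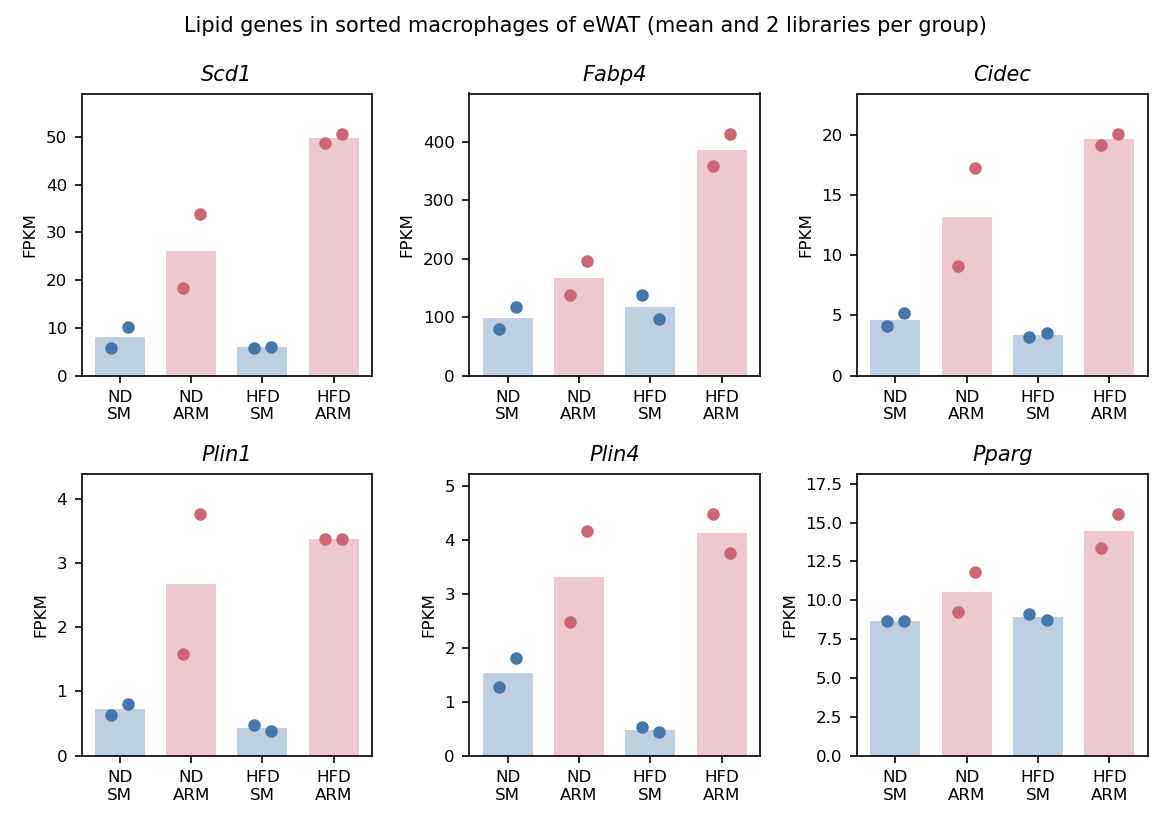
FPKM of 6 lipid genes in the 8 libraries, by diet and cell type. Bars are means of 2 libraries and points are the libraries; in HFD mice both ARM libraries lie above both SM libraries in every gene, from 8.75 and 9.10 to 13.4 and 15.6 for Pparg.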

Gene signature analysis suggests that ARMs regulate lipid metabolism in adipose tissue, promoting lipid synthesis and stable neutral lipid storage, especially under HFD conditions. Indeed, larger and more numerous neutral lipid droplets are present in the ARMs of HFD‐fed mice compared to the SMs of the same group of mice (Figure 4C).

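Whether the ARM against SM difference itself was larger on HFD was tested as the difference between the 2 log2 fold changes in one edgeR fit of all 8 libraries (quasi-likelihood test with Benjamini-Hochberg adjustment over 13358 genes). Of the 18 lipid genes, Plin4 passed, with a difference of 1.92 (edgeR adjusted p = 0.0389), from 1.59 to 2.34 with each library left out. The other 17 did not, among them Scd1 (1.34, edgeR adjusted p = 0.191), Fabp4 (0.93, 0.263), Thrsp (1.40, 0.293), Scarb1 (0.37, 0.541), Pparg (0.38, 0.675) and Fasn (-0.14, 0.971). With each library left out, the difference ran from 0.87 to 1.84 for Scd1, 0.22 to 0.53 for Scarb1, 0.19 to 0.59 for Pparg and -0.48 to 0.29 for Fasn. The median difference over the 18 genes was 0.43 (from 0.31 to 0.65 with each library left out), with 15 above 0, and limma's camera called it (adjusted p = 7.4e-10) where limma's fry did not (adjusted p = 0.499). The paper proposes from these genes that ARMs promote the synthesis and stable storage of neutral lipids, most of all on HFD.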

**FIGURE 4:**
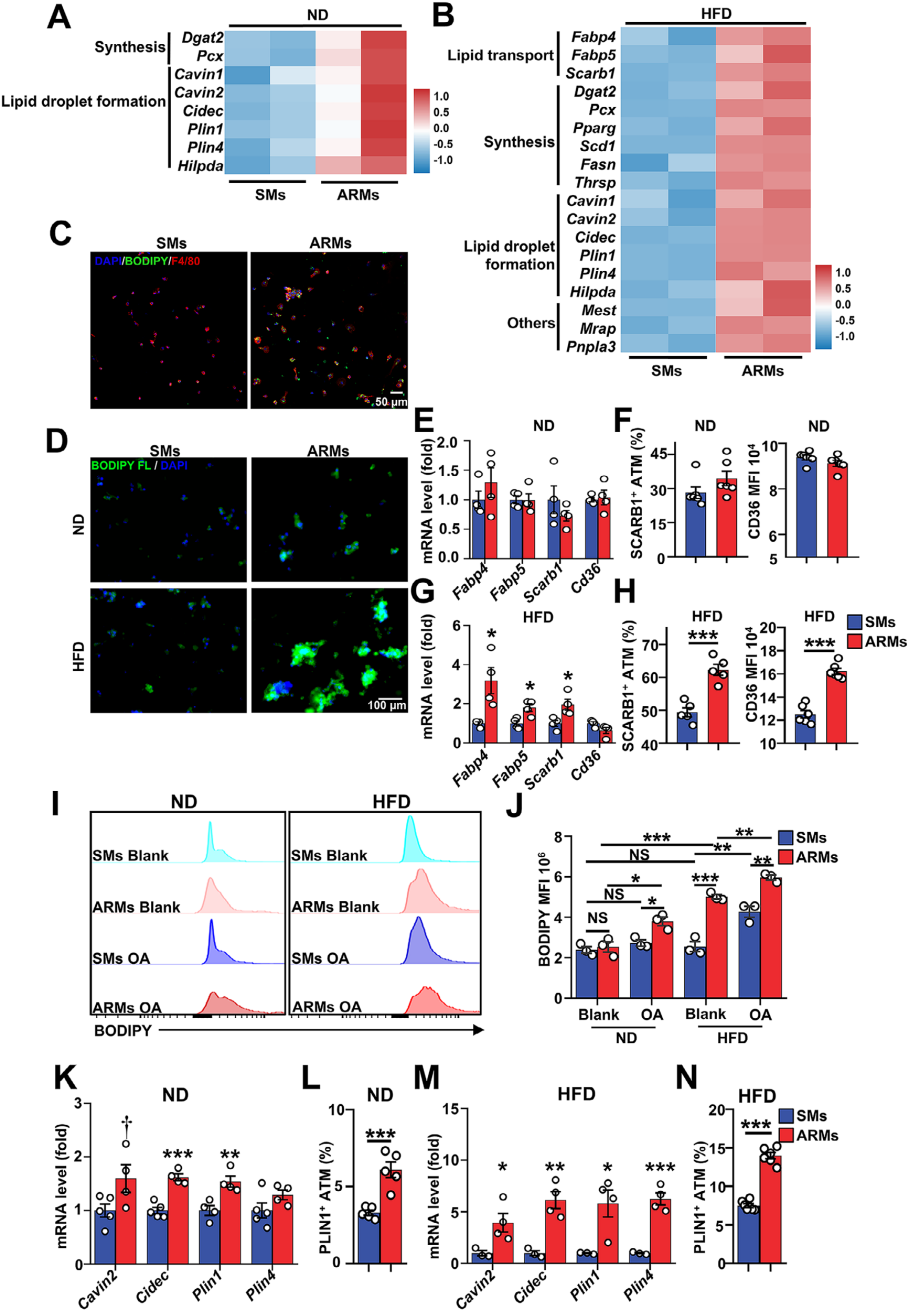
ARMs possess a robust capacity for lipid accumulation. (A,B) Heatmap displaying the expression of lipid processing genes in (A) ND mice and (B) HFD mice between SMs and ARMs. (C) Representative immunofluorescence images of BODIPY (green), F4/80 (red), and nuclei (blue) in ARMs and SMs isolated from HFD 8 W mice. Scale bar, 20 µm. (D) Fatty acid trafficking in ARMs and SMs isolated from ND or HFD 8 W mice loaded with BODIPY FL. C12 for 30 min. Scale bar, 100 µm. (E) Gene expression profiles of lipid transport in ARMs and SMs isolated from ND mice (*n* = 4 per group, with 3 mice pooled per sample). (F) FCM analysis of SCARB1 and CD36 in ARMs and SMs from ND mice (*n* = 6 per group). (G) Gene expression profiles of lipid transport in ARMs and SMs isolated from HFD 8 W mice (*n* =4 per group, with 3 mice pooled per sample). (H) FCM analysis of SCARB1 and CD36 in ARMs and SMs from HFD 8 W mice (*n* = 5–6 per group). (I) FCM analysis of BODIPY staining in ARMs and SMs from ND and HFD 6 W mice after lipid‐loaded with oleate acid (OA) for 4 h or bovine serum albumin (BSA) (Blank). (J) Quantification of BODIPY mean fluorescence intensity (MFI) levels (*n* = 3). (K) Gene expression profiles of lipid droplets formation in ARMs and SMs isolated from ND mice (*n* = 4–5 per group, with 3 mice pooled per sample). (L) FCM analysis of PLIN1 in ARMs and SMs from ND mice (*n* = 5 per group). (M) Gene expression profiles of lipid droplets formation in ARMs and SMs isolated from HFD 8 W mice (*n* = 4–5 per group, with 3 mice pooled per sample). (N) FCM analysis of PLIN1 in ARMs and SMs from HFD 8 W mice (*n* = 6 per group). Data are expressed as means ± SEM. †*p* < 0.1, *p < 0.05, **p < 0.01, ***p < 0.001, NS = not significant.

To determine whether the augmented lipid storage in ARMs results from increased lipid uptake, we quantified fatty acid uptake 25 min after the addition of BODIPY FL. C12. Fluorescence microscopy revealed that there was no significant difference in fluorescence intensity between ARMs and SMs from ND mice. However, under HFD conditions, ARMs exhibited markedly higher fluorescence intensity compared to SMs (Figure 4D). Moreover, under ND conditions, there were no statistically significant disparities detected in the expression of genes linked to lipid transport, such as *Fabp4*, *Fabp5*, *Scarb1*, and *cd36* between ARMs and SMs (Figure 4E). Consistently, since SCARB1 and CD36 facilitates fatty acid uptake [25], we assessed the protein expression of SCARB1 and CD36 in ATMs. The ratio of SCARB1^+^ and CD36^+^ showed no significant variation in SMs and ARMs in ND mice (Figure 4F). Under HFD conditions, ARMs showed significantly increased expression of *Fabp4*, *Fabp5*, and *Scarb1* compared with SMs (Figure 4G). Additionally, ARMs exhibited a higher ratio of SCARB1^+^ and CD36^+^ compared to SMs (Figure 4H). These results indicate that ARMs have an enhanced capacity for lipid uptake under HFD conditions.

Next, to test whether ARMs exhibit superior efficiency in converting fatty acids into neutral lipids for storage, we conducted FCM analysis of BODIPY staining to measure intracellular neutral lipid accumulation in ARMs and SMs incubated with oleic acid (OA). Under ND conditions, ARMs and SMs displayed comparable baseline levels of intracellular lipids (Figure 4I,J). However, upon OA treatment, lipid content significantly increased in ARM but remained unchanged in SMs (Figure 4I,J), suggesting that ARMs exhibit a greater capacity to convert exogenous fatty acids into neutral lipids. Under HFD conditions, ARMs exhibited markedly higher baseline intracellular lipid levels than SMs (Figure 4I,J). Moreover, compared to ND‐fed mice, ARMs—but not SMs—showed a significant increase in baseline lipid content, indicating that ARMs may preferentially function as lipid buffers in the obese state. OA treatment further increased neutral lipid accumulation in both subsets under HFD, with ARMs again displaying higher levels than SMs (Figure 4I,J). Consistent with these findings, ARMs expressed higher levels of genes involved in lipid droplet formation, including *Cavin2*, *Cidec*, *Plin1*, and *Plin4* (Figure 4K,M), and exhibited a higher ratio of lipid droplet protein PLIN1^+^ compared to SMs under both ND and HFD conditions (Figure 4L,N). To assess whether lipid accumulation in ARMs reflects reduced fatty acid oxidation, we examined fatty acid beta‐oxidation (FAO)‐related gene expression (Figure S9A,B) and directly measured FAO activity (Figure S9C,D) in ARMs and SMs under ND and HFD, with no significant differences observed. Together, these data indicate that ARMs have enhanced lipid uptake and storage capability.

### 2.6 ARMs Have Lower Engulfment Capacity Under HFD Conditions

Phagocytosis is an essential macrophage function that takes place under a wide range of physiological and pathological conditions [26, 27]. Subsequently, we examine whether ARMs exhibit an elevated ability to uptake substances other than FFA. The phagocytosis of dextran and *Escherichia coli* by SMs and ARMs isolated from eWAT of both ND and HFD mice was compared dextran and *E. coli* phagocytosis did not differ between ARMs and SMs derived from ND mice (Figure S10A,B). However, under HFD conditions, ARMs exhibited diminished phagocytic capacity compared to SMs (Figure S10A,B). To assess the in vivo phagocytosis capacity of ARMs and SMs, we intravenously injected ND‐ or HFD‐fed mice with FITC‐labeled dextran. After a 30 min interval, we performed FCM analysis to evaluate the proportion of dextran^+^ macrophages in eWAT (Figure S10C). ARMs exhibited a lower ratio of dextran^+^ compared to SMs under HFD conditions, with no significant difference under ND conditions (Figure S10D), suggesting a compromised phagocytic capacity in ARMs. Furthermore, ARMs express much lower levels of phagocytosis‐related genes (*Cd209d* and *Wfdc17*) than SMs under HFD conditions but not under ND conditions (Figure S10E,F). Overall, these findings indicate that ARMs do not outperform SMs in engulfing substances such as dextran and bacteria under ND conditions, and their performance may even be inferior under HFD conditions.

### 2.7 CAV‐1 Expression Characterizes ARMs

Next, we aim to identify the key regulator of ARM function. Collagens are the major component of extracellular matrix (ECM) [28], and the breakdown of the ECM network by collagenase can disrupt the cell‐matrix interactions while preserving cell–cell adhesion [29, 30, 31]. Since the interaction between ARMs and adipocytes is resistant to collagenase digestion, immunofluorescence further indicates that ARMs directly adhere to adipocytes (Figure 1B). 

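The 8 cell-cell adhesion genes that Figure S11A shows for ND mice are Cav1, Dpt, Dpep1, Aoc3, Heg1, Pcdhgc3, Cyp1b1 and Cdon. All 8 were called higher in ND ARMs, with a median log2 fold change of 1.15, or 0.74 without replicate 2 of the ND ARMs. In HFD mice 5 of them were called, with a median of 0.71, and Dpt (0.51), Heg1 (0.42) and Cdon (0.36) were not, with the value for Cdon at -0.06 without replicate 1 of the HFD ARMs. The 28 genes that Figure S11B shows for HFD mice were all called there, with a median of 1.40 over a range from 0.61 to 1.95. Sele (Entrez 20339) and Pecam1 (Entrez 18613) are among them, with log2 fold changes of 1.57 and 1.52. Pecam1, Cdh5 and Tie1 of this list are also endothelial markers. Endothelial markers that the paper does not name had a median of 1.49 in HFD ARMs, so RNA from endothelial cells is a candidate explanation for part of these rises. In ND mice 7 of the 28 were called, with a median of 0.86, or 0.45 without replicate 2 of the ND ARMs, and all 28 had a positive value. When adjusted over the list alone, 8 of the 8 genes were called in ND mice and 28 of the 28 in HFD mice, which is not independent evidence because the study chose both lists on these libraries. Of the 33 genes in either list, 9 were called in both diets: Aoc3, Basp1, Cadm1, Cav1, Cyp1b1, Dpep1, Gpnmb, Pcdhgc3 and Plpp3. This number depended on the analysis. DESeq2 called 3 in both diets (Aoc3, Dpep1 and Plpp3), limma on log2(FPKM + 1) called 2 (Cav1 and Gpnmb), and the threshold of the methods section gave 21. A gene called in one diet alone is not shown to differ between diets, and in the test of that difference none of the 33 genes passed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).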

We identified the upregulated genes related to cell–cell adhesion in ARMs under both ND (Figure S11A) and HFD conditions (Figure S11B) through analysis of our RNA‐seq data. 

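Cav1 (Entrez 12389), which encodes the CAV-1 protein of caveolae, had an FPKM of 11.7 and 8.54 in HFD SMs and 30.1 and 31.5 in HFD ARMs, a log2 fold change of 1.60 (standard error 0.11, adjusted p = 2.3e-05), from 385 to 1371 counts per library. In ND mice it had an FPKM of 8.15 and 8.92 in SMs and 13.9 and 25.1 in ARMs, a log2 fold change of 1.17 (standard error 0.19, adjusted p = 0.002). Dpep1 (Entrez 13479), a membrane dipeptidase gene, had a log2 fold change of 0.72 (standard error 0.11, adjusted p = 0.0028) in HFD mice, where its mean FPKM was 3.94 ± 0.0495 (SD, n = 2) in SMs and 6.50 ± 0.403 in ARMs, and of 1.31 (standard error 0.25, adjusted p = 0.0064) in ND mice, from 3.16 ± 0.651 to 7.87 ± 3.46. Aoc3 (Entrez 11754), an amine oxidase gene, had a log2 fold change of 1.95 (standard error 0.13, adjusted p = 2.1e-05) in HFD mice, from 1.32 ± 0.212 to 5.67 ± 0.559, and of 1.13 (standard error 0.25, adjusted p = 0.0149) in ND mice, from 1.82 ± 0.141 to 4.16 ± 1.83. All p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in each gene and diet both ARM libraries were above both SM libraries. The ND values rested in part on replicate 2 of the ND ARMs, without which they were 0.72 for Cav1, 0.77 for Dpep1 and 0.58 for Aoc3. DESeq2 gave Cav1 a log2 fold change of 1.19 in ND mice but did not call it, with its shrunken fold change at 0.44, while limma on log2(FPKM + 1) called Cav1 in both diets and did not call Dpep1 and Aoc3 in ND mice. The ARM against SM difference did not differ detectably between diets for Cav1 (0.41, adjusted p = 0.831), Dpep1 (-0.60, adjusted p = 0.759) or Aoc3 (0.81, adjusted p = 0.602), tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out, these differences ran from 0.062 to 0.86, from -1.002 to -0.077 and from 0.41 to 1.35.

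**Figure D2:**
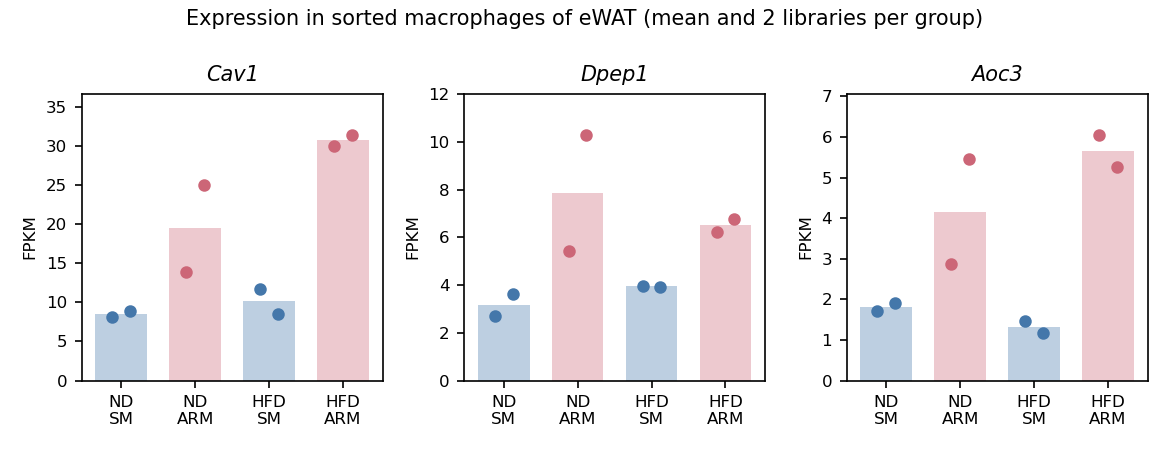
FPKM of Cav1, Dpep1 and Aoc3 in the 8 libraries, by diet and cell type. Bars are means of 2 libraries and points are the libraries; both ARM libraries lie above both SM libraries in each diet, with a wider gap between the 2 ND ARM libraries (13.9 and 25.1 for Cav1) than between the 2 HFD ARM libraries (30.1 and 31.5).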

The common genes shared between the ND and HFD groups include Cav‐1, Dpep1, and Aoc3. Among them, only CAV‐1 is implicated in both cell adhesion [32, 33, 34, 35] and lipid handling [36, 37, 38]. (Figure 5A) In addition, CAV‐1 is a cell membrane protein and its role as a immunocyte marker remains unexplored [39]. Therefore, we speculate that CAV‐1 is a cell surface marker for ARMs and a key regulator that controls ARM function.

**FIGURE 5:**
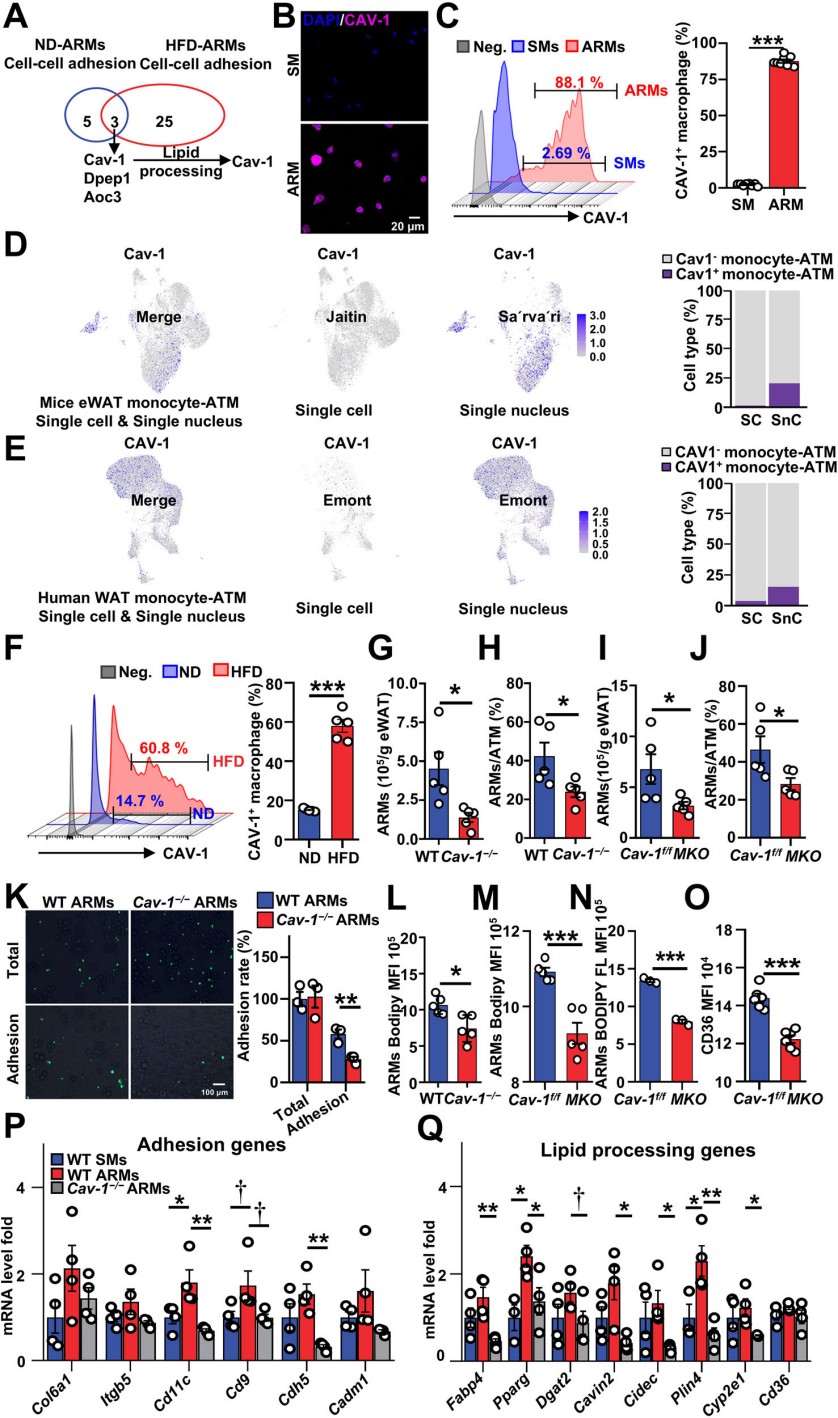
CAV‐1 expression characterizes ARMs. (A) Venn diagram depicting the overlap of cell–cell adhesion genes in ARMs from ND and HFD mice. (B) Representative immunofluorescence images of CAV‐1 (green) and nuclei (blue) in ARMs and SMs isolated from HFD 8 W mice. Scale bar, 50 µm. (C) FCM analysis of CAV‐1^+^ macrophages in ARMs and SMs from HFD 6 W mice (*n* = 8, Neg., ATM FMO). (D) Expression of Cav‐1 in the monocyte‐macrophage compartment in single‐cell & single‐nucleus RNA sequencing of eWAT from mice. (E) Expression of CAV‐1 in the monocyte‐macrophage compartment in single‐cell & single‐nucleus RNA sequencing of WAT from human. (F) FCM analysis of CAV‐1^+^ ATMs in ND and HFD 8 W mice (*n* = 5). (G,H) FCM analysis of ARMs abundance (G), and ARMs distribution (H) within ATM compartment in eWAT from WT and *Cav‐1^−/−^* mice after 10 W HFD (*n* = 5 per group). (I,J) FCM analysis of ARMs abundance (I), and ARMs distribution (J) within ATM compartment in eWAT from *Cav‐1^f/f^* and *MKO* mice after 10 W HFD (*n* = 5 per group). (K) Adipocyte attachment assay. ARMs and SMs from WT and *Cav‐1^−/−^* mice after 10 W HFD were beads‐purified, CFSE‐labeled and placed on the adipocytes differentiated from ASCs. After 30 min of incubation, the cells were washed and fixed. Cells are shown in green (CFSE). The remaining adherent cells on the adipocytes were counted (*n* = 3, Scale bar, 100 µm). (L,M) FCM analysis of BODIPY staining in ARMs from eWAT of (L) WT and *Cav‐1^−/−^* mice after 10 W HFD, and (M) *Cav‐1^f/f^* and *MKO* mice after 10 W HFD (*n* = 5 per group). (N) Fatty acid trafficking in ARMs isolated from HFD *Cav‐1^f/f^* and *MKO* mice loaded with BODIPY FL C12 for 30 min (*n* = 3). (O) FCM analysis of CD36 in ARMs of HFD *Cav‐1^f/f^* and *MKO* mice (*n* = 6 per group). (P,Q) Gene expression profiles of (N) adhesion and (O) lipid processing in ARMs and SMs isolated from WT and *Cav‐1^−/−^* mice after 10 W of HFD (*n* = 3–4 per group, 2 mice pooled to a sample). Data are expressed as means ± SEM. †*p* < 0.1, *p < 0.05, **p < 0.01, ***p < 0.001.

To validate CAV‐1 as an ARM‐specific marker, immunofluorescence and FCM analyses were performed. CAV‐1 is highly expressed in ARMs (Figure 5B,C), with more than 85% of ARMs, while less than 3% of SMs, were found to be CAV‐1^+^ (Figure 5C). We also examined CAV‐1 expression in other immune cells within adipose tissue, including T cells, B cells, and DCs, and found minimal CAV‐1 expression in these cells (Figure S11D). We also reanalyzed published single‐cell and single‐nucleus RNA sequencing datasets from mouse eWAT and human white adipose tissues [10, 40, 41]. Single‐cell RNA sequencing of adipose tissue typically involves collagenase digestion to isolate SVF cells, followed by sequencing. In contrast, single‐nucleus sequencing bypasses tissue dissociation and directly isolates nuclei, thereby preserving the transcriptomic information of all cell types, including those embedded in the adipocyte layer. Theoretically, ARMs, being tightly associated with the adipocyte compartment, would be preferentially captured by single‐nucleus rather than single‐cell sequencing. Indeed, our reanalysis data revealed that CAV‐1^+^ macrophages were readily detectable in single‐nucleus datasets but nearly absent from single‐cell datasets (Figure 5D,E). These findings suggest that CAV‐1^+^ macrophages are largely excluded from the SVF due to their adhesion to adipocytes. In addition, FCM analysis revealed a dramatic increase in the ratio of CAV‐1^+^ ATMs in HFD‐fed obese mice (Figure 5F), mirroring the obesity‐induced accumulation of ARMs. Immunofluorescence analysis also showed obesity‐induced accumulation of CAV‐1^+^ macrophages within the visceral adipose tissue in both mice (Figure S11F) and humans (Figure S11G). CAV‐1 expression in ARMs was higher in HFD‐fed mice than in ND‐fed mice (Figure S11H). Together, CAV‐1 serves as a specific and reliable marker of ARMs.

To determine the essential role of *Cav‐1* in regulating ARM function, we analyzed the ATM compartment in eWAT from *Cav‐1*‐deficient and wild‐type (WT) mice. Obesity‐induced ARM accumulation was significantly reduced in *Cav‐1^−/−^* mice (Figure 5G,H). To further confirm the impact of immune cell deficiency of Cav‐1 on ARM function, we generated mice with specific immune cell *Cav‐1* deficiency by irradiating CD45.1 mice and reconstituting them with bone marrow cells derived from congenic WT or *Cav‐1^−/−^* mice. The efficiency of immune cell reconstitution in monocytes exceeded 70% and showed no difference between WT and *Cav‐1^−/−^* groups (Figure S12A). Similarly, obesity‐induced ARM accumulation was also diminished in *Cav‐1^−/−^* bone marrow transplant (BMT) mice (Figure S12B,C). We further established macrophage‐specific *Cav‐1* knockout mice (*MKO*) by crossing *Lyz2‐Cre* mice with *Cav‐1*‐floxed mice (*Cav‐1^f/f^*). A significant reduction of *Cav‐1* levels was observed in the ATMs isolated from *MKO* mice compared with those isolated from *Cav‐1^f/f^* mice, indicating successful deletion of *Cav‐1* (11H). Obesity‐induced ARM accumulation was significantly reduced in *MKO* mice (Figure 5I,J). Additionally, the remaining ARMs in *Cav‐1^−/−^* mice exhibited impaired adhesion capacity in comparison to WT mice (Figure 5M). Moreover, the remaining ARMs in *Cav‐1^−/−^* mice, *Cav‐1^−/−^* BMT mice and *MKO* mice accumulated less lipid compared to WT mice (Figure 5L,M; Figure S12D). In MKO mice, the remaining ARMs also exhibited reduced fatty acid uptake (Figure 5N) and lower CD36 expression (Figure 5O). Furthermore, they exhibited reduced expression of key ARM signature genes, including adhesion genes (*Cd11c*, *Cd9*, *Cdh5*) (Figure 5P) and lipid handling genes (*Fabp4*, *Pparg*, *Dgat2*, *Cavin2*, *Plin4*, *Cyp2e1*) (Figure 5Q). Taken together, these data suggest that CAV‐1 functions as a surface marker for ARMs and plays a crucial role in both the formation and maintenance of their distinctive features.

### 2.8 ARMs Are Distinct from LAMs

ARMs and LAMs shared certain phenotypic and functional features. Both subsets express high levels of CD11c and CD9, are enriched in lipid droplets, and upregulate genes involved in lipid synthesis. To determine whether ARMs and LAMs represent distinct ATM subpopulations, we reanalyzed single‐cell and single‐nucleus RNA sequencing datasets from mouse eWAT. UMAP did not cluster ARMs (*Cav‐1* ^+^) and LAMs (*Cd9* ^+^ *Trem2* ^+^), with approximately 70% of marker gene expression differs between ARMs and LAMs (Figure S13A). Flow cytometry analysis of eWAT further confirmed that the overlap between CAV‐1^+^ ARMs and CD9^+^CD63^+^ LAMs was limited to 30.4% (Figure S13B), supporting their largely nonoverlapping marker profiles.

Previous studies have shown that LAMs localize to CLSs [10]. Immunofluorescence confirmed this pattern and revealed that ARMs can also act as the dominant macrophages forming CLSs (Figure S13C). To further assess their functional distinctions, we sorted ARMs and LAMs from the eWAT of HFD‐fed (10‐week) mice and performed metabolic assays. ARMs exhibited superior adhesion (Figure S13D), fatty acid uptake (Figure S13E) and lipid storage capacity (Figure S13F) compared to LAMs, with differences in lipid uptake and processing independent of CD36 expression (Figure S13J). Within the CAV‐1^+^ macrophage population, we further subdivided cells into CD9^+^CD63^+^CAV‐1^+^ LAMs and CD9^−^CD63^−^CAV‐1^+^ ARMs. Both subsets showed similar adhesion to adipocytes (Figure S13G), whereas CD9^+^CD63^+^CAV‐1^+^ LAMs exhibited higher fatty acid uptake (Figure S13H) and lipid storage capacity (Figure S13I). Among all populations analyzed, CD9^+^CD63^+^CAV‐1^+^ LAMs displayed the highest lipid uptake and lipid‐processing capacities, indicating that while CAV‐1 defines ARMs, co‐expression of classical LAM markers further enhances lipid‐handling functions.

We next examined the ARM population in *Trem2*‐deficient mice subjected to 10 weeks of HFD. As expected, *Trem2* knockout led to a marked reduction in the proportion of LAMs among SVF macrophages (Figure S13K), consistent with previous findings [10]. However, the proportion and absolute number of ARMs remained unchanged (Figure S13L,M), indicating that ARM homeostasis is maintained through TREM2‐independent mechanisms. Collectively, these results demonstrate that ARMs and LAMs are transcriptionally, functionally, and developmentally distinct ATM populations.

### 2.9 ARMs Acquire Adipocyte RNA

CAV‐1 clearly regulates adhesion functions by anchoring various adhesion molecules and modulating their gene expression [32, 34, 35, 39, 42, 43, 44, 45, 46, 47]. While CAV‐1 participates in fatty acid uptake [38], it does not explain the alterations in lipid metabolism genes in ARM. To investigate the mechanisms by which ARMs regulate lipid metabolism genes, we integrated ATAC‐seq and RNA‐seq datasets to identify potential transcription factors. However, we struggled to identify upregulated chromatin peaks linked to RNA‐seq–upregulated lipid metabolism genes, as many lacked the corresponding peaks or showed no upregulation. This suggests these genes are likely acquired from external sources rather than being endogenous. To confirm this hypothesis, we defined genes that were upregulated in RNA‐Seq but not in ATAC‐Seq as ‘exogenous’ genes (Figure 6A). 

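Only the RNA-seq side of this definition was analyzed, since the ATAC-seq libraries are not among the tables. The 6 genes that Figure 6C shows as foreign were all called higher in HFD ARMs: Lep (Entrez 16846) with a log2 fold change of 2.98, Adipoq (Entrez 11450) with 2.85 (standard error 0.16, adjusted p = 5.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Plin4, Plin1, Cidec and Dgat2, for a median of 2.86 over the 6. Adipoq had 44 and 46 counts in HFD SMs and 291 and 350 in HFD ARMs, and Lep 50 and 60 against 392 and 466, so in these libraries both transcripts were detected in SMs as well. The 32 further genes of Figure S14 were also all called higher in HFD ARMs, with a median log2 fold change of 1.70 over a range from 0.60 to 3.05, the highest being Scd1, while Lpl rose by 0.65 from an FPKM of 126 ± 2.00 (SD, n = 2) in SMs to 201 ± 27.2. In ND mice, 6 of the 6 and 22 of the 32 genes were called, with medians of 1.46 and 1.17. Without replicate 2 of the ND ARMs these medians were 0.97 and 0.71. When adjusted over the list alone, 6 of the 6 and 32 of the 32 genes were called in HFD mice, which is not independent evidence because these genes were chosen for their rise in the same libraries. All 32 remained called with DESeq2 in HFD mice, 22 without a filter on low counts, and 9 with limma on log2(FPKM + 1) without a filter. In ND mice DESeq2 called 12 of the 32, limma on log2(FPKM + 1) called 10, and limma without a filter called 0. DESeq2 did not call Lep in ND mice. From genes that rise in RNA without a matching rise in open chromatin, the paper first proposes that ARMs hold RNA acquired from outside. Its further evidence is electron microscopy, RNAscope of Adipoq mRNA and coculture of ARMs with adipocytes whose RNA was labeled. None of that was re-examined here.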

KEGG analysis revealed a focus on the PPAR signaling pathway (Figure 6B). Analysis on single‐nucleus sequencing data of eWAT revealed that many of these foreign genes are adipocyte specific genes, such as *Adipoq*, *Lep*, *Dgat2*, *Plin1*, *Plin4*, and *Cidec* (Figure 6C; Figure S14).

**FIGURE 6:**
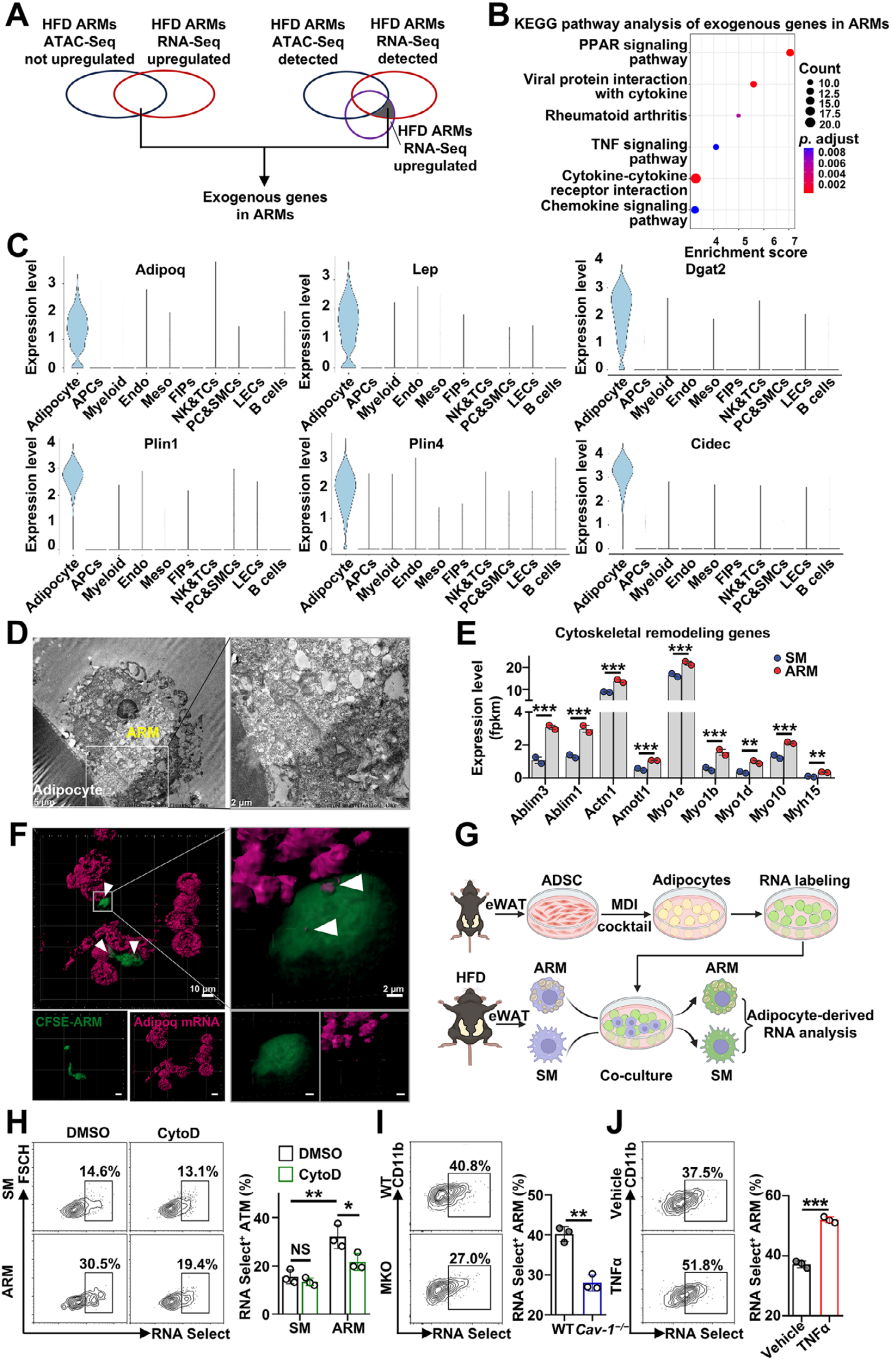
ARMs acquire adipocyte RNA. (A) Venn diagram illustrating the overlap of genes that are upregulated in RNA‐Seq but either not upregulated or not detected in ATAC‐Seq. (B) KEGG pathway analysis of exogenous genes in ARMs, depicting the six most significant pathways. (C) Violin plots of foreign ARM gene expression in different cell types from single nuclear sequencing data of eWAT. (D) Representative electron micrographs of the cell–cell contact between bead‐purified ARMs and their adhered adipocytes isolated from 8‐week HFD‐fed mice. Scale bars: 5 and 1 µm. (E) RNA‐seq gene expression levels of Cytoskeletal remodeling. (F) Representative RNAscope images showing uptake of adipocyte‐derived *Adipoq* mRNA by CFSE‐labeled ARMs after 30 min of coculture. Scale bars: 10 and 2 µm. (G) Schematic of the ex vivo assay used to quantify adipocyte‐derived RNA acquired by ARMs or SMs in (H). Mouse eWAT was digested to obtain the stromal vascular fraction (SVF), from which ADSCs were purified and differentiated into mature adipocytes. Adipocyte RNA was labeled with RNASelect and cocultured with ARMs or SMs from eWAT of HFD‐fed mice for 1 h. After trypsin digestion into a single‐cell suspension, adipocyte‐derived RNA signals in ARMs or SMs were analyzed by flow cytometry. (H) Percentage of RNASelect^+^ macrophages after coculture of RNASelect^+^ adipocytes with ARMs or SMs in the presence of the actin‐depolymerizing agent cytochalasin D (*n* = 3 per group). (I,J) Percentage of RNASelect^+^ ARMs after coculture with RNASelect^+^ adipocytes: (I) ARMs isolated from HFD *WT* and *Cav‐1^−/−^* mice; (J) ARMs after coculture with TNF‐α‐pretreated adipocytes (*n* = 3 per group). Data are expressed as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, NS = not significant.

To investigate how ARMs acquire adipocyte RNA, we first examined whether extracellular vesicles are involved in RNA transfer between adipocytes and macrophages. Given the absence of a specific in vivo method to label adipocyte RNA, we crossed *mT/mG* mice with *Adipoq‐Cre* transgenic mice to generate adipocyte‐specific labeled mice (*mT/mG*, *Adipoq‐Cre* mice). This allowed us to investigate the impact of exosomes on the acquisition of adipocyte biomaterial by ARM or SM. Our results showed that ARMs received more tdTomato signals from adipocytes than SMs (Figure S15A). Compared to the dimethyl sulfoxide (DMSO) control, treatment with the exosome inhibitor GW4869 reduced the tdTomato signal from adipocytes in both ARMs and SMs (Figure S15C). However, the difference between the two groups was not abolished (Figure S15C,D). Importantly, the adipocyte‐derived gene differences between ARMs and SMs occur through a mechanism independent of exosomes.

Electron microscopy analysis shows the interaction between a macrophage and an adipocyte (Figure 6D), and at the ARM–adipocyte adhesion site, adipocytes extend tubular structures into ARMs (Figure S15E). The formation of tubular structures is linked to cytoskeletal remodeling [48, 49, 50]. 

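Genes of cytoskeletal remodeling were compared in HFD mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ablim3 (Entrez 319713) rose from an FPKM of 1.08 ± 0.276 (SD, n = 2) in HFD SMs to 3.08 ± 0.184 in HFD ARMs, a log2 fold change of 1.54 (standard error 0.16, edgeR adjusted p = 0.00028). Ablim1 (Entrez 226251) rose from 1.32 ± 0.134 to 2.98 ± 0.297, a log2 fold change of 1.15 (edgeR adjusted p = 0.00028), and Actn1 (Entrez 109711) from 8.85 ± 0.212 to 13.8 ± 0.955, a log2 fold change of 0.61 (edgeR adjusted p = 0.00073). Myh15 (Entrez 667772) had 10 and 15 counts in SMs and 43 and 48 in ARMs, a log2 fold change of 1.88 (edgeR adjusted p = 0.006). Myo1e (Entrez 71602) rose from 15.7 and 17.2 to 21.1 and 22.7, a log2 fold change of 0.39 that did not reach the 1.5-fold threshold (edgeR adjusted p = 0.0087), with both ARM libraries above both SM libraries. The log2 fold change was 1.33 for Myo1d, 0.99 for Amotl1 and 0.73 for Myo10, all called, and both ARM libraries were above both SM libraries in each gene named here. The median over the list of Figure 6E was 1.15, which is not independent evidence because the study chose the list on these libraries. Amotl1, Myo1d, Myo10 and Myh15 were not called by limma on log2(FPKM + 1), nor by edgeR without a filter on low counts. In ND mice, Myh15 had too few counts to be tested, and Myo1d (1.49) was called by edgeR and not by DESeq2. The ND median of 0.77 was 0.30 without replicate 2 of the ND ARMs, where Ablim3, Myo1e and Myo10 changed sign.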

Genes related to cytoskeletal remodeling, such as *Ablim3*, *Ablim1*, *Acrn1*, *Myo1e*, and *Myh15*, are upregulated in ARMs (Figure 6E). This suggests that ARMs may acquire material from adipocytes via cytoskeletal remodeling. RNAscope confirmed uptake of adipocyte‐derived Adipoq mRNA by ARMs at sites of cell–cell adhesion (Figure 6F). We established an ex vivo assay to measure adipocyte‐derived RNA uptake by ARMs and SMs (Figure 6G). ARMs acquired more RNA than SMs (Figure 6H). Cytochalasin D, an actin polymerization inhibitor, blocked RNA transfer to ARMs but not to SMs (Figure 6H). CAV‐1 deficiency in ARMs reduced RNA transfer, whereas TNF‐α pretreatment of adipocytes enhanced it (Figure 6I,J). These results indicate that ARMs acquire adipocyte‐derived RNA through cytoskeletal remodeling of adhesion site.

### 2.10 ARMs Are Essential for Adipose Tissue Remodeling and Glycol‐Metabolic Homeostasis

Finally, we sought to determine the functional importance of ARM during obesity. As a result of the critical metabolic regulatory role that CAV‐1 plays in adipocytes [51], *Cav‐1*‐deficient mice are unsuitable for investigating the in vivo functions of ARMs despite their absence of ARMs. ARM‐deficient *MKO* mice and *Cav‐1^−/−^* BMT mice were used to observe the effects. Upon HFD feeding, *MKO* mice exhibited no weight gain (Figure 7A), increased fat accumulation in eWAT (Figure 7B), substantial adipocyte hypertrophy (Figure 7C,D), worse insulin resistance and glucose intolerance (Figure 7E,F). Western blotting of eWAT, liver, and skeletal muscle revealed impaired insulin responsiveness in eWAT, as indicated by post‐insulin AKT phosphorylation (Figure 7G). These metabolic phenotypes of *Cav‐1*‐deficient chimeras were also observed under HFD conditions (Figure S16A–H) but not under ND conditions (Figure S17A–H). Together, these findings underscore the indispensable role of immune cell *Cav‐1* in maintaining adipose tissue function and metabolic homeostasis.

**FIGURE 7:**
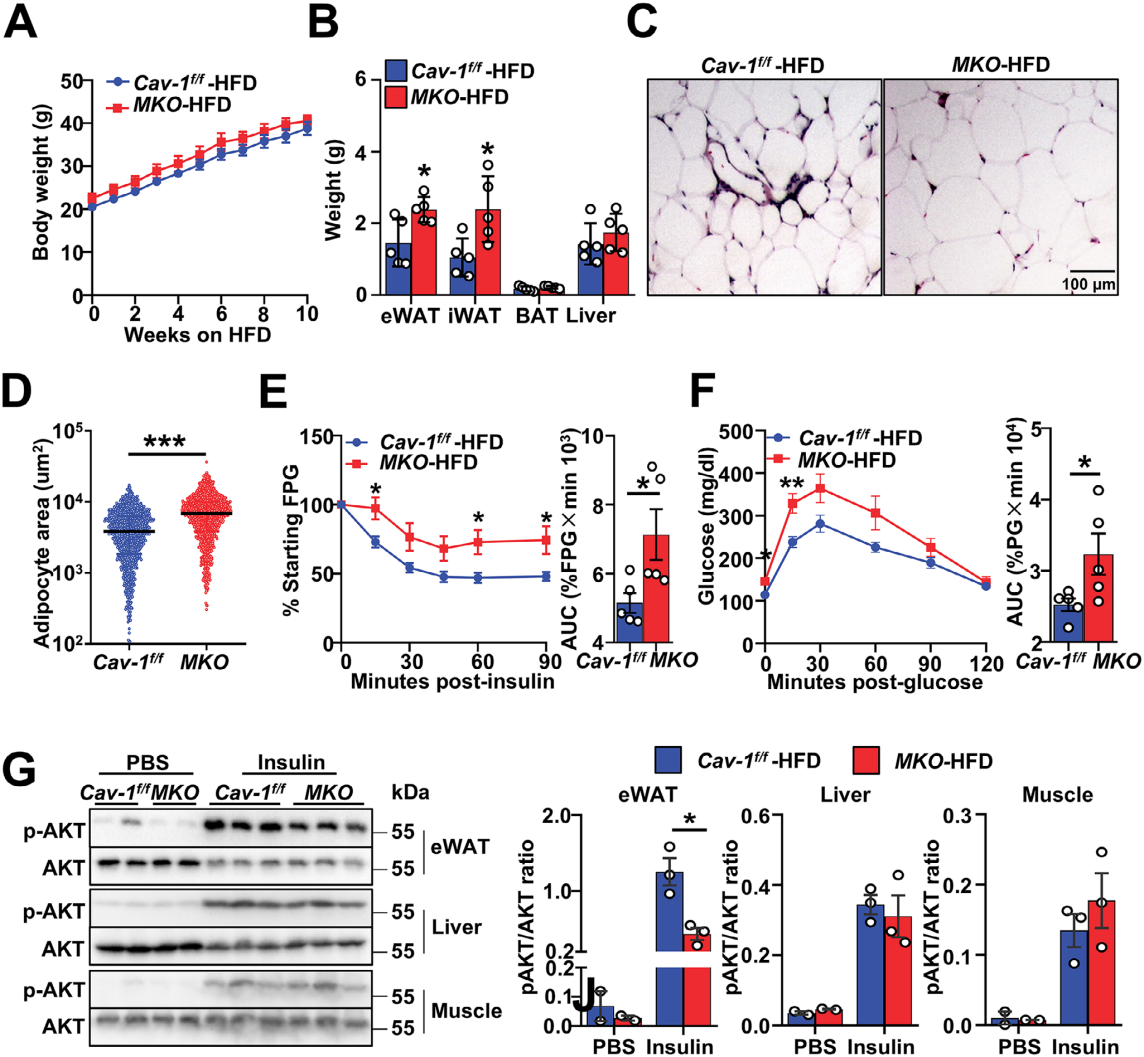
ARMs prevent adipocyte hypertrophy and glycol–metabolic disorder in vivo. (A) Body weight over time on HFD, (*n* = 5 per group). (B) Tissue weight at week 10 on HFD, (*n* = 5 per group). (C) Images of H&E stain of eWAT sections. Scale bar, 100 µm. (D) Quantification of the area of 1000 randomly selected adipocytes per genotype in H&E sections. (E) ITT in mice during week 8 of HFD feeding, (*n* = 5 per group). (F) GTT in mice during week 10 of HFD feeding, (*n* = 5 per group). (G) Immunoblots of lysates from eWAT, liver, and skeletal muscle with anti‐pAKT and anti‐AKT and quantitation of phosphorylated AKT normalized to total AKT. Data are expressed as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

To further investigate the regulatory functions of ARMs from lean mice in adipose tissue homeostasis and systemic metabolism, ARMs isolated from the eWAT of lean mice were labeled with CFSE and transferred to the eWAT of obese mice. ITT, GTT, and insulin effects on target tissues were tested after ARM transplantation (Figure S18A). Transferred cells were identified through CFSE detection in ATMs. After transplantation, an increase number of CFSE^+^ ATMs was observed in the eWAT of mice that received ARM or SM injections compared to the vehicle injection group (Figure S18B), indicating successful ARM transplantation. ARM transplantation did not alter body weight, eWAT weight, and adipocyte area (Figure S18C–F); however, it significantly improved insulin sensitivity (Figure S18G), and glucose tolerance (Figure S18H). Western blotting of eWAT, liver, and skeletal muscle revealed greater insulin responsiveness in eWAT, as indicated by post‐insulin AKT phosphorylation (Figure S18I). Together, these data suggest a protective role of ARMs from lean mice in maintaining adipose tissue homeostasis and insulin sensitivity during obesity.

## 3 Discussion

In this study, we developed an approach to isolate ARMs and assess their characteristics and functions. During obesity, ARMs proliferate and increase through transfer from SM, becoming a major component of ATM. CAV‐1, a marker of ARMs, regulates their adhesion and lipid accumulation. By adhering to adipocytes, ARMs acquire adipocyte RNA, boosting their lipid uptake and storage capacity to maintain metabolic homeostasis in adipose tissue during obesity.

We optimized the method for isolating ATM. The standard protocol to isolate ATMs has been well‐established [12]. This method involves collagenase digestion followed by centrifugation to separate the upper‐layer adipocytes from the settled SVF. ATMs were then purified from SVF. In this standard protocol, collagenase degrades collagen fibers in the ECM, disrupting cell–ECM contact while preserving cell–cell adhesion [30, 31]. ARMs adhere directly to adipocytes through stable cell–cell adhesion (Figures 1B and 6D), which is resistant to collagenase digestion. In contrast, SMs interact primarily via cell–ECM adhesion, which is readily disrupted by collagenase. Therefore, Under the prevailing practice of gentle digestion to preserve adipocyte integrity [10, 13, 52], only macrophages in SVF were collected as ATMs for subsequent studies. Indeed, ARMs (CAV‐1^+^ ATMs) that are directly adhered to adipocytes have been overlooked and excluded from published single‐cell sequencing datasets of human and mouse adipose tissue derived from the SVF (Figure 5D,E). To our surprise, ARMs comprise approximately 13% of ATMs in a lean state and approximately 70% of ATMs in an obese state (Figure 1F). These results raise important considerations for ATM isolation strategies, highlighting the need to optimize protocols to ensure recovery of the full ATM compartment, including ARMs. Mechanical dissociation by vortexing enables efficient recovery of ARMs while preserving surface proteins, whereas brief trypsin digestion offers an alternative for disrupting cell–cell adhesion when surface protein preservation is less critical (Figure S1E,F) [53, 54].

Our study reveals that during HFD, adipose macrophage accumulation is mainly driven by ARMs, with SM numbers remaining stable. Three commonly used approaches have been employed to assess ATM accumulation in obesity: (1) The proportion of macrophages within the SVC; [55] (2) the total number of ATMs per tissue sample or per animal; [21, 22] (3) the number of ATMs normalized per gram of adipose tissue [21, 56, 57]. Consistent with previous studies, we observed a clear increase in SVC ATMs under HFD when measured by the first two methods (Figure S1G,H). However, using the third method, ATMs per gram of adipose tissue, yields conflicting results in the literature. Some studies report an increase in SVC ATMs with obesity [57], while others do not [56], which aligns with our findings (Figure 1E). We propose that one source of variability in SM abundance is the extent of adipocyte rupture during tissue digestion, which can release ARMs from their adipocyte‐associated position into the SVF, where they may be mistakenly counted as SMs. This effect is highly dependent on the collagenase protocol used, including mechanical force and incubation time, which vary widely across laboratories. In our study, we used a gentle digestion protocol as described in several prior publications [10, 13, 14, 56], which preserves adipocyte integrity and minimizes ARM contamination in the SVF (Figure 5B,C). Thus, rather than suggesting that previous studies “missed” ARMs entirely, our work highlights that ARMs may have been inadvertently included in SM counts in studies using harsher digestion methods. This contamination could contribute to variability and conflicting interpretations regarding ATM function in obesity.

Previous studies suggest that ATM expansion in obesity is initially driven by local proliferation, followed by increased monocyte recruitment at later stages [23, 58, 59]. To investigate the mechanisms underlying ARM accumulation, we examined the roles of proliferation, SM‐to‐ARM transition, and monocyte recruitment. During early HFD feeding, both SMs and ARMs exhibited increased proliferation, with ARMs proliferating more robustly (Figure S3A,B). This may reflect proliferation cues mediated by cell–cell adhesion [60], which depends on integrin and PI3K signaling [61, 62] —both upregulated in ARMs (Figures 2B and 3A,B). We also found that SMs can convert into ARMs in obese mice (Figure S3G), suggesting SM‐to‐ARM transition contributes to ARM accumulation. Notably, CAV‐1, the ARM marker, is upregulated in adipose tissue of obese individuals [63], potentially in response to HFD or lipopolysaccharide (LPS)‐related signaling,[64, 65] which may drive CAV‐1 expression in SMs and promote their phenotypic shift (Figure S3H,I). Collectively, increased SM‐to‐ARM conversion, rather than proliferation alone, is likely a major driver of ARM accumulation during obesity.

Our results uncover a previously unrecognized role for ARMs in maintaining adipose tissue homeostasis. ARMs are highly expressed in adhesion‐related molecules, enhancing their adhesive capacity (Figures 2 and 3). By directly adhering to adipocytes and acquiring adipocyte mRNA (Figure 6D–H), ARMs gain robust lipid uptake and storage abilities (Figure 4). This nonexosome‐dependent (Figure S15), direct RNA transfer, mediated by cytoskeletal changes at adhesion sites (Figure 6), closely resembles trogocytosis, which also involves intercellular material transfer through cell‐to‐cell adhesion and cytoskeletal remodeling [66, 67]. Our results uncover a previously unrecognized role for ARMs in maintaining adipose tissue homeostasis. ARMs are highly expressed in adhesion‐related molecules, enhancing their adhesive capacity (Figures 2 and 3). By directly adhering to adipocytes and acquiring adipocyte mRNA (Figure 6D–H), ARMs gain robust lipid uptake and storage abilities (Figure 4). This nonexosome‐dependent (Figure S15), direct RNA transfer, mediated by cytoskeletal changes at adhesion sites (Figure 6), closely resembles trogocytosis, which also involves intercellular material transfer through cell‐to‐cell adhesion and cytoskeletal remodeling [66, 67]. Consistently, the adipocyte membrane forms tubular extensions that invade adherent ARM cells, resembling classic trogocytosis (Figure 6D), and RNAscope further confirms internalization of adipocyte RNA into ARMs through these structures (Figure 6F). In CAV‐1 knockout mice, the ablation of increased lipid‐processing gene expression in the remaining ARMs, compared to WT controls (Figure 5O), suggests that CAV‐1 might regulate the formation of this structure. CAV‐1 modulates ARM adhesion to adipocytes by regulating adhesion molecule expression (Figure 5N; Figure S6E), which is also crucial for trogocytosis [67], and also influences cytoskeletal remodeling [68, 69]. Accordingly, CAV‐1–deficient ARMs exhibit impaired uptake of adipocyte RNA (Figure 6I). Although in vivo phagocytosis assays may be influenced by vessel proximity, ARMs show strong adipocyte trogocytosis but weak dextran and bacterial uptake (Figure S10), consistent with Rollins et al. [66], who reported that enhanced macrophage adhesion promotes trogocytosis while inhibiting phagocytosis. While exosome‐mediated communication between adipocytes and macrophages has been reported [70], our findings suggest, to our knowledge, the first evidence that adipocyte RNA can be transferred to macrophages via trogocytosis. TNF‐α‐stimulated adipocytes boost RNA uptake by ARMs (Figure 6J), inviting future studies into the signals driving this process and its role in metabolic disorders.

CAV‐1 is a novel surface marker of ARMs not previously reported in immune cells, as demonstrated by immunofluorescence, flow cytometry, and reanalysis of published snRNA‐Seq datasets showing its selective expression in ARMs but not SMs (Figure 5B–E); confirmed by flow cytometric analysis of adipose immune cells revealing CAV‐1 expression exclusively in ARMs (Figure S11D); and supported by its dynamic changes in CAV‐1^+^ ATMs during obesity, consistent with known ARM behavior (Figure 5F; Figure S11F,G), together establishing CAV‐1 as a specific and reliable marker of ARMs. CAV‐1 is also a population‐driven molecule of ARMs. As an essential component of lipid rafts, CAV‐1 regulates cell adhesion functions by participating in the gathering of adhesion molecules on the cell membrane [39]. It colocates with integrins, cadherins, and immunoglobulin superfamily molecules on the cell membrane [32, 42, 43, 44, 45]. Loss of Cav‐1 inhibits cell adhesion mediated by adhesion molecules [34, 35, 46, 47]. Our study demonstrates that *Cav‐1* drives the expression of cell adhesive molecules (Figure 5P). The absence of *Cav‐1* abolishes the adhesive function of ARMs (Figure 5K), leading to a reduced number of ARMs in eWAT (Figure 5G–J). In conclusion, CAV‐1 regulates ARM abundance and function and acts as a specific marker.

While ARMs share certain lipid‐accumulating features with previously described LAMs, multiple lines of evidence support that ARMs constitute a distinct subset of ATMs, rather than a variant of LAMs. Transcriptomic and flow cytometric analyses revealed that approximately 70% of marker gene expression differs between ARMs and LAMs (Figure S13A,B) [40], indicating substantial heterogeneity. ARMs and LAMs also display distinct distributions within adipose tissue: CLSs dominated by ARMs were identified (Figure S13C, lower panel). Functional assays further confirmed that ARMs exhibit superior fatty acid uptake and neutral lipid accumulation compared to LAMs (Figure S13E,F), and ATM coexpression of classical LAM markers (CD9, CD63) with the ARM marker CAV‐1 further enhances lipid‐handling capacity (Figure S13H,I). Importantly, LAM accumulation is dependent on TREM2 signaling, as previously reported by Jaitin et al. and confirmed in our study (Figure S13K) [10]. In contrast, ARM abundance was unaffected in *Trem2* knockout mice (Figure S13L,M), suggesting that ARMs are maintained independently of the TREM2 pathway. Collectively, these findings demonstrate that ARMs represent a functionally, spatially, and developmentally distinct ATM population, separate from LAMs.

Our study identifies ARMs as an important subset in maintaining metabolic homeostasis. It is likely that the surge in ARM reflects an adaptive response to high‐fat diet stimuli. Specifically, during the early stages of HFD‐induced metabolic stress—when insulin resistance is driven by lipid overload [22, 71] —ARMs expand and enhance their lipid uptake and storage capacity through direct adhesion to adipocytes and cytoskeleton remodeling–mediated acquisition of adipocyte‐derived mRNA (Figures 4 and 6). This allows ARMs to buffer excess free fatty acids by promoting triglyceride synthesis and lipid storage (Figure 4D–J), which helps limit adipocyte hypertrophy and preserve insulin sensitivity (Figure 7; Figures S16 and S18). However, this protective effect appears to be time‐limited. With prolonged HFD feeding, lipid burden may exceed the storage capacity of ARMs, leading to functional exhaustion and metabolic decompensation (Figure S7A). At this stage, both ARMs and SMs begin to exhibit low‐grade pro‐inflammatory profiles (Figure S7B,C), contributing to the chronic inflammatory environment characteristic of advanced obesity. Therefore, ARMs initially act to maintain metabolic homeostasis by mitigating lipid‐induced stress in adipose tissue. Their depletion—such as in CAV1‐deficient reconstitution experiments—disrupts this buffering mechanism, leading to exaggerated adipocyte expansion and impaired insulin sensitivity. This highlights the temporally dynamic and context‐dependent roles of distinct macrophage subsets in obesity. Understanding the long‐term metabolic roles of ARMs and how their lipid‐handling capacity is maintained during chronic obesity may provide critical insights into the transition from metabolically healthy to pathological obesity, as observed clinically.

Our study fills a critical gap in the current understanding of ATMs by identifying and characterizing ARMs as a distinct subset. By adhering to adipocytes, ARMs acquire adipocyte‐derived RNA, which enhances their lipid uptake and storage capacity, thereby supporting metabolic homeostasis during obesity. Both the development and function of ARMs are dependent on their surface marker, CAV‐1. Notably, ARMs are not confined to adipose tissue; similar adhesive interactions with hepatocytes and tumor cells were observed in the liver and tumors, respectively (Figure S2). ARMs may influence tissue homeostasis and disease progression in a manner analogous to their role in adipose tissue. The study presents novel insights into the domain of tissue macrophages and emphasizes the importance of conducting a thorough investigation into the functions of ARMs beyond adipose tissues.

### 3.1 Limitations of The Study

Owing to the absence of adipocyte‐specific RNA tracing tools in vivo, direct evidence of RNA transfer at the ARM–adipocyte interface in vivo could not be captured. Nonetheless, this process was recapitulated in vitro by labeling adipocyte RNA and co‐culturing with ARMs, with RNAScope confirming RNA transfer. Further clinical studies should investigate the correlation of ARMs with weight control and metabolic parameters in obese or diabetic patients.

## 4 Experimental Section

### 4.1 Mice

WT mice (C57BL/6J) were purchased from Slac Laboratory Animal Inc (Shanghai, China, >5 generations), and *Cav‐1* KO mice were purchased from Jackson Laboratory (Stock NO. 007083, Bar Harbor, ME, USA, >7 generations). *Trem2* knockout (*Trem2^−/−^*) mice were constructed from Cyagen Biosciences, Inc. (Suzhou, China, >7 generations). *mT/mG* mice were purchased from Gempharmatech (Stock NO. T006163, Suzhou, China, maintained >4 years), and *Adipoq‐Cre* mice were purchased from Jackson Laboratory (Stock NO. 028020, Bar Harbor, ME, USA, maintained >4 years). *Cav‐1‐floxed* mice were purchased from SHANGHAI MODEL ORGANISM (Stock NO. NM‐CKO‐2116185, Shanghai, China, >5 generations), and *Lyz2‐Cre* mice were purchased from Jackson Laboratory (Stock NO. 004781, Bar Harbor, ME, USA, maintained >7 years). All mice were on a C57BL/6 background and kept in the specific pathogen free animal room, maintaining a constant temperature and 12 h light‐dark cycle. The WT and *Cav‐1* KO mice were crossed, and the F1 heterozygous mice were used to generate WT and *Cav‐1* KO littermates for experimental research. The *mT/mG* and *Adipoq‐Cre* mice were crossed, and the F1 heterozygous mice were used to generate *mT/mG*, *Adipoq‐Cre* mice for experimental research. At 6 weeks of age, male mice were fed a ND1(0% fat, MD17121) (Medicience Ltd, Jiangsu, China) or a HFD (60% fat, D12492) (Research Diets, New Brunswick, NJ). For bone marrow chimera experiments, mice were given a sublethal dose of total body irradiation (9.5 Gy). 6 h later, mice were transplanted with 1 × 10^7^ bone marrow cells. Mice were allowed 6 weeks for reconstitution before HFD treatment. Reconstitution efficiency was tracked using blood monocyte with the congenic marker CD45.1. All animal studies were performed in accordance with procedures approved by the Central South University Animal Care and Use Committee.

### 4.2 Human Subjects

Human VAT samples were procured from two distinct cohorts: morbidly obese individuals who met the specific recruitment criteria for bariatric surgery, and individuals undergoing nonacute surgical procedures, such as cholecystectomy, as part of their regular scheduled surgeries. This investigation was conducted in strict accordance with the principles of the Declaration of Helsinki and was ethically approved by the Ethics Committee of the Second Xiangya Hospital of Central South University (Approval No. LYF2022207). Written informed consent was obtained from all participants, and they fell within the age range of 18 to 56 years. The tissue samples, each weighing 0.2 g, were washed and fixed upon removal from the patients.

### 4.3 Adipose Tissue Fractionation

Adipose tissues were rinsed in Dulbecco's modified MEM (DMEM), minced to about 8 mm^3^ fragments, and subjected to thorough washing with PBS, followed by centrifugation. Subsequently, the adipose tissue was subjected to collagenase digestion, and digested with 1 mg/mL type II collagenase and 1% bovine serum albumin in DMEM for 30 min at 37°C with gentle agitation. After complete digestion of the tissue fragments into a cell suspension, the sample was centrifuged at 500 g for 5 min at room temperature, separating the adipocyte‐rich upper layer from the SVF‐containing precipitate. The adipocyte layer was resuspended with PBS containing 2 mm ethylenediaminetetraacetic Acid (EDTA) in a new 15 mL tube, and filtered through a 100 µm nylon mesh. After centrifugation at 500 g for 5 min, adipocytes were collected to 1.5 mL EP tube and suffered to a vortex oscillation with a 1 mm beads until white adipocyte lysis to lipid. The mixture was then added to the liquid collected after filtering the adipocyte suspension, followed by centrifugation at 500 g for 5 min to collect the bottom precipitate, representing the adipocyte layer cells. The precipitate containing SVF were resuspended in PBS containing 2 mm EDTA and then filtered through a 100 µm nylon mesh. After centrifugation at 500 g for 5 min, bottom precipitate was collected, which represents the stromal vascular cells. Subsequently, two group of cells were incubated in red blood cell lysis buffer for 5 min on ice, then washed with PBS containing 2 mm EDTA and collected by centrifugation at 500 g for 5 min. The resultant adipocyte layer cells and SVF were subjected to downstream analysis.

### 4.4 Liver Fractionation

The liver tissue underwent in situ digestion using previously established methods [72]. In brief, after euthanizing the mice, we opened the abdominal cavity and flushed the liver with HBSS solution injected through the inferior vena cava until the blood flow was clear. Following this, a digestion solution containing 100 U/mL type IV collagenase and 10 µg/mL DNase‐1 was perfused. After the liver scaffold collapsed, the liver was extracted, the liver capsule torn open, and the liver gently squeezed to release the liver cells. After filtration through a 100 µm mesh, cells were centrifuged at 50 g for 3 min at 4°C, washed 3 times with DMEM medium, and subjected to percoll separation to collect the supernatant for obtaining single nuclear cells. The precipitated liver cells were subjected to trypsin digestion for 30 s, followed by another round of percoll separation to obtain single nuclear cells. These two cell fractions were collected and prepared for further analysis.

### 4.5 Tumor Fractionation

The MC38 cells were harvested, resuspended at a concentration of 1 × 10^5^ cells/50 µL in PBS, and then injected subcutaneously into 6‐week‐old female C57BL/6 mice. After 3 weeks, tumor tissues were dissociated following established protocols [73]. In brief, tissues from euthanized tumor‐bearing mice were minced and digested at 37°C in DMEM with 1 mg/mL type IV collagenase, 10 µg/mL DNaseI, and 2% fetal bovine serum (FBS) for 30 min. After filtration and centrifugation at 500 g for 5 min at 4°C, the bottom pellet underwent Percoll separation to obtain single nuclear cells and the tissue cell layer. The collected tissue cell layer was subjected to a 50 s trypsin digestion along with the single nuclear cell layer for further analysis.

### 4.6 Adipose Tissue Dissociation for Marker Detection

To accurately determine the distribution of CAV‐1^+^ macrophages in both the SVF and the adipocyte layer, we employed a more stringent tissue dissociation method. We first minced the adipose tissue, then washed it with PBS and centrifuged to collect the adipose tissue for digestion. 1 gram of adipose tissue fragments was added to a 15 mL centrifuge tube along with 7 mL of 1 mg/mL type II collagenase and 1% bovine serum albumin in DMEM for 30 min at 37°C with 40 rpm agitation. After most of the tissue fragments were digested into a cell suspension, the centrifuge tube was removed and allowed to stand at room temperature for 5 min to let the adipocytes float to the top layer. The upper layer containing the crude adipocytes was aspirated, filtered through a 100 µm nylon mesh, and centrifuged. Adipocytes were collected to 1.5 mL EP tube and suffered to a vortex oscillation with a 1 mm beads until white adipocyte lysis to lipid, followed by centrifugation at 500 g for 5 min to collect the bottom precipitate, representing the adipocyte layer cells. The remaining adipocytes‐free liquid postdigestion was filtered and centrifuged to obtain the SVF. These two cell fractions were collected and prepared for FCM analysis.

### 4.7 Flow Cytometry and Cell Sorting

Flow Cytometry analysis was performed using murine single‐cell suspensions. Cells were Fc receptor–blocked with anti‐CD16/32 (1:100, 101302, Biolegend) prior to staining with antibodies against CD45 (1:200, 103108, Biolegend), CD11b (1:200, 101228, Biolegend), F4/80 (1:200, 123114, Biolegend), CD9 (1:200, 124806, Biolegend), CD63 (1:200, 143905, Biolegend), CD45.1 (1:100, 110728, Biolegend), CD45.2 (1:100, 109824, Biolegend), Ki67 (1:200, 652410, Biolegend), and BODIPY (0.2 µg/mL, D3922, Thermo Fisher Scientific). Cells were also stained with viability dyes including propidium iodide (1:200, 421301, Biolegend), Zombie NIR (1:100, 423106, Biolegend), or DAPI (0.2 µg/mL, 4083, Cell Signaling Technology). For CAV‐1 flow cytometry analysis, live cells were first blocked with CD16/32 and FBS, stained for surface markers and viability dye, then fixed and permeabilized according to the BD Fixation/Permeabilization Kit protocol, followed by staining with anti–CAV‐1 (1:200, D46G3, Cell Signaling Technology) and a fluorescence‐conjugated secondary antibody (1:200, Invitrogen, Cat# A‐11034). Cells were analyzed using a BD FACSAria III, and data were processed with FlowJo software (version 10.4; Tree Star). Cell sorting based on surface marker staining was performed using either a S3e cell sorter (Bio‐Rad) or BD FACSAria III.

### 4.8 Cell Culture

ARMs and SMs were beads purified (Anti‐F4/80 MicroBeads UltraPure, Miltenyibiotec, 130‐110‐443) from adipocyte layer cells and SVF respectively. Cells were resuspended in RPMI 1640 plus 10% FBS, 100 IU/mL of penicillin, 100 mg/mL of streptomycin solution), at 5% CO2 and 37°C in a humidified cell incubator. After seeding, the medium was changed to remove nonadherent cells after 24 h. For in vitro adipogenesis, Adipose‐derived stem cells (ASCs) were purified using a serial passaging method as previously described [74]. Briefly, adipose tissue was digested with collagenase, and the SVF was collected by filtration and centrifugation. SVF cells were cultured in F12/DMEM medium supplemented with 10% FBS and 1% penicillin/streptomycin. Medium was changed every 2–3 days, and cells were passaged at approximately 80% confluence using trypsin at a 1:2 split ratio. Cells were expanded to passage 2–3 to obtain a purified ASC population. Purified ASC were used for adipogenesis. ASCs were incubated in a differentiation induction cocktail for 72 h: 0.5 mm 3‐isobutyl‐1‐methylxanthine (IBMX, 15879‐1G, Sigma), 1 µm dexamethasone (D4902, Sigma), 170 nm insulin (12585014, Gibco), followed by maintenance treatment (10 µg/mL insulin) every 48 h. After 7 days maintenance, cells were subjected to downstream assays. The MC38 colon adenocarcinoma cells were cultured at 37°C with 5% CO2 in DMEM supplemented with 10% FBS, 2 mm glutamine, 0.1 mm nonessential amino acids, 1 mm sodium pyruvate, 10 mm HEPES, and 1 × penicillin/streptomycin.

### 4.9 H&E and Immunofluorescence Staining

Paraffin‐embedded tissue blocks from mice were sectioned at 7 µm thickness, deparaffinized, rehydrated, and stained with hematoxylin and eosin. Adipose tissue sections were heated at 60°C for 45 min, deparaffinized using xylene, and subsequently hydrated with 100%, 95%, and 70% ethanol for 5 min at each step. For antigen retrieval, slides were placed in a container filled with boiled AR6 buffer, then placed in the microwave for another 15 min at 20% power. After retrieval, slides were placed in the AR6 buffer to cool down to room temperature. To minimize nonspecific staining, sections were blocked with 5% bovine serum albumin (BSA) in PBST for 1 h at room temperature. For mouse tissue sections, incubation with the primary antibody (1:200 CAV‐1, Cell Signaling Technology, Cat#D46G3) was performed overnight at 4°C, followed by incubation with a fluorescence‐conjugated secondary antibody (1:200, Invitrogen, Cat# A‐11012) for 60 min at room temperature. Then, the sections were incubated with another primary antibody (1:200 F4/80, Abcam, Cat# AB6640) at 4°C overnight, followed by incubation with a fluorescence‐conjugated secondary antibody (1:200, Abcam, Cat# ab150157) for 60 min at room temperature. For human tissue sections, incubation with the primary antibody (1:200 CAV‐1, Cell Signaling Technology, Cat#D46G3) was performed overnight at 4°C, followed by incubation with an HRP‐secondary antibody, and then signal amplification with a fluorescence‐conjugated antibody (1:200, Perkinelmer, 2494755). After incubation, the antibodies were stripped by microwave treatment in AR6 buffer. Then, followed by another primary antibody incubation (1:200 CD68, Cell Signaling Technology, Cat# D489C) at 4°C overnight. Repeat the incubation with HRP and another fluorescence‐conjugated antibody (1:200, Perkinelmer, 2494755). After stripping the antibodies by microwave, slides were stained with DAPI and examined under a fluorescence microscope.

For immunofluorescence of CAV‐1 in ARMs and SMs, ARMs and SMs from HFD‐fed mice were isolated by magnetic bead sorting and cultured overnight in confocal dishes. Cells were fixed with paraformaldehyde, permeabilized with Triton X‐100, blocked with 2% FBS, and incubated with anti–CAV‐1 (1:200, Cell Signaling Technology, Cat# D46G3) overnight at 4 °C. After three PBS washes, cells were incubated with a fluorescence‐conjugated secondary antibody (1:200, Invitrogen, Cat# A‐21070) for 1 h at room temperature, followed by three PBS washes. Nuclei were stained with 0.1% DAPI for 10 min, washed 3 times with PBS, and imaged on a confocal microscope (Zeiss LSM900).

For immunofluorescence of suspended adipocytes, 50 µL of adipocytes obtained after digestion of adipose tissue were diluted in 50 µL of FACS buffer to prepare a cell suspension. To this cell suspension, 1 µL of anti‐mouse CD16/32 antibody was added and incubated at room temperature for 7 min. Subsequently, anti‐mouse PE/Dazzle 594‐F4/80 antibody was added for staining, and the mixture was incubated in the dark at room temperature for 15 min. After washing, cells were incubated in 1 mL of FACS buffer containing 0.1 mg/mL of BODIPY and 0.1 mg/mL of HOECHST, followed by another incubation in the dark at room temperature for 15 min. After washing, the cells were spread onto a 12‐well plate for observation and photography under a fluorescence microscope.

For immunofluorescence analysis of suspended hepatocytes, 20 µL of hepatocytes obtained after digestion were diluted in 80 µL of FACS buffer to create a cell suspension. To this suspension, 1 µL of anti‐mouse CD16/32 antibody was added and incubated at room temperature for 7 min. Subsequently, anti‐mouse PE/Dazzle 594‐F4/80 antibody was introduced for staining, and the mixture was incubated in the dark at room temperature for 15 min. After washing, cells were fixed, stained with DAPI, and resuspended in 1 mL of FACS buffer before being plated onto a 12‐well plate for observation and imaging under a fluorescence microscope.

For immunofluorescence of suspended tumor cells, the cell staining protocol follows the scheme published in the previous article. 20 µL of tumor cells obtained after digestion were diluted in 80 µL of FACS buffer to create a cell suspension. To this suspension, 1 µL of anti‐mouse CD16/32 antibody was added and incubated at room temperature for 7 min. Subsequently, anti‐mouse PE/Dazzle 594‐F4/80 antibody and anti‐mouse FITC CD45 antibody were introduced for staining, and the mixture was incubated in the dark at room temperature for 15 min. After washing, cells were fixed, stained with DAPI, and resuspended in 1 mL of FACS buffer before being plated onto a 12‐well plate for observation and imaging under a fluorescence microscope.

For immunofluorescence staining of TREM2 and CAV‐1 in CLS, obese mice were euthanized and transcardially perfused with heparinized saline (1 × 10^4^ U/L), followed by 1% paraformaldehyde. eWAT was harvested, postfixed in 1% paraformaldehyde for no longer than 15 min, cut into ∼2 mm^3^ pieces, washed with PBS, and blocked with 2% FBS and anti‐CD16/32 antibody for 1 h at room temperature. Tissues were incubated overnight at 4°C with anti‐TREM2 antibody diluted in PBS containing 2% BSA, washed 3 times with PBS, and incubated with a fluorescence‐conjugated secondary antibody (1:200, Invitrogen, Cat# A‐21070) for 1 h at room temperature, followed by three additional PBS washes. Samples were then incubated overnight at 4°C with anti–CAV‐1 and anti–F4/80 PE‐Dazzle594 antibodies, washed 3 times with PBS, and incubated with a fluorescence‐conjugated secondary antibody (1:200, Invitrogen, Cat# A‐11034) for 1 h at room temperature, followed by three PBS washes. Nuclei were counterstained with 0.1% DAPI for 10 min, washed 3 times with PBS, and tissues were placed in confocal dishes and imaged using a confocal microscope (Zeiss LSM900).

### 4.10 Western Blot

Tissues were lysed in RIPA buffer (Beijing Dingguo Changsheng Biotech, Cat#WB‐0072) with protease inhibitor phenylmethylsulfonyl fluoride (PMSF) (Beyotime, Cat#ST505) and cOmplete EDTA‐free (Sigma‐Aldrich, Cat#4693132001). The protein concentration was determined with Pierce Microplate BCA Protein Assay kit (Thermo scientific, Cat#23252). 30 µg of total protein were separated in 10% sodium dodecyl sulfate (SDS)–polyacrylamide gel electrophoresis and transferred to PVDF membrane (Merck Millipore, Burlington, MA). The membranes were blocked in 5% BSA in PBS for 1 h at room temperature and then incubated overnight at 4°C with the following primary antibodies. The membrane was washed with TBST 3 times for 15 min each. Incubate with antiHRP secondary antibody (Boster, Cat#BA1054) diluted 1:5000 in 2% BSA for 1 h at room temperature on a shaker. The membrane was washed as previously. Clarity Western ECL Substrate (Bio‐rad, Cat#170‐ 5061) was applied and exposed to film. Bio‐Rad Image Lab and Image‐Pro Plus software were used for analysis.

### 4.11 Edu Incorporation Assay

The EdU incorporation assay was conducted following the manufacturer's instructions using the Click‐iT EdU Assay Kits (Invitrogen, C10418). Mice received an intraperitoneal injection of 20 µg of EdU per gram of body weight 16 h prior to euthanasia. The Click‐iT reaction was performed on adipose tissue samples and subsequently analyzed using FCM.

### 4.12 Bone Marrow Transplantation

9‐week‐old C57BL/6J mice were administered water acidified with hydrochloric acid (pH 2.8–3.0) containing neomycin (1 g/L) for 7 days before irradiation. These mice were then exposed to a lethal dose of 9.5 Gy of irradiation. Bone marrow cells were obtained from male *Cav‐1^−/−^* mice or age‐ and sex‐matched C57BL/6J mice by flushing the femurs, tibias, and humerus with 1640 medium. 6 h after irradiation, the mice received an intravenous injection of 5 × 10^6^ bone marrow cells. Subsequently, the mice were housed in an environment with water acidified with hydrochloric acid (pH 2.8–3.0) containing neomycin (1 g/L) and were provided sterilized food for 4 weeks. After 6 weeks posttransplantation, the mice were either fed a HFD or continued on a ND for an additional 10 weeks.

### 4.13 ATMs Transplantation

C57BL/6J male mice were anesthetized with isoflurane, and surgeries were performed using sterile techniques. A total of 1.5 × 10^5^ lean ARMs or SMs (donor cells) were resuspended in 100 µL DMEM mixed with Matrigel (356237, Corning) at a 7:1 ratio on ice. These ATMs or vehicle were then injected into the bilateral visceral fat pads (50 µL per pad). Macrophages or vehicle transplantation into adipose tissue was performed using multiple injection sites per depot, following a previously reported protocol [75]. Briefly, anesthetized mice underwent a midline abdominal incision, and one side of the eWAT was gently exteriorized. Cells suspended in Matrigel/1640 medium were injected at three sites along the longitudinal axis of each fat pad, avoiding blood vessels. Cells were delivered slowly while withdrawing the needle to minimize leakage. The contralateral fat pad was injected in the same manner. The tissue was then returned to the abdominal cavity, the incision closed, and saline was administered subcutaneously for hydration. Two days after surgery, ITT was performed. Five days after surgery, GTT was performed. Eight days after surgery, after fasting for 6 h, mice were intraperitoneally injected with insulin (4 U per kg body weight) or PBS. eWAT, liver, and skeletal muscle were harvested 15 min after injection and collected for Western blot.

### 4.14 RNA Isolation, qRT‐PCR and Bulk RNA‐Seq Library Preparation

Total RNA of ARM/SMs that were purified via FACS sorting was extracted by Trizol (Life Technologies, Cat#15596026) according to the manufacturer's protocol. The RNA was reverse transcribed using a Revert Aid First Strand cDNA Synthesis Kit (Thermo scientific, Cat#K1622). RT‐qPCRs were run using SYBR Green master mix (YESEN) on Applied Biosystems ViiA 7 Real‐Time PCR System. Normalized mRNA expression for mouse samples was calculated using *bactin* as the reference gene. Relative mRNA expression was calculated using the ΔΔCt method. All primers were designed by tsingke Biotech, and the sequence of primers were listed in Table S1.

Total RNAs of ARMs and SMs were isolated and followed by RNA‐seq analysis in the company (The Beijing Genomics Institute, Shenzhen, China) using the Illumina high‐throughput sequencing platforms. 

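The legends of Figure 2A and Figure S4A give another threshold, a fold change over 1.5 with a false discovery rate under 0.05. With the threshold of a log2 fold change over 0.6 or under -0.6 and an unadjusted p under 0.05, the edgeR fits gave 922 genes higher and 95 lower in ARMs of HFD mice, and 794 higher and 94 lower in ARMs of ND mice. Of the genes called higher at the legends' threshold, 587 in HFD mice and 432 in ND mice were also called at this one, the rest having a log2 fold change between the 2 fold limits.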

The differential expression of genes was selected by Log2FC > 0.6 or Log2FC < −0.6 and *p* < 0.05.

### 4.15 ATAC‐Seq Library Preparation

ATAC‐seq was conducted following a protocol adapted from Buenrostro et al. [76] Briefly, ARM/SMs that were purified via FACS sorting were first washed with PBS and then lysed using a lysis buffer composed of 1 m Tris·Cl (pH 7.4), 5 m NaCl, 1 m MgCl2, and 10% Nonidet P‐40 in nuclease‐free H_2_O, with gentle agitation. Following this, the lysed samples were treated with Tn5 transposase. DNA was purified (Qiagen Min Elute Reaction Cleanup Kit) and amplified with 1X NEB Next High‐Fidelity PCR Master Mix (New England Biolabs, MA) using barcoded primers. DNA library was purified with Min Elute PCR Purification Kit (Qiagen). Libraries were sequenced using the Illumina Novaseq 6000 platform. Reference cistromes from BMDM were obtained from cistrome.org for the validation of the motif search results (H3K27ac, GSM1964730; H3K4me1, GSM1022290; AP‐1, GSM2974799; Atf3, GSM2663858).

### 4.16 Proteomic Library Construction

ARMs and SMs were isolated by FACS sorting, washed, snap‐frozen, and sent to QLBio for protein extraction and library construction. Proteins were extracted in 8 m urea with protease inhibitors, quantified, reduced with dithiothreitol, digested overnight with trypsin, and desalted. Peptides were fractionated by high‐pH reversed‐phase high‐performance liquid chromatography into six fractions, dried, and reconstituted in 0.1% formic acid with indexed retention time standard peptides. A proteomic library was generated using data‐independent acquisition mode.

### 4.17 Secondary Analysis of scRNA‐seq and snRNA‐seq Datasets

To assess CAV‐1 expression in monocytes and ATMs from mouse eWAT, single‐cell data and metadata from the GSE128518 dataset were downloaded from the GEO database, and the processed single‐nucleus RNA‐seq RDS file was obtained from https://github.com/JesperGrud/snRNAseq_eWAT for downstream analysis. We extracted matrix data corresponding to annotated monocyte/macrophage subpopulations, reconstructed Seurat objects, and performed standard dimensionality reduction and clustering. CAV1 expression was visualized on UMAP plots of both the merged dataset and separately analyzed scRNA‐seq and snRNA‐seq data. Cells with CAV1 expression values >0 were defined as CAV1‐positive, and those with values = 0 as CAV1‐negative. Proportions were calculated and presented as stacked bar plots.

To assess CAV1 expression in monocytes and ATMs from human WAT, The single‐cell and single‐nucleus RNA sequencing RDS files of WAT from the study *“A single‐cell atlas of human and mouse white adipose tissue”* (Nature) were downloaded from https://gitlab.com/rosen‐lab/white‐adipose‐atlas. Data analysis was performed following the same procedure as previously described.

### 4.18 Adhesion Assay

For attachment assay in culture‐dish, magnetically purified ARMs/SMs, at a density of 5 × 10^4^ cells per well, were added to a matrigel‐coated 96‐well plate. Two wells in each group were designated as controls for total cell counts without washing. After seeding cells into three additional wells for 30 min, the adhesion group was washed twice with PBS, and any residual liquid was removed by aspiration. Subsequently, the cells were fixed with 4% paraformaldehyde. DAPI staining was performed, and cells were counted using fluorescence microscopy. For attachment assay on adipocytes, 1 × 10^5^ CFSE‐labeled ARMs/SMs were added to mature adipocytes induced in a 24‐well plate. A control group was established without washing. After seeding cells into three wells for 30 min, the adhesion group was washed twice with PBS, and any residual liquid was removed by aspiration. Then, cells were fixed with 4% paraformaldehyde. DAPI staining was performed, and cells were counted using fluorescence microscopy.

### 4.19 Measurement of Fatty Acid Uptake, Lipid Synthesis and Fatty Acid Beta‐Oxidation

Magnetically purified ARMs/SMs, at a density of 5 × 10^4^ cells per well, were added to a 96‐well plate, followed by overnight cell culture. For the lipid uptake assay, cells were washed twice with PBS after a 30 min incubation in FBS‐free culture medium. Then, 10 µm BODIPY FL. C12 in FBS‐free medium was added, and the cells were incubated for 25 min. Following incubation, the cells were washed again with PBS, fixed, and stained with DAPI. Lipid uptake was assessed using fluorescence microscopy. For lipid synthesis assay, oleic acid was solubilized using KOH and incubated at 37°C in sterile water with BSA (devoid of free fatty acids) for 30 min. The cell culture medium was supplemented with oleic acid to a final concentration of 400 µm, while the control group received an equivalent amount of BSA devoid of free fatty acids. The cells were incubated for 4 h. After the cell treatment, macrophages were detached from the culture plate by digesting with PBS containing 5 mm EDTA at 4°C for 40 min, with intermittent shaking every 5 min until the cells detached from the culture plate. The neutral lipid content within the cells was assessed using BODIPY fluorescence via FCM. FAO of ARMs and SMs was determined using a FAO colorimetric assay kit according to the manufacturer's instructions (Elabscience).

### 4.20 Macrophage Phagocytosis Assays

For macrophage dextran phagocytosis assay: 100 µg/mL FITC‐labeled 70 kDa dextran was added into macrophage complete growth medium. The mixture was then incubated for 30 min. After removing the medium, cells were washed twice with PBS. Subsequently, the cells were fixed and stained with DAPI. Phagocytosis was observed and captured under a fluorescence microscope.

For macrophage *E. coli* phagocytosis assay: *E. coli* bacteria were cultured in sterile LB medium at 37°C and 220 rpm overnight. Afterward, 1 mL of growing *E. coli* culture was collected and centrifuged at 4000 g for 5 min at room temperature to remove the supernatant. The bacterial pellet was resuspended in 1 mL of PBS and washing for 3 times. Subsequently, the bacteria were resuspended in 1 mL of PBS containing 10 µm CFSE and incubated in the dark at 37°C and 220 rpm for 1 h in an orbital shaker. After incubation, the bacteria were washed again 3 times as previously described. The bacteria were heat‐inactivated at 65°C for 15 min and stored at 4°C in the dark. 1 × 10^6^ CFSE‐labeled *E. coli* bacteria were added and gently mixed with the cells, then incubated for 1 h. After removing the medium, the cells were washed twice with PBS. Subsequently, the cells were fixed and stained with DAPI. Phagocytosis was observed and captured under a fluorescence microscope. For in vivo dextran phagocytosis assay: mice were intravenously injected with FITC‐labeled 70 kDa dextran at a dosage of 18 mg/kg, dissolved in PBS with a volume of 300 µL. After 30 min, mice were euthanized, and their eWAT was collected. The collected tissue was subjected to collagenase digestion and subsequently macrophage phagocytosis analyzed using FCM.

### 4.21 Lipid Profiling

Following a 14 h fasting period, blood samples were collected from the ocular region of mice. The concentrations of triglycerides, cholesterol, high density lipoprotein (HDL), low denisty lipoprotein (LDL), and free fatty acids were determined using the Kenshin‐2 kit (Medtechnica) on the SPOTCHEM EZ sp‐4430 analyzer (Arkray).

### 4.22 Electron Microscope Imaging

eWAT from HFD mice was digested with collagenase and filtered through a 100 µm mesh into a 50 mL tube. After standing for 3 min at room temperature to allow adipocytes to float, the lower liquid was removed. The adipocytes were washed with MACS buffer (PBS with 2 mm EDTA and 0.1% BSA) 3 times. Then, 1 mL of adipocytes was incubated with 2 mL of F4/80 antibody (Biotin anti‐mouse F4/80, Biolegend, 123106) (1:200 in MACS buffer) for 15 min at room temperature. After washing twice with MACS buffer, cells were incubated with Biotin magnetic beads (CELLection Biotin Binder Kit, Invitrogen, 11533D) for 15 min, and macrophages with bound adipocytes were captured using a magnet. Finally, cells were fixed with 2.5% glutaraldehyde for 15 min and embedded in 4% agarose. The specimens were sliced into 1 × 1 × 3 mm^3^ in size and double‐fixed in 2.5% glutaraldehyde solution with Millonig's phosphate buffer (pH = 7.3) and shipped overnight at ambient temperature. In sample preparations, the samples were washed 3 times at 10 min intervals with Millonig's phosphate buffer; incubated for1 h in 1% osmium tetroxide and washed 3 times at 10 min intervals with Millonig's phosphate buffer. Dehydration of the samples were carried out at room temperature in a graded series of 50%, 70%, and 90% acetone at10 min intervals for each step followed by 100% acetone twice at 15 min intervals. Sample resin soaking and embedding process was the specimens in 1:1 mix of acetone: resin for 12 h and 100% resin to polymerize overnight at 37°C. Sample resin solidifying process was the specimens 100% resin to polymerize overnight at 37°C and then12 h at 60°C. 50–100 nm ultrathin sections of specimens were made with an ultramicrotome and a diamond knife. After 3% uranyl acetate and lead nitrate double staining, the specimens were examined and photographed on a Hitachi HT‐7700 electron microscope.

### 4.23 Coculture Experiment

eWAT from ND mice was digested with collagenase to obtain the SVF, which was then purified to yield ADSCs. ADSCs were induced to differentiate into adipocytes. On day 7 of differentiation, the adipocytes were washed with PBS and digested with 0.5 mg/mL collagenase at 37°C for 10 min, followed by a 1 min digestion with 0.25% trypsin. Detached cells were centrifuged, washed, resuspended in differentiation medium, and seeded into 24‐well plates. After 24 h, the medium was replaced with growth medium. For HFD 6 W mice, eWAT was digested with collagenase, and magnetic beads were used to isolate the ARM and SM populations. Macrophages and adipocytes were pretreated with DMSO or 50 µm Cytochalasin D (Topscience, T3229) for 1 h. For TNF‐α stimulation, adipocytes were treated with TNF‐α (20 ng/mL) for 16 h prior to coculture. Adipocytes were then incubated with 1 µm SYTO RNASelect (Invitrogen, S32703) for 20 min, followed by 3 times PBS washing. Macrophages were treated with PBS containing 5 mm EDTA at 4°C for 10 min, then collected by centrifugation. Macrophages and adipocytes were then cocultured in the presence of 50 µm Cytochalasin D for 1 h. The cells were washed, digested with 0.25% trypsin, and collected for flow cytometry analysis.

### 4.24 RNA In Situ Hybridization

ADSCs were differentiated into adipocytes in confocal dishes as described above. On day 7 of differentiation, adipocytes were washed with PBS and briefly digested with collagenase (0.5 mg/mL, 37°C, 5 min) to remove deposited extracellular collagen while avoiding cell detachment. After two PBS washes, adipocytes were cocultured with CFSE‐labeled ARMs isolated from HFD‐fed mice for 30 min. Cells were then washed and fixed with 4% paraformaldehyde for 30 min, followed by in situ hybridization for *Adipoq* mRNA using the PinpoRNA RNA in situ hybridization kit according to the manufacturer's instructions. Fluorescent signals were labeled using tyramide signal amplification substrates, and images were acquired using a confocal microscope (Zeiss LSM900). 3D reconstruction was performed using IMARIS 9.0.1.

### 4.25 Exosome Inhibition

To inhibit sEV (including exosome) biogenesis, neutral sphingomyelinase‐2 inhibitor GW4869 (2.5 mg/kg/2d) was administered via intraperitoneal injection. One week after GW4869 administration, plasma and eWAT were collected. The same volume of dimethyl sulfoxide‐treated mice was used as control.

### 4.26 GTT and ITT

For glucose tolerance tests, mice were subjected to a 6 h fast, after which they received an intraperitoneal (IP) injection of 1 g/kg glucose. Blood samples were collected from the tail vein at 0, 15, 30, 45, 60, and 120 min postinjection and analyzed using a handheld glucometer (ACCU‐CHEK active glucometer, Roche).

For insulin tolerance tests, mice underwent a 6 h fast and were subsequently injected with 0.55 U/kg of insulin. Blood samples were obtained from the tail vein at 0, 15, 30, 45, 60, and 90 min postinjection and analyzed using the Roche glucometer.

### 4.27 Statistical Analysis

Statistical analyses were conducted via the GraphPad Prism 8.0. Data are presented as mean ± standard deviation from at least three independent experiments for each cell type and animal group. Differences between groups were analyzed using Student's *t*‐tests. Statistical significance was defined as *p* < 0.05 (in all figures: *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; **, *p* < 0.0001; NS = not significant).

## Author Contributions

W.Y.H. wrote the manuscript, designed and performed the most of the experiments, analyzed the data; X.Y.L., X.X.S., L.D.J., Q.Z., H.W.Z., L.L., and F.Q.W. performed the animal experiments; L.D.J., Y.M., Y.J.D., J.F.S., W.F.E.A.N., and H.Z. performed the in vitro experiments; L.M.X. performed the RNA‐seq, ATAC‐seq analysis; D.D.W. and W.Q.X., contributed to the experiments; W.L. provided human adipose tissue; H.W.J, J.L., Y.C., F.L., and W.H., were involved in discussing the data; T.D. conceived and supervised the study and revised the manuscript; all authors discussed and edited the manuscript.

## Funding

This work was supported by the Key Program of the National Natural Science Foundation of China (Grant No. 82130024), the National Key R&D Program of China (Grant No. 2023YFC3603404), the Fund for International Cooperation and Exchange of the National Natural Science Foundation of China (Grant No. 8231101033), Noncommunicable Chronic Diseases‐National Science and Technology Major Project (Grant No. 2025ZD0550100), and the Science and Technology Innovation Program of Hunan Province (Grant No. 2024RC3052).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File 1**: advs74754‐sup‐0001‐SuppMat.docx.

## Data Availability

The data supporting the findings of this study are available within the article and its Supporting Information. The RNA‐seq and ATAC‐seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE274245 and GSE317566. The data that support the findings of this study are available in the supplementary material of this article.

# Supplementary material for: Adhesion‐Related Macrophages Regulate Metabolic Homeostasis Through CAV‐1 Dependency
**Source:** Adv Sci (Weinh). 2026 Mar 12;13(26):e20936. doi: 10.1002/advs.202520936
**Supplement:** Supplementary file 1 — Supporting File 1: advs74754‐sup‐0001‐SuppMat.docx.

Supporting Information

**Adhesion-Related Macrophages Regulate Metabolic Homeostasis through CAV-1 Dependency**

Wanyu Hu, Xiyan Liao, Limin Xi, Xiaoxiao Sun, Luodi Jing, Qin Zeng, Hongwei Jiang, Haowei Zhang, Lei Li, Fanqi Wang, Dandan Wang, Ying Mei, Yujin Din, Jianfeng Song, Wufuer Aini, Hui Zhou, Wanqin Xie, Helong Dai, Wei Liu, Joey Liu, Yan Cheng, Feng Liu, Willa A. Hsueh, and Tuo Deng*

**This file includes:**

Supplementary Figures. S1-18

Supplementary Tables. S1-2

**
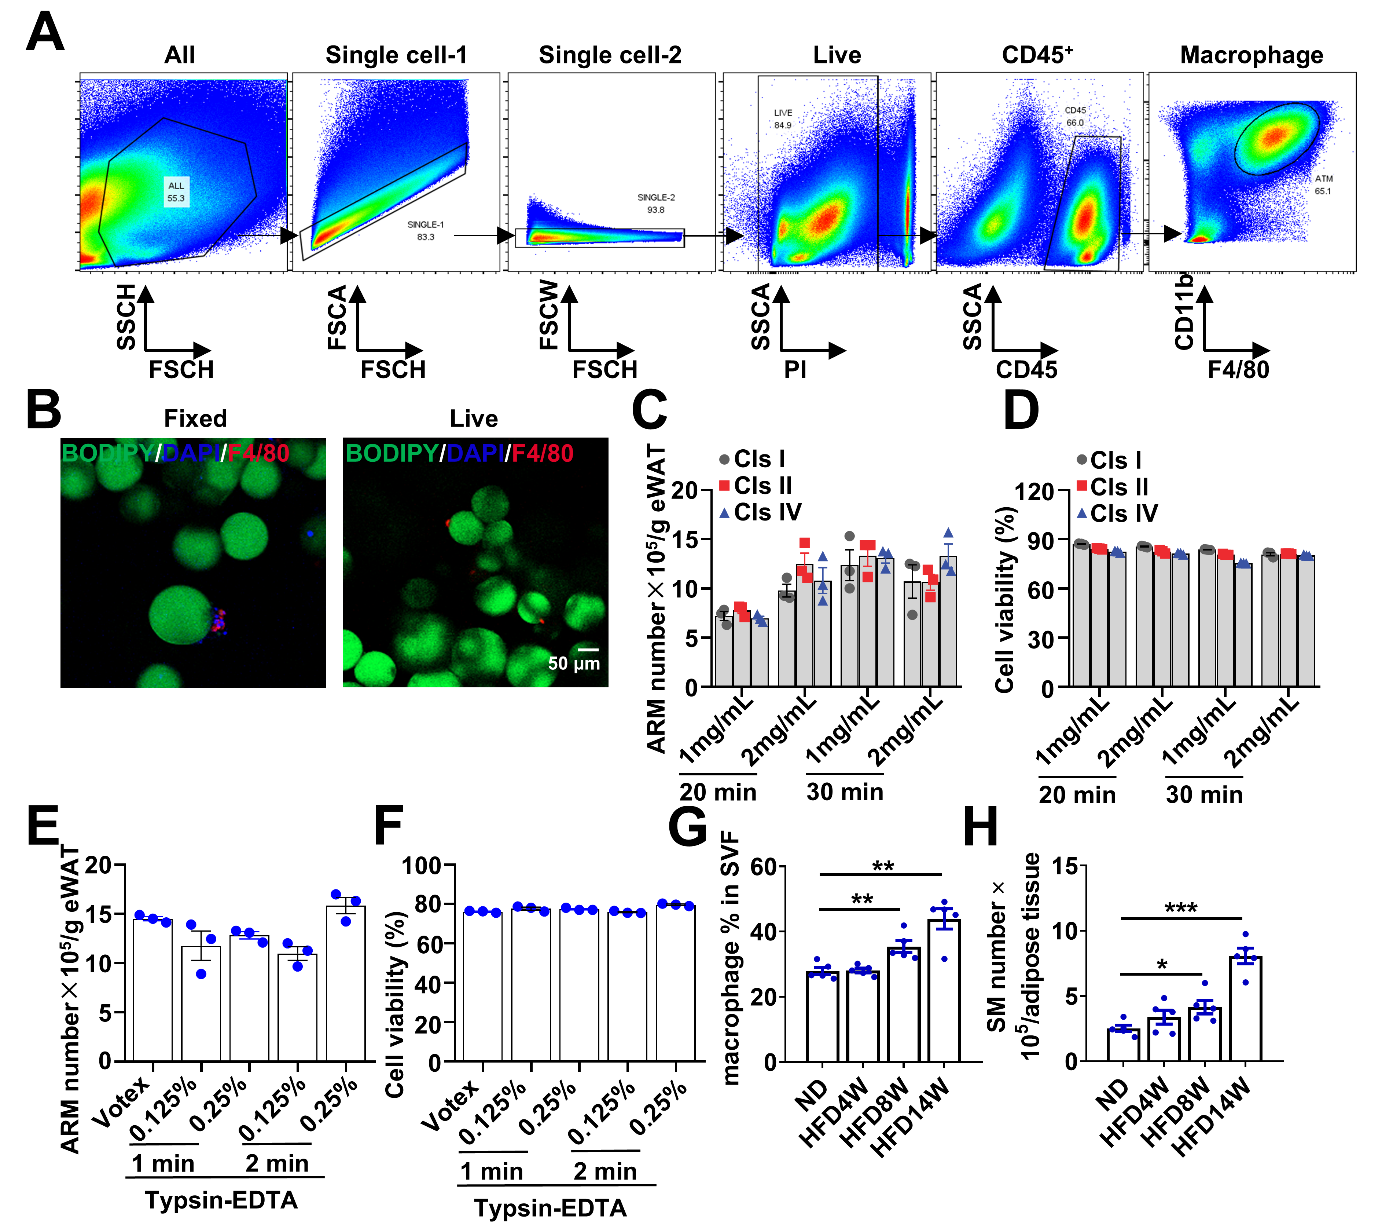
**

**Figure S1.** Isolation of ARMs in mice. (A) Gating strategy of FACS for ATM isolation from eWAT of mice. (B) Representative microscopy images showing ARMs adhered to adipocytes in eWAT under paraformaldehyde-fixed (left) and live-cell (right) conditions. Scale bar, 50 μm. (C–D) Flow cytometric analysis of (C) ARM abundance and (D) cell viability in eWAT from HFD-fed mice under different collagenase digestion conditions, (n = 3 per group). (E–F) Flow cytometric analysis of (E) ARM abundance and (F) cell viability in eWAT from HFD-fed mice after digestion with 1 mg/mL collagenase type II for 30 min, followed by trypsin treatment at different concentrations and incubation times, (n = 3 per group). (G-H) Quantitation of SMs subpopulations in epididymal fat pads. (G) Data are presented the percentage of SM in SVF of eWAT, (H) Data are presented as total number of macrophages per eWAT fat pad, (n = 5 per group). Data are expressed as means ± SEM. **p*< 0.05, ***p*< 0.01, ****p*< 0.001.

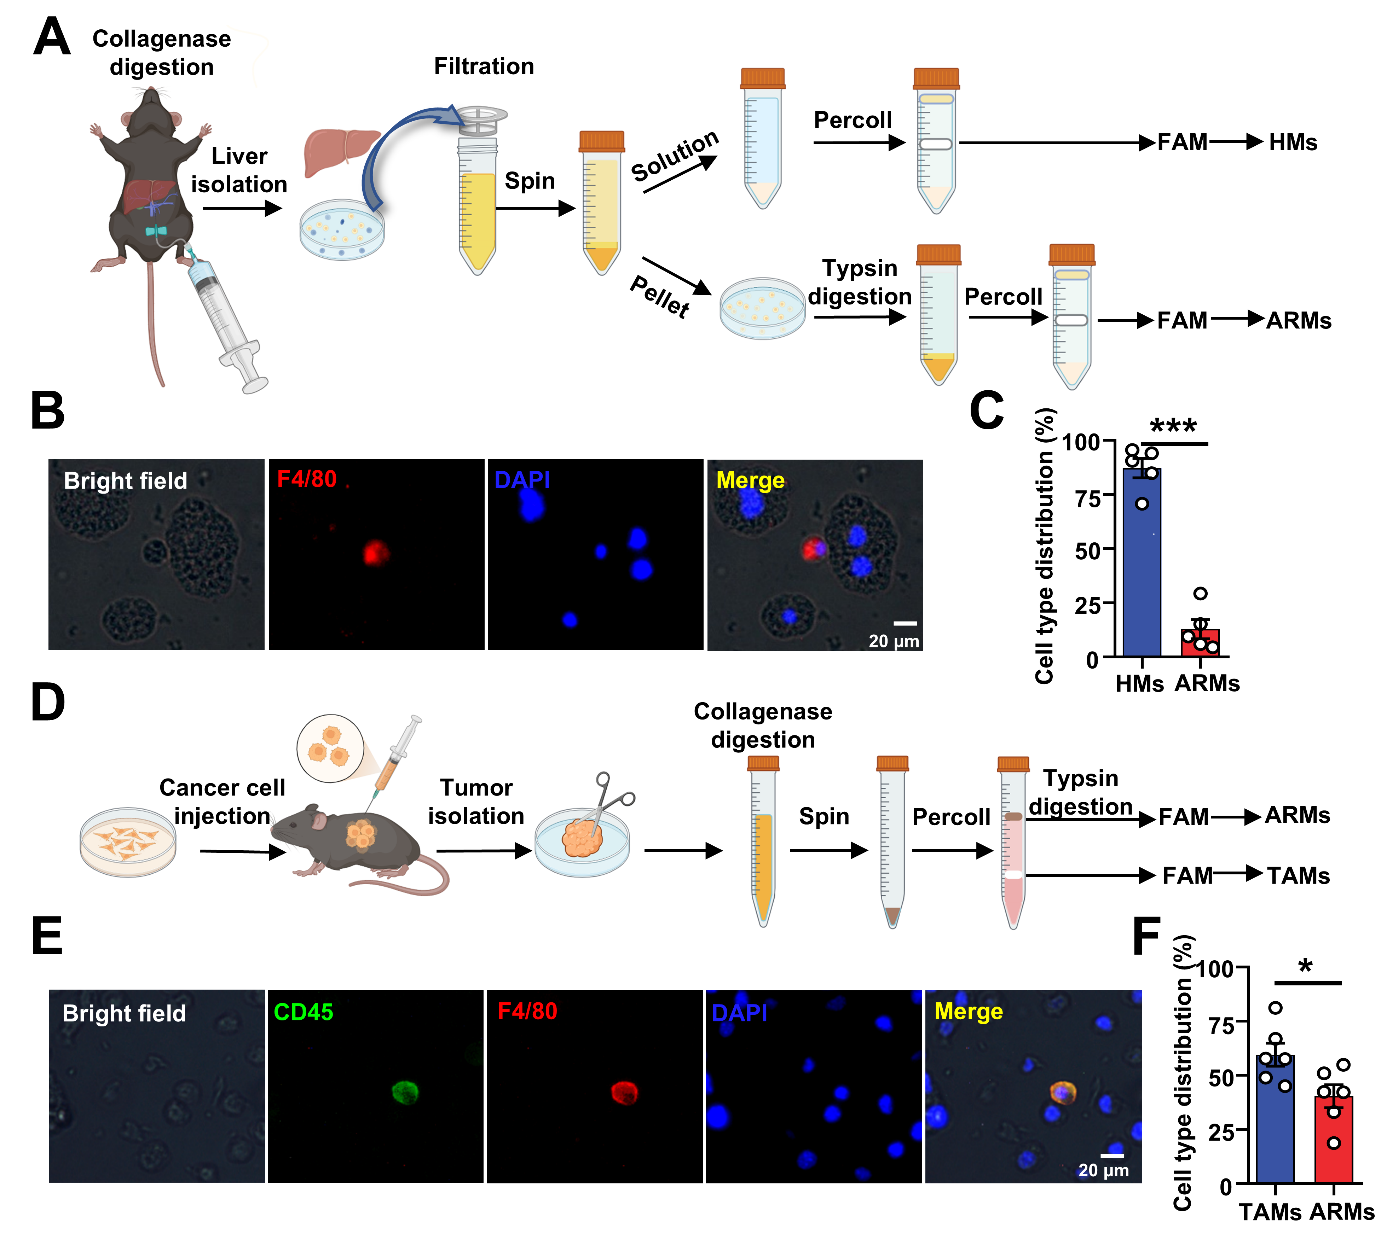

**Figure S2.** Conserved distribution of ARM in mice. (A) Schematic illustration depicting the isolation process of ARMs and hepatic macrophages (HMs) from the liver. The liver underwent in situ digestion and filtration. Subsequent centrifugation and washing separated hepatocytes from hepatic stromal cells. Hepatocytes were trypsin-digested, followed by Percoll isolation for single-nuclear cells, from which ARMs were isolated using FCM. Similarly, hepatic stromal cells went through Percoll and FCM to retrieve HMs. (B) Microscopy image of ARMs adhered to hepatocytes in liver of mice. Scale bar, 20 μm. (C) FCM analysis of ARMs and HMs distribution in liver of mice. n = 5 per group. (D) Schematic illustration depicting the isolation process of ARMs and tumor associated macrophages (TAMs) from the MC38 tumor-bearing mice. Tumor underwent digestion and filtration. Subsequent Percoll separation to obtain single nuclear cells and the tissue cell layer. Tissue cell layer was subjected to a 50-second trypsin digestion, from which ARMs were isolated using FCM. Similarly, single nuclear cells went through FCM to retrieve TAMs. (E) Microscopy image of ARMs adhered to tumor cells. Scale bar, 20 μm. (F) FCM analysis of ARMs and TAMs distribution in MC38 tumor-bearing mice. n = 6 per group. Data are expressed as means ± SEM. **p*< 0.05, ****p*< 0.001.

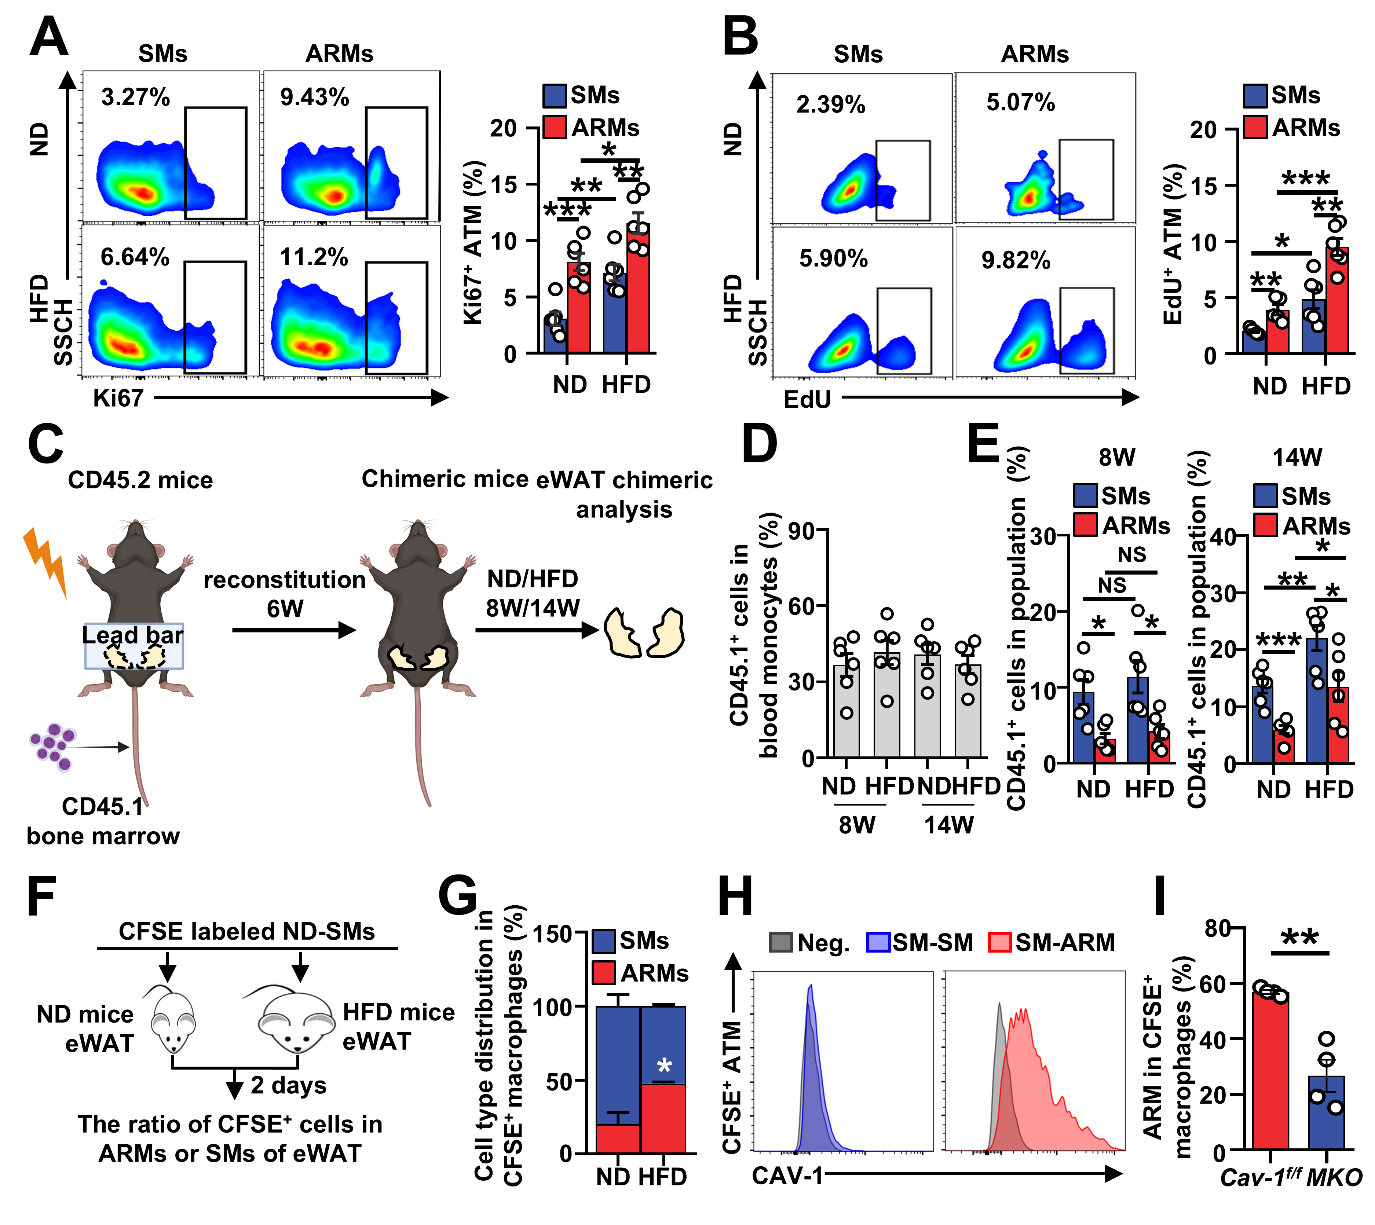

**Figure S3.** SM to ARM transformation and in situ proliferation drive ARM accumulation in obesity. (A-B) FCM analysis of (A) Ki67 expression and (B) EdU incorporation in ARMs and SMs from eWAT of ND and HFD mice. n ≥ 4 per group. (C) Schematic representation illustrating the eWAT-shielded irradiation and bone marrow transplantation procedure. CD45.2 mice were shielded with lead above the lower abdomen before receiving lethal irradiation. They were transplanted with CD45.1 bone marrow, allowing for reconstitution over 6 weeks, followed by 8-week or 14-week HFD. Chimerism analysis was conducted on eWAT. n = 6 per group. (D) Percentage of chimerism in blood monocytes (CD45^+^CD11b^+^CD115^+^). (E) Percentage of chimerism in SM and ARM. (F) Schematic description of the SMs shift assay. CFSE-labeled SMs from ND mice were injected into eWAT of ND or HFD mice. Two days post-operation, the proportion of ARMs and SMs among CFSE-labeled macrophages in the eWAT of transplanted mice was assessed. (G) Cell type distribution within CFSE-labeled macrophages. n = 4 per group. (H) FCM analysis of CAV-1 staining CAV-1 expression in CFSE⁺ ARMs and SMs (Neg., CFSE⁺ ATM FMO). (I) CFSE-labeled SMs isolated from ND-fed *Cav-1^f/f^* and *MKO* mice were injected into the eWAT of HFD-fed recipient mice. Two days after transplantation, the proportion of ARMs among CFSE-labeled macrophages in recipient mice was quantified, n = 4 per group. Data are expressed as means ± SEM. **p*< 0.05, ***p*< 0.01, ****p*< 0.001.

**
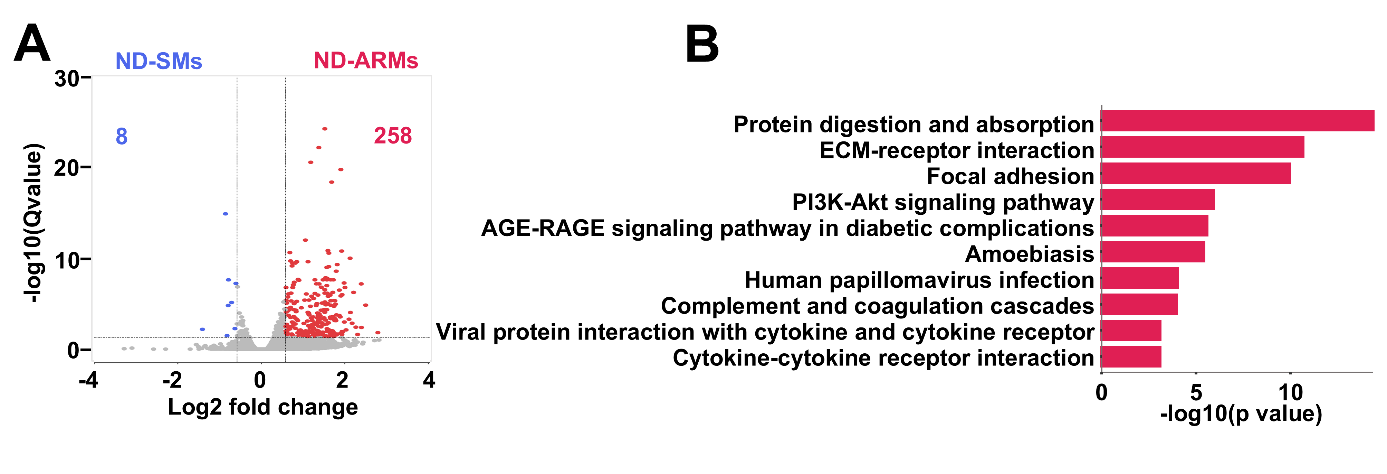
**

**Figure S4.** ARMs in ND mice exhibit a gene landscape for adhesion. (A) Volcano plot depicting differentially expressed genes between FACS-sorted ARMs and SMs from ND mice (fold change > 1.5, false discovery rate < 0.05, n = 2 per group, with 10 mice pooled per sample). (B) KEGG pathway analysis of ARMs upregulated gene, illustrating the top ten most significant pathways in ND mice.

**
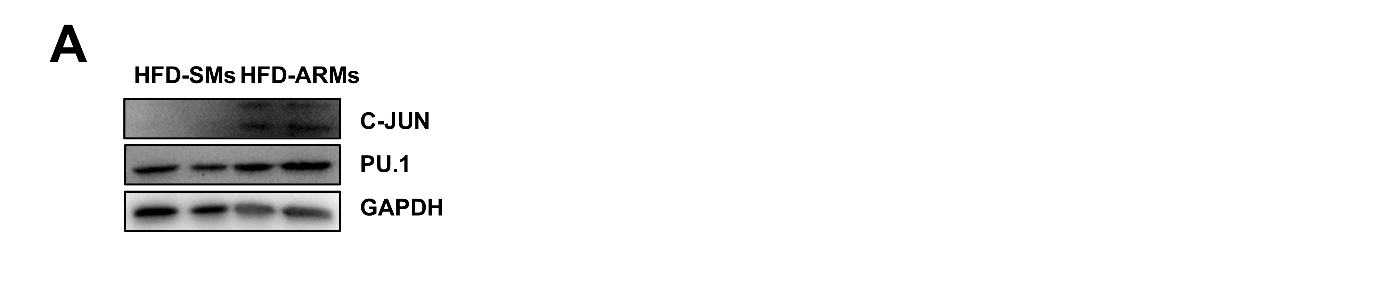
**

**Figure S5.** ARMs exhibit higher c-JUN expression. (A) Western blot analysis of c-JUN and PU.1 expression in ARMs and SMs from HFD-fed mice.

**
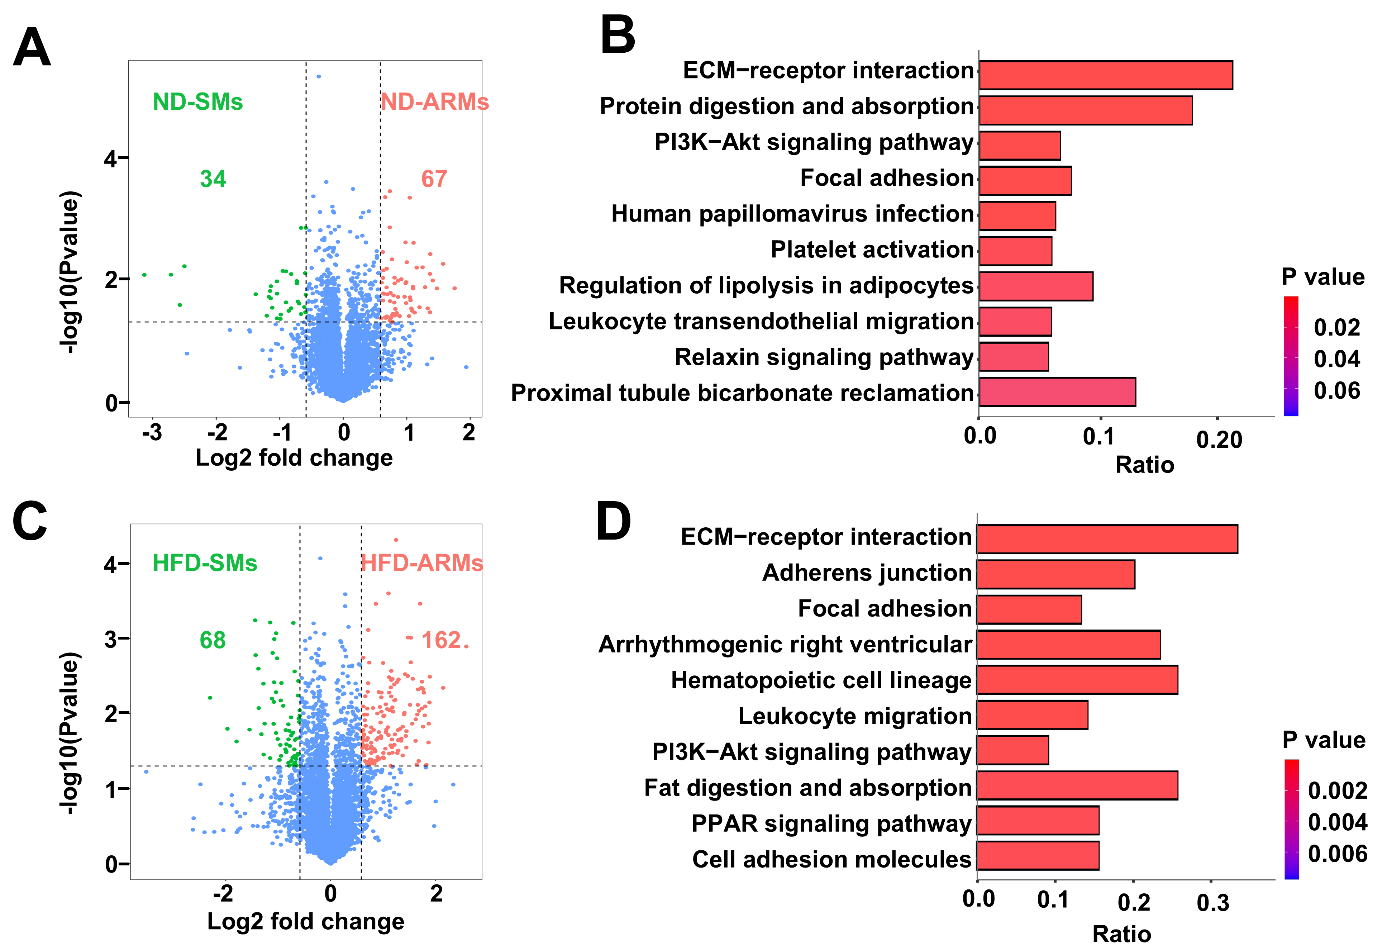
**

**Figure S6.** ARMs exhibit adhesion- and lipid-processing–related proteomic features. (A) Volcano plot showing differentially expressed proteins between FACS-sorted ARMs and SMs from ND-fed mice (fold change > 1.5, false discovery rate < 0.05; n = 3 per group, with 6 mice pooled per sample). (B) KEGG pathway analysis of proteins upregulated in ARMs, showing the top ten most significantly enriched pathways in ND-fed mice. (C) Volcano plot showing differentially expressed proteins between FACS-sorted ARMs and SMs from HFD-fed mice (fold change > 1.5, false discovery rate < 0.05; n = 3 per group, with 4 mice pooled per sample). (D) KEGG pathway analysis of proteins upregulated in ARMs, showing the top ten most significantly enriched pathways in HFD-fed mice.

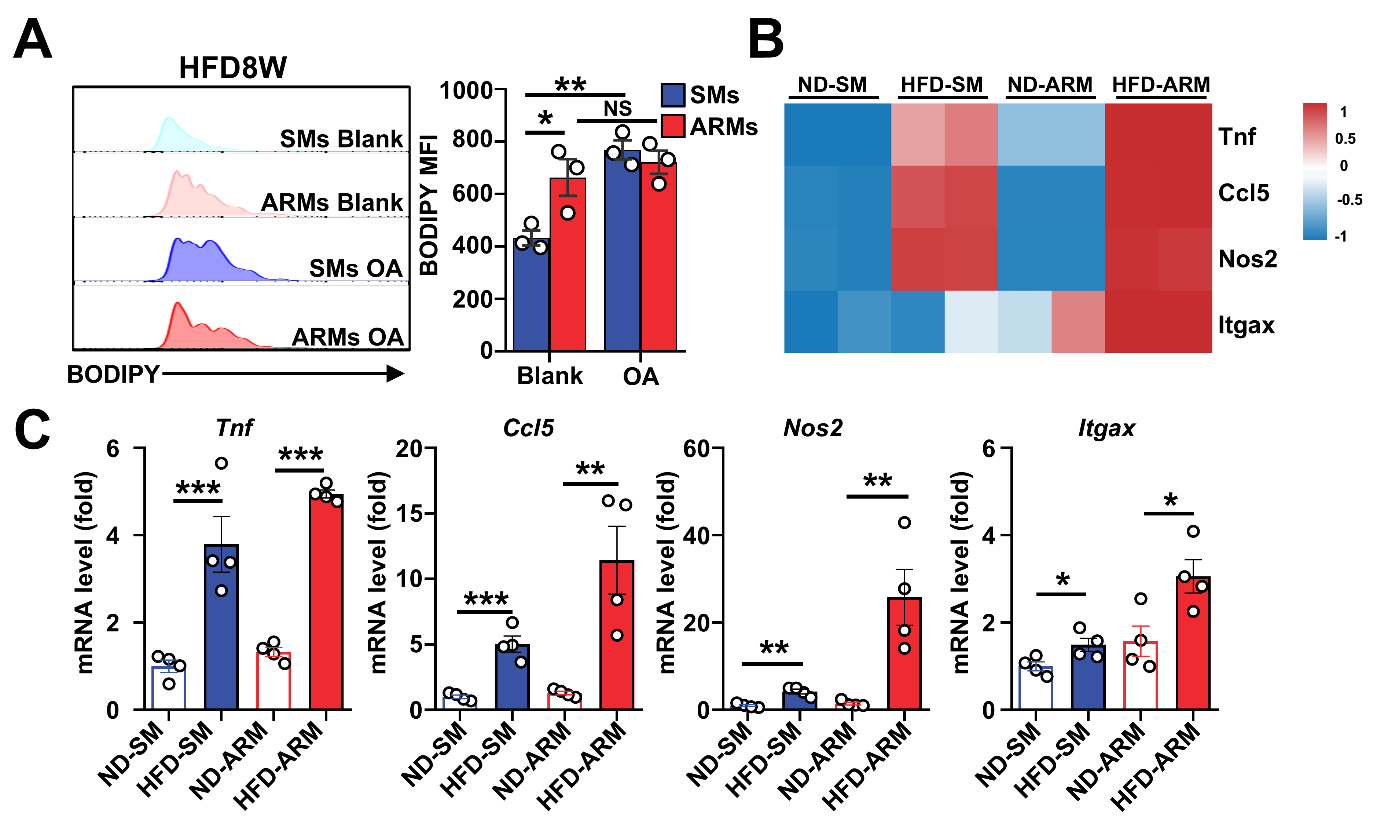

**Figure S7.** Prolonged HFD exposure exceeds the functional capacity of ARMs, inducing a low-grade pro-inflammatory phenotype. (A) FCM analysis of BODIPY staining in ARMs and SMs from HFD 8W mice after lipid-loaded with oleate acid (OA) for 4 h or BSA (Blank), and quantification of BODIPY mean fluorescence intensity (MFI) levels (n = 3). (B) Heatmap displaying the expression of inflammation genes in ARMs and SMs between ND mice and HFD mice. (C) Gene expression profiles of inflammation in ARMs and SMs isolated from ND mice and HFD 8W mice (n =4 per group, with 3 mice pooled per sample). Data are expressed as means ± SEM. **p*< 0.05, ***p*< 0.01, ****p*< 0.001.

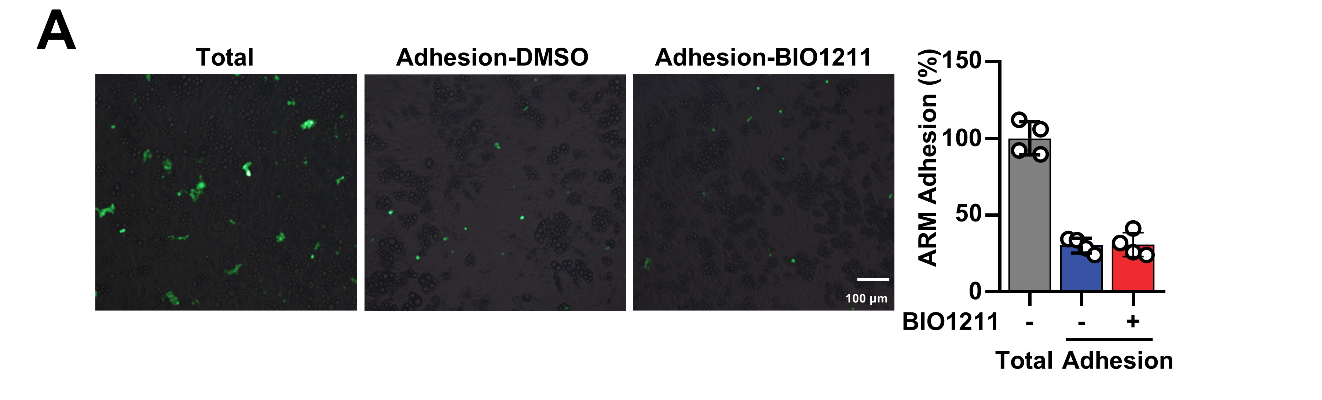

**Figure S8.** Adhesion of ARMs to adipocytes is independent of α4 integrin. (A) Adipocyte attachment assay. ARMs isolated from HFD-fed mice were bead-purified, CFSE-labeled, and seeded onto adipocytes that were either pretreated or not pretreated with 5 nM BIO1211 (α4 integrin inhibitor) for 16 h. After 30 min of incubation, non-adherent cells were washed away, and the remaining adherent ARMs were fixed and quantified (n = 3). Scale bar, 100 μm. Data are expressed as means ± SEM.

**
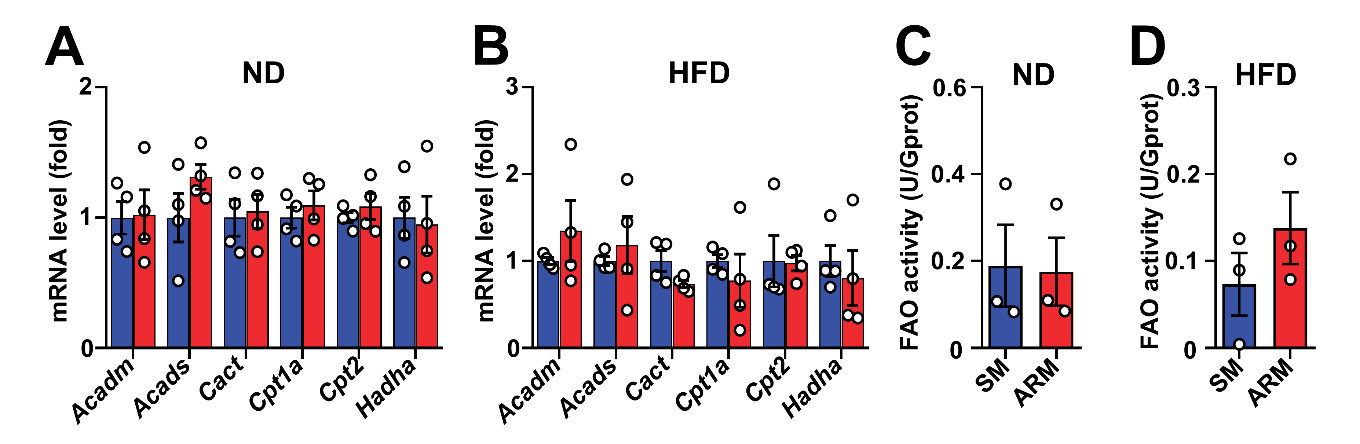
**

**Figure S9.** No significant difference in fatty acid oxidation between ARMs and SMs. (A) Gene expression profiles of fatty acid β-oxidation genes in ARMs and SMs isolated from ND-fed mice (n = 4 per group, with 3 mice pooled per sample). (B) Gene expression profiles of fatty acid β-oxidation genes in ARMs and SMs isolated from HFD-fed mice (n = 4 per group, with 3 mice pooled per sample). (C–D) Fatty acid oxidation assays in ARMs and SMs isolated from (C) ND-fed or (D) HFD-fed mice (n = 3 per group, with 6 mice pooled per sample). Data are expressed as means ± SEM.

**
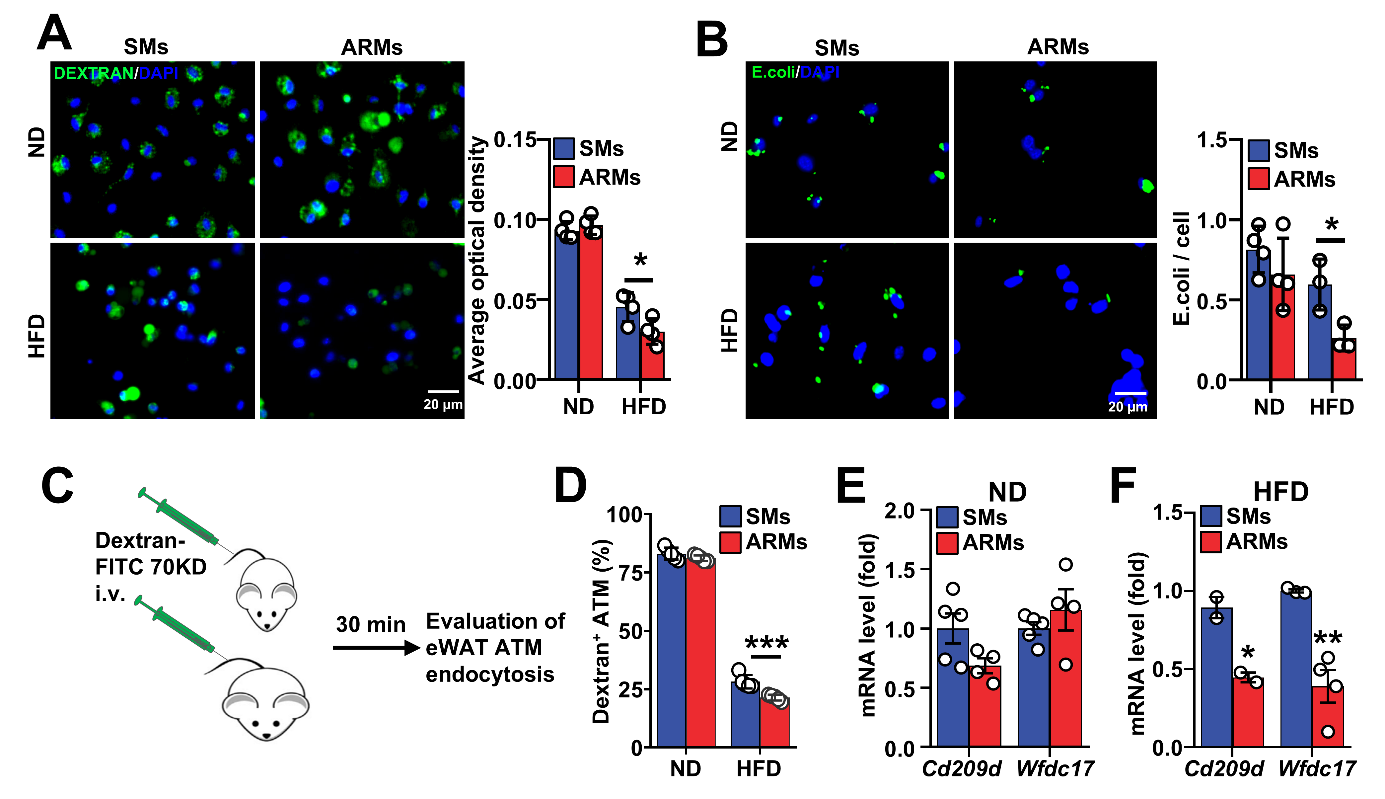
**

**Figure S10.** ARMs display attenuated engulfment capability. (A) Microscopy analysis of dextran-FITC uptake for 30 min in ARMs and SMs from both ND and HFD 8W mice. Scale bar, 20 μm. (B) Microscopy analysis of E. coli-CFSE phagocytosis for 30 min in ARMs and SMs from ND and HFD 8W mice. Scale bar, 20 μm. (C-D) In vivo endocytosis assay. (C) dextran-FITC 70 kD was injected i.v. 30 min after the injection, ATMs’ endocytic activity was evaluated by FCM. (D) Percentage of dextran^+^ macrophages among ARMs and SMs from ND and HFD 8W mice (n = 5). (E-F) Gene expression of phagocytosis in ARMs and SMs isolated from (E) ND mice and (F) HFD 8W mice (n =2-5 per group, with 6 mice pooled per sample). Data are expressed as means ± SEM. **p*< 0.05, ***p*< 0.01, ****p*< 0.001.

**
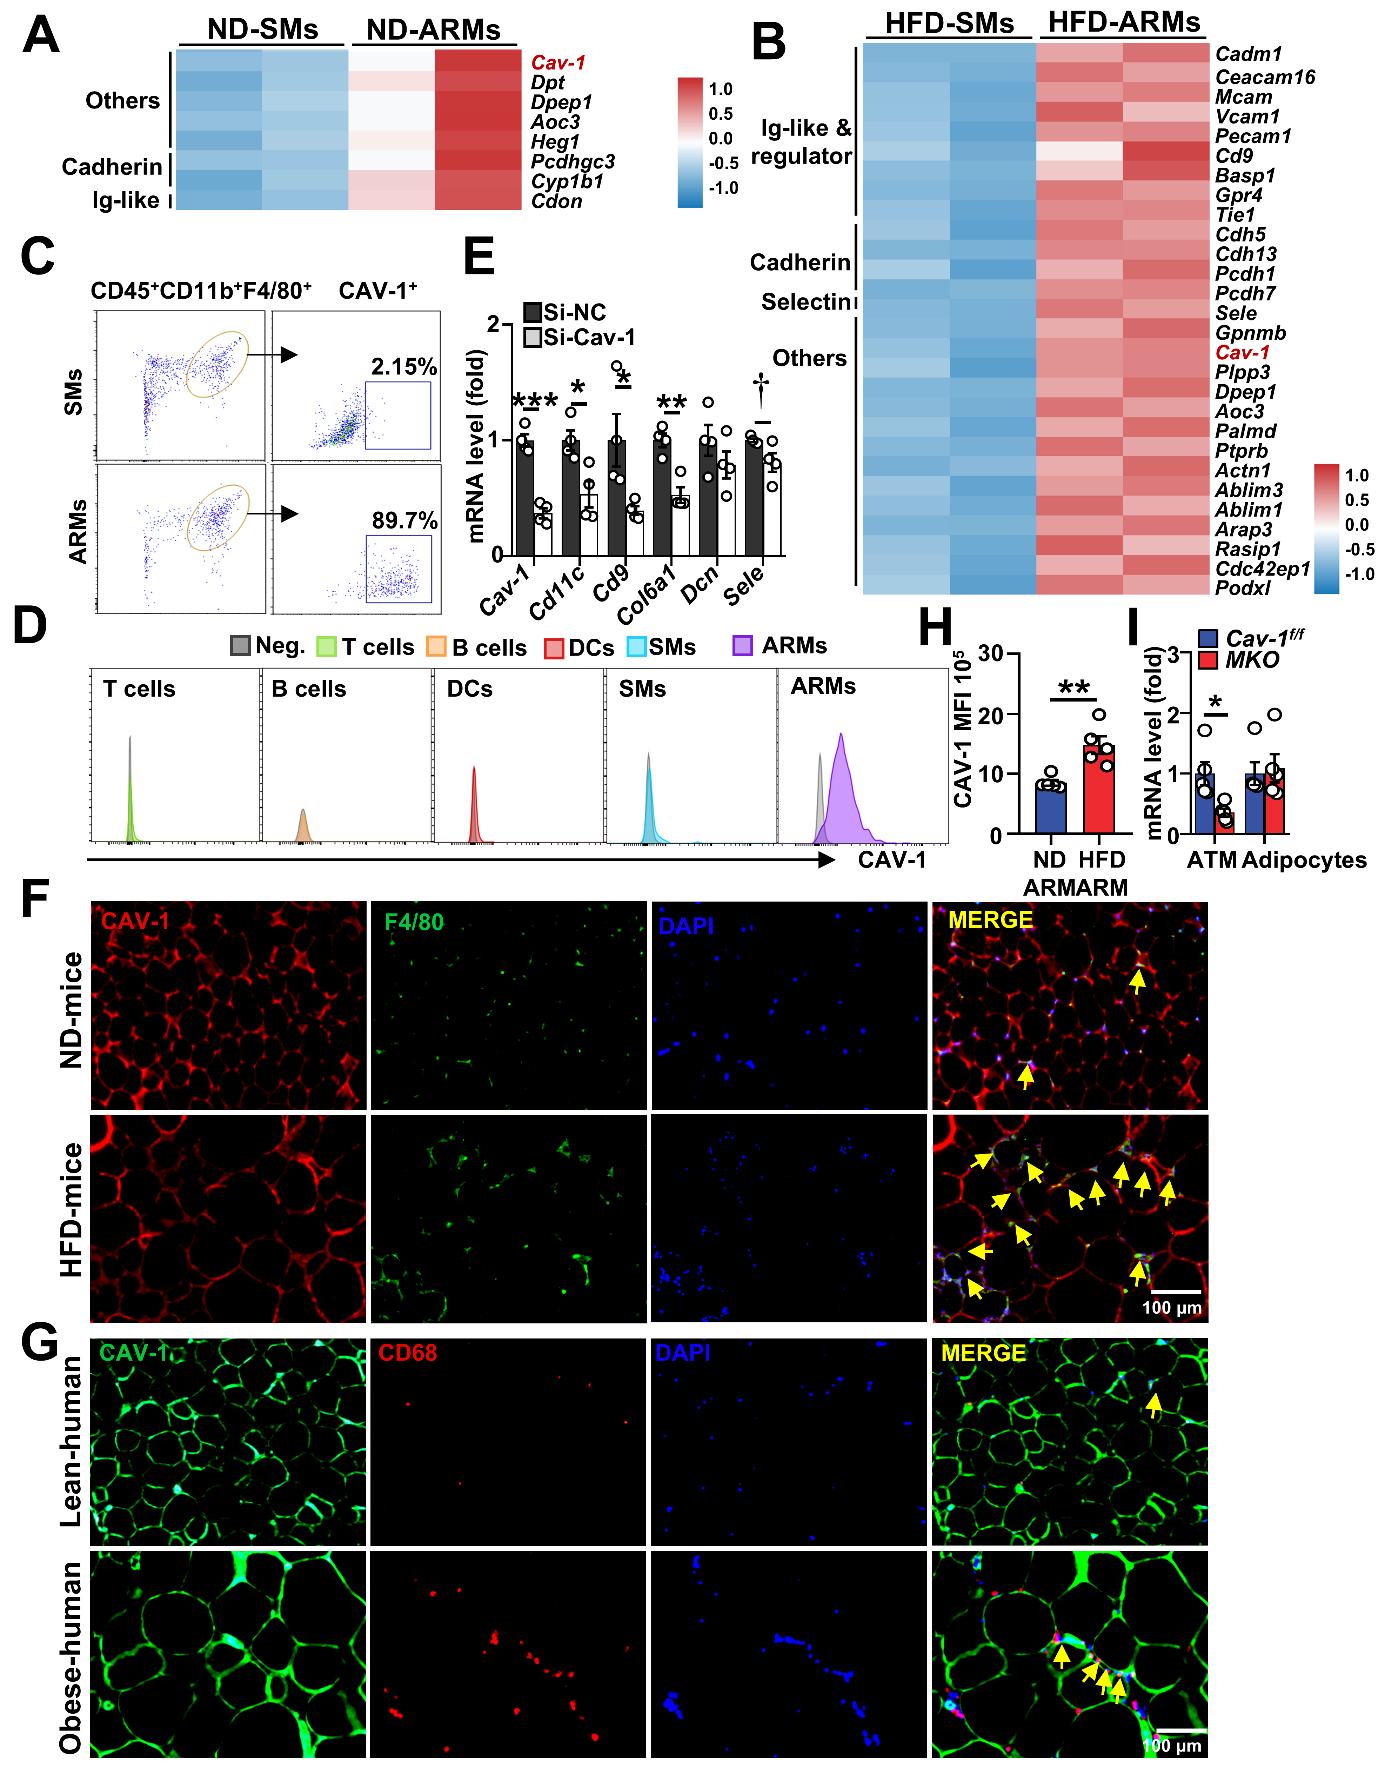
**

**Figure S11.** CAV-1 as a marker of ARMs. (A-B) Heatmap of adhesion genes differentially expressed between SMs and ARMs in (A) ND mice and (B) HFD mice. (C) FCM plots showing the gating strategy for CAV-1 expression in ATMs (CD45^+^CD11b^+^F4/80^+^) from HFD 6W mice. (D) CAV-1 expression in major immune cell types in the SVF of HFD 6W mice. (E) Effect of *Cav-1* siRNA on mRNA expression of *Cd11c*, *Cd9*, *Col6a1*, *Dcn* and *Sele* in ARMs from HFD 8W mice (n = 4). (F) Representative immunofluorescence images of CAV-1 (red), F4/80 (green) and nuclei (blue) in eWAT from ND and HFD 8W mice. Scale bar, 100 μm. (G) Representative immunofluorescence images of CAV-1 (green), CD68 (red) and nuclei (blue) in VAT from lean and obese individuals. Scale bar, 100 μm. (H) MFI of CAV-1 in ARMs isolated from ND- and HFD-fed mice (n = 5 per group). (I) mRNA expression of *Cav-1* in ATMs and adipocytes isolated from eWAT of *Cav-1^f/f^* and *MKO* mice (n = 5 per group). Data are expressed as means ± SEM. **p*< 0.05, ***p*< 0.01, ****p*< 0.001.

**
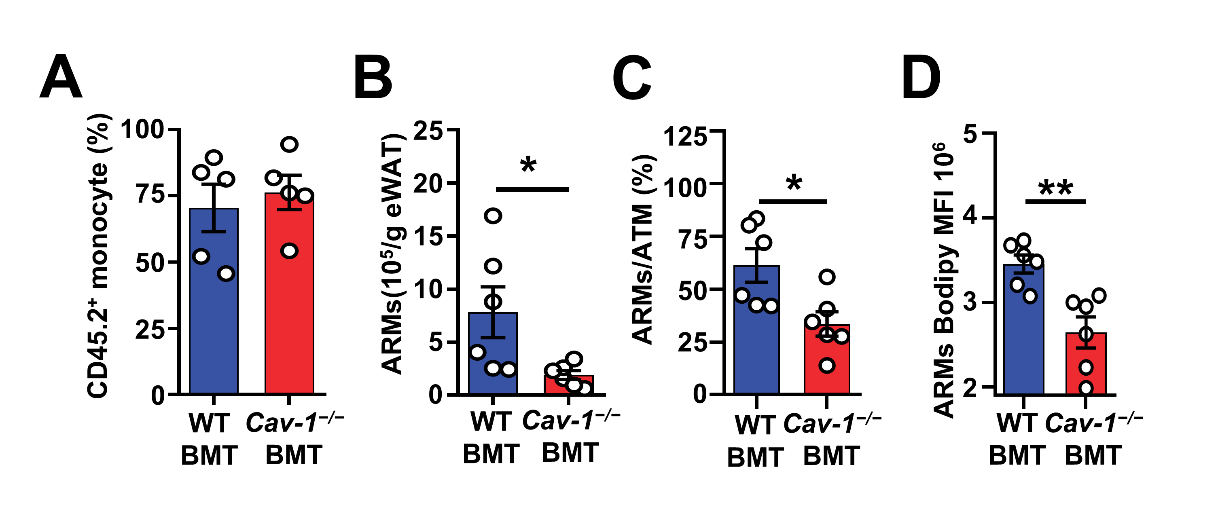
**

**Figure S12.** *Cav-1^−/−^* BMT reduces the number of ARMs and the intracellular lipid content. (A) Percentage of reconstitution in blood monocytes (CD45^+^CD11b^+^CD115^+^) post bone marrow transplantation from CD45.2 donors (*B6* or *Cav-1^−/−^*) into CD45.1 recipient mice (*B6*). (B-C) FCM analysis of ARMs abundance (B), and ARMs distribution (C) within ATM compartment in eWAT from WT BMT and *Cav-1^−/−^* BMT mice after 10W HFD (n = 6 per group). (D) FCM analysis of BODIPY staining in ARMs from eWAT of WT BMT and *Cav-1^−/−^* BMT mice after 10W HFD (n = 6 per group). Data are expressed as means ± SEM. **p*< 0.05, ***p*< 0.01.

**
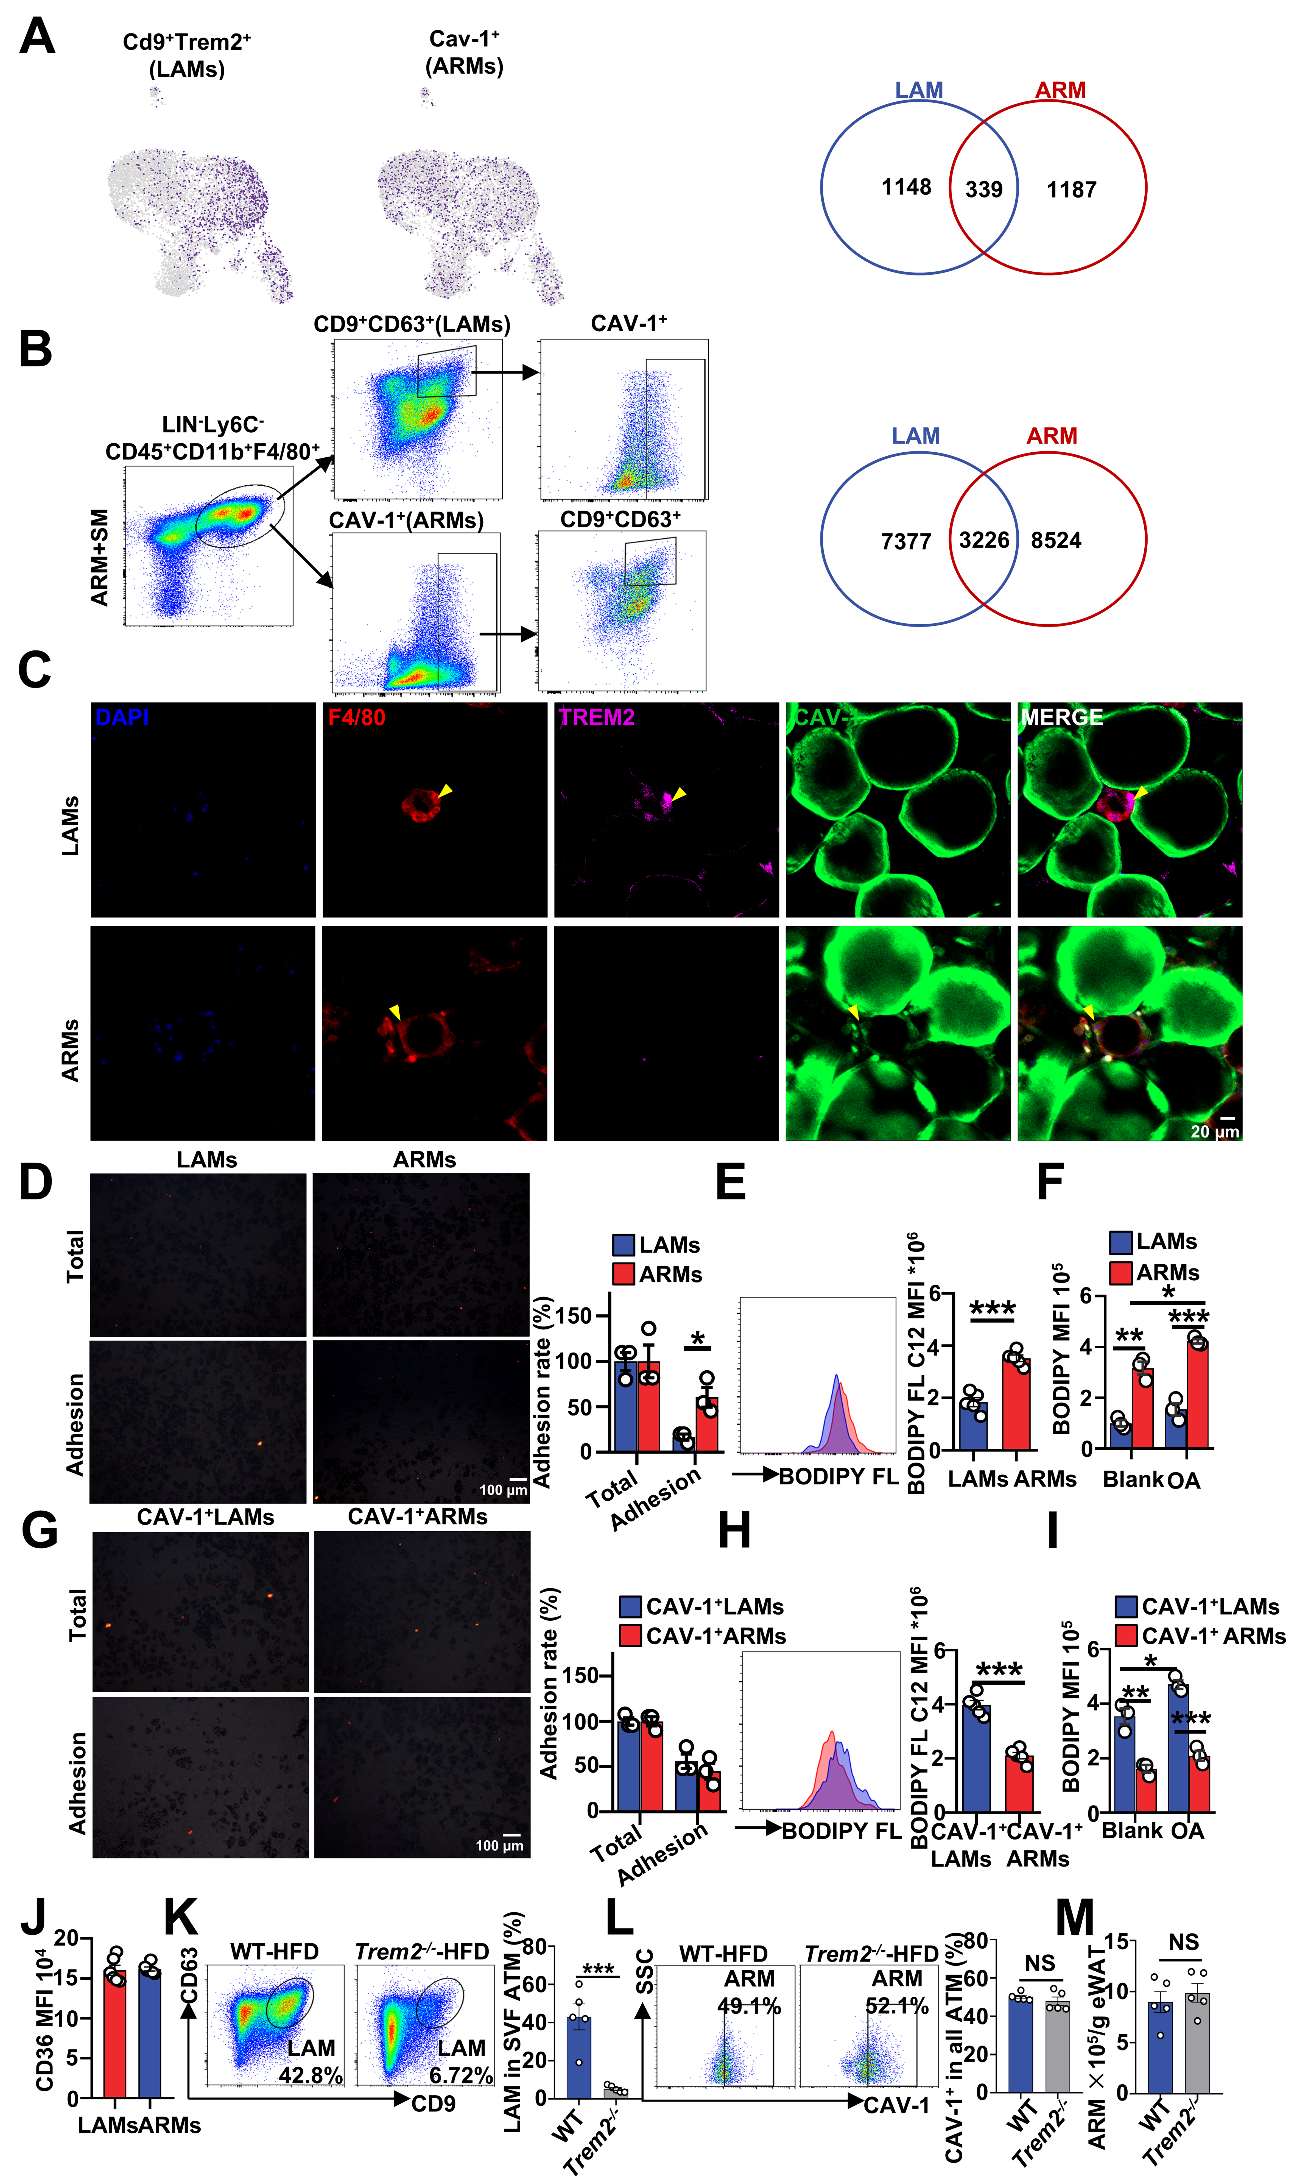
**

**Figure S13.** ARMs Are Distinct from LAMs. (A) UMAP of LAMs and ARMs in single-nucleus RNA sequencing of eWAT from mice, statistical overlap between LAMs and ARMs. (B) Gating strategy of FACS for LAM and ARM isolation from eWAT of mice, statistical overlap between LAMs and ARMs. (C) Representative immunofluorescence images of CAV-1 (green), TREM2 (purple), F4/80 (red) and nuclei (blue) in eWAT from HFD 8W mice. Scale bar, 100 μm. (D) Adipocyte attachment assay. ARMs and LAMS isolated from HFD-fed mice were seeded onto adipocytes After 30 min of incubation, non-adherent cells were washed away, and the remaining adherent ARMs were fixed and quantified (n = 3). Scale bar, 100 μm. (E) Fatty acid trafficking in ARMs and LAMs isolated from HFD 10W mice loaded with BODIPY FL C12 for 30 min. (F) FCM analysis of BODIPY staining in ARMs and SMs from HFD 10W mice after lipid-loaded with oleate acid (OA) for 4 h or BSA (Blank). (G) Adipocyte attachment assay. CAV-1+LAMs (CD9+CD63+CAV-1+) and CAV-1+ARMs (CD9-CD63-CAV-1+) isolated from HFD-fed mice were seeded onto adipocytes After 30 min of incubation, non-adherent cells were washed away, and the remaining adherent ARMs were fixed and quantified (n = 3). Scale bar, 100 μm. (H) Fatty acid trafficking in CAV-1+LAMs(CD9+CD63+CAV-1+) and CAV-1+ARMs (CD9-CD63-CAV-1+) isolated from HFD 10W mice loaded with BODIPY FL C12 for 30 min. (I) FCM analysis of BODIPY staining in CAV-1+LAMs(CD9+CD63+CAV-1+) and CAV-1+ARMs (CD9-CD63-CAV-1+) from HFD 10W mice after lipid-loaded with oleate acid (OA) for 4 h or BSA (Blank). (J) FCM analysis of CD36 in ARMs and LAMs of HFD mice (n = 6 per group). (K-L) FCM analysis of (K)LAMs and (L) ARMs in WT and *Trem2^−/−^* mice after 10W HFD (n = 5). (M) FCM analysis of ARMs abundance in eWAT from in WT and *Trem2^−/−^* mice after 10W HFD (n = 5). Data are expressed as means ± SEM. **p*< 0.05, ***p*< 0.01, ****p*< 0.001, NS = not significant.

**
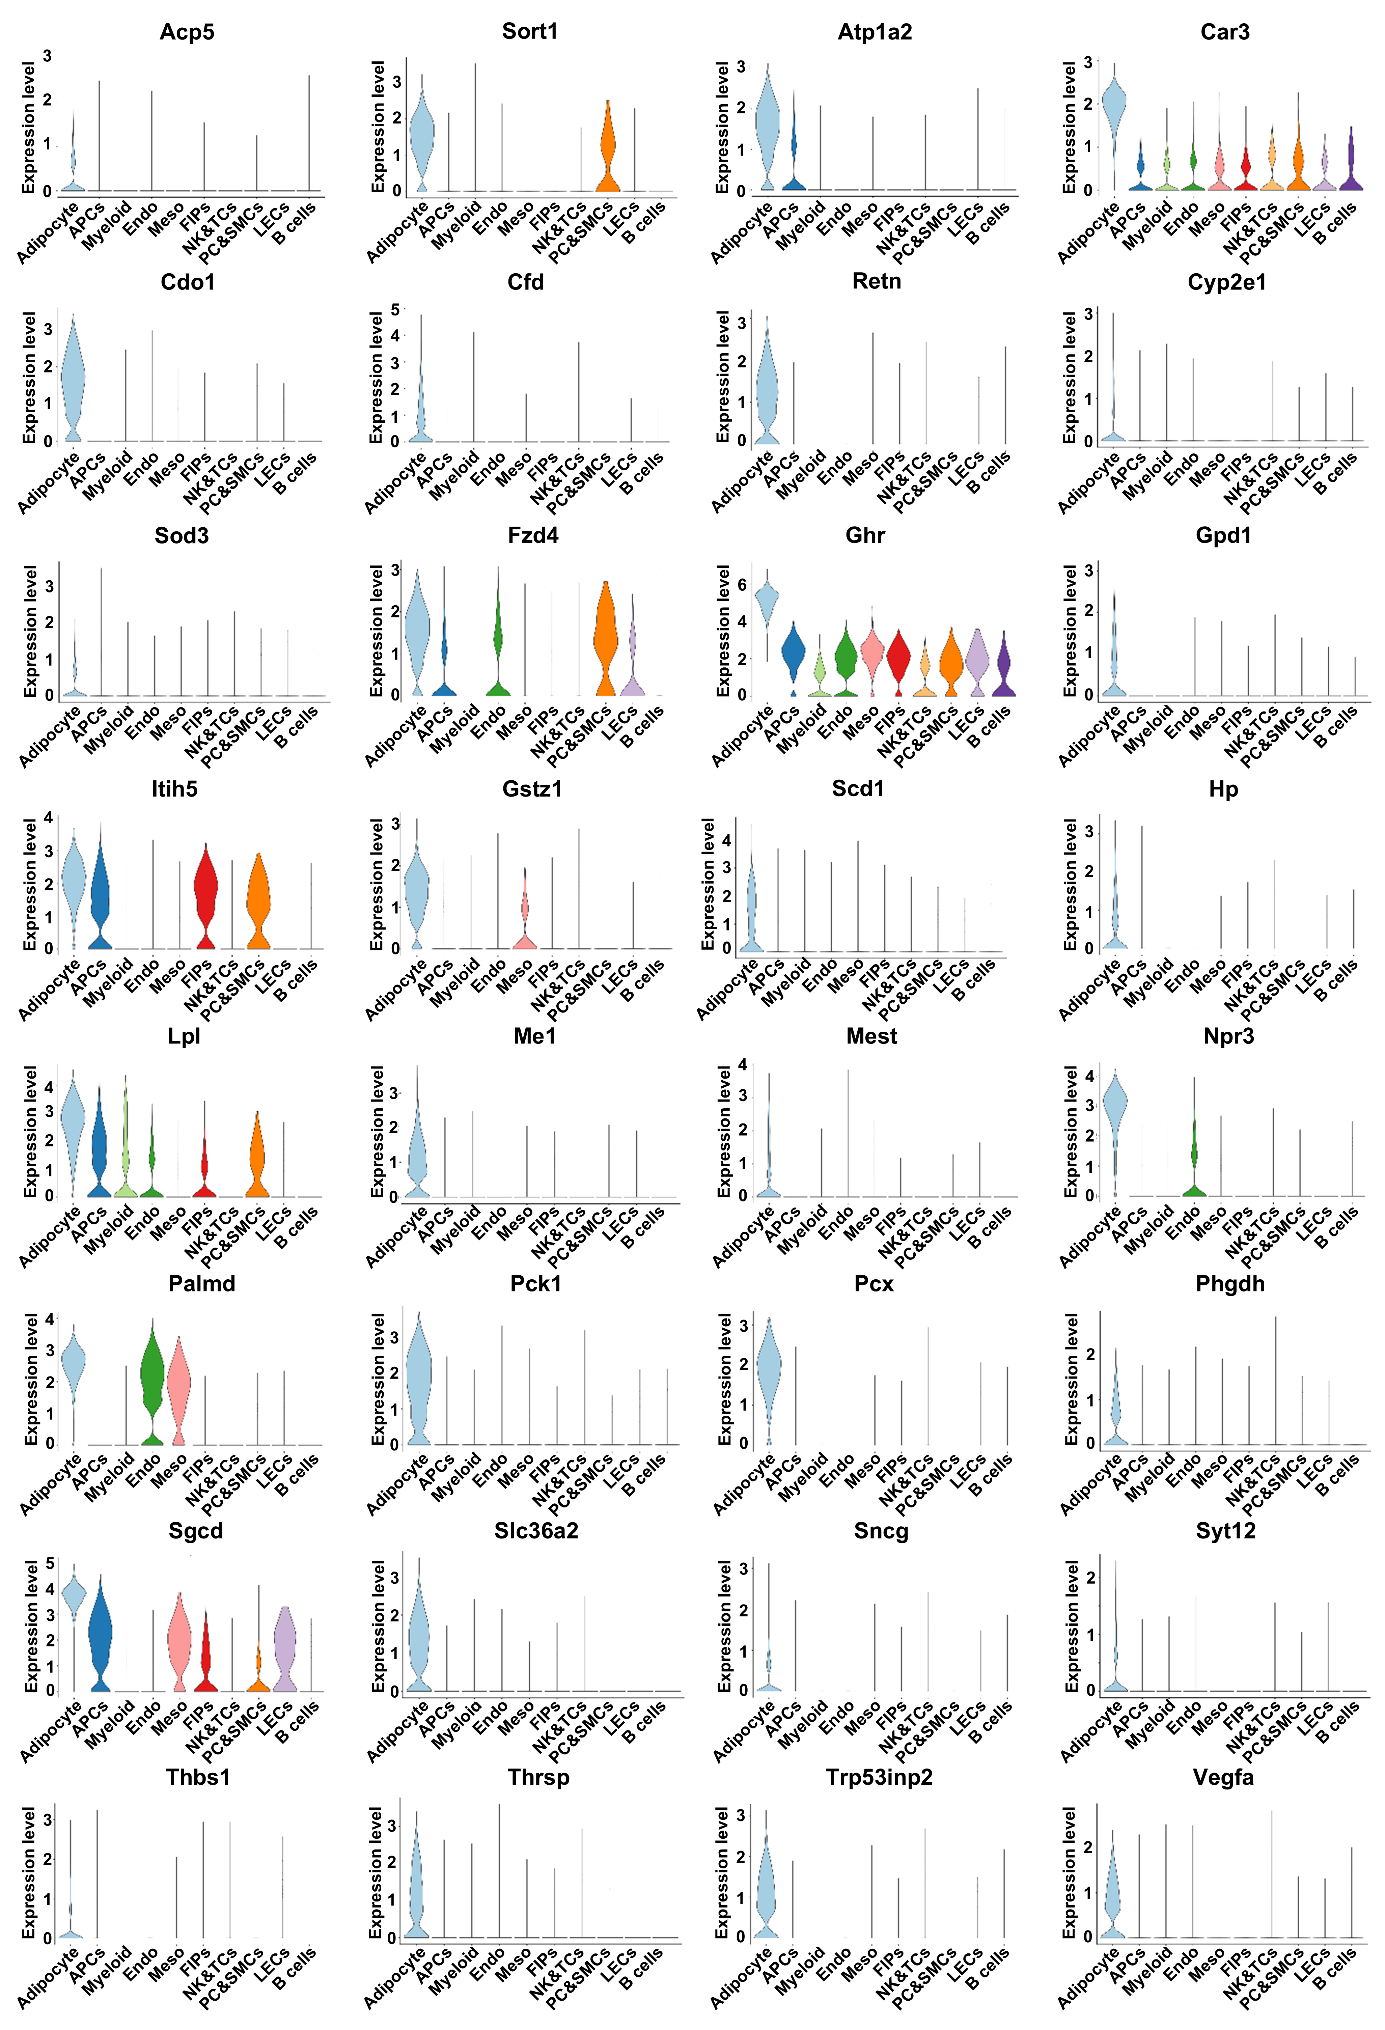
**

**Figure S14.** Violin plots of foreign ARM gene expression in different cell types from single nuclear sequencing data of eWAT.

**
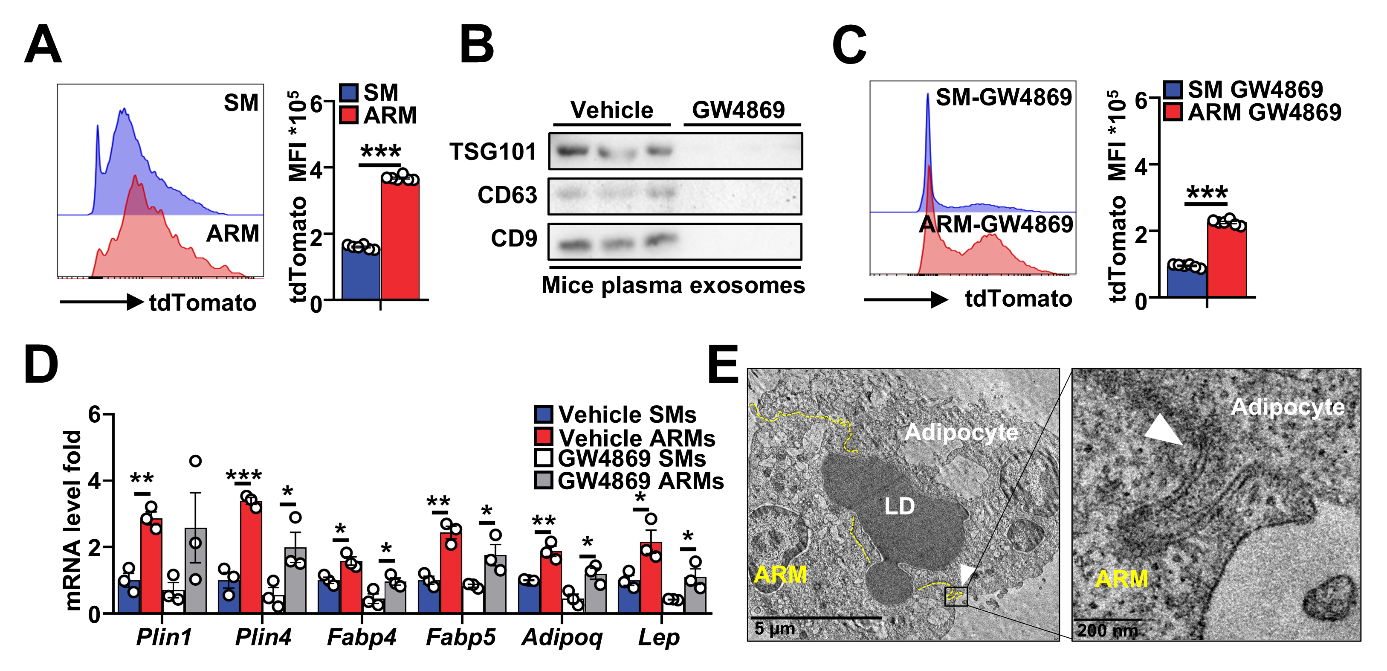
**

**Figure S15.** Exosomes did not affect the transfer of adipocyte RNA to ARMs. (A) FCM analysis of MFI of TdTomato in ARMs or SMs, n = 6 per group. (B) Western blot of exosome marker proteins in released exosomes isolated from mice plasma. (C) FCM analysis of the MFI of TdTomato in ARMs or SMs after 1 week of GW4869 treatment, n = 6 per group. (D) The expression levels of foreign genes in ARMs after GW4869 treatment, n = 3 per group, with 2 mice pooled per sample. (E) Representative electron micrographs of the cell–cell contact interface between bead-purified ARMs and their adhered adipocytes isolated from 8-week HFD-fed mice. Scale bars: 5 μm and 200 nm. Data are expressed as means ± SEM. **p*< 0.05, ***p*< 0.01, ****p*< 0.001.

**
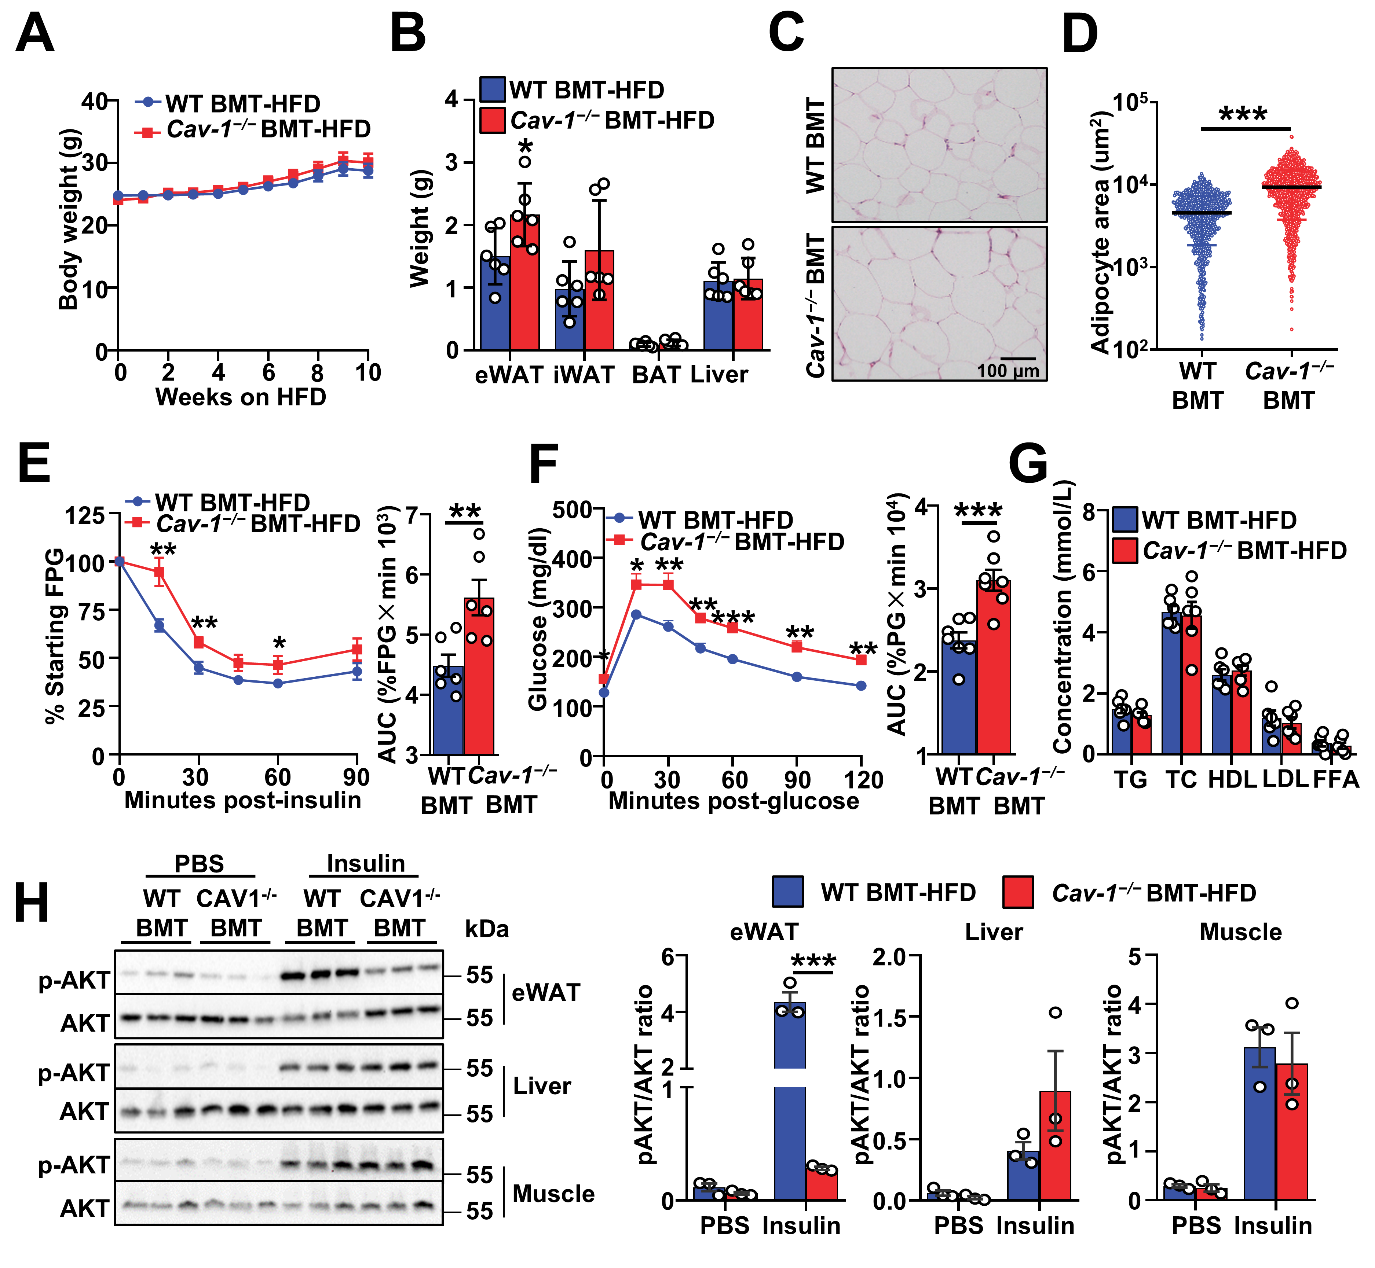
**

**Figure S16.** Immuno-cellular *Cav-1* prevents adipocyte hypertrophy and glycol-metabolic disorder. (A) Body weight over time on HFD, n = 6 per group. (B) Tissue weight at week 10 on HFD, n = 6 per group. (C) Images of H&E stain of eWAT sections. Scale bar, 100 μm.

(D) Quantification of the area of 1000 randomly selected adipocytes per genotype in H&E sections. (E) ITT in mice during week 8 of HFD feeding, n = 6 per group. (F) GTT in mice during week 10 of HFD feeding, n = 6 per group. (G) Triglyceride (TC), total cholesterol (TG), HDL, LDL, FFA (free fatty acids) levels in serum of mice during week 10 of HFD feeding. (n = 5-7 per group). (H) Immunoblots of lysates from eWAT, liver, and skeletal muscle with anti-pAKT and anti-AKT and quantitation of phosphorylated AKT normalized to total AKT. Data are expressed as means ± SEM. **p*< 0.05, ***p*< 0.01, ****p*< 0.001.

**
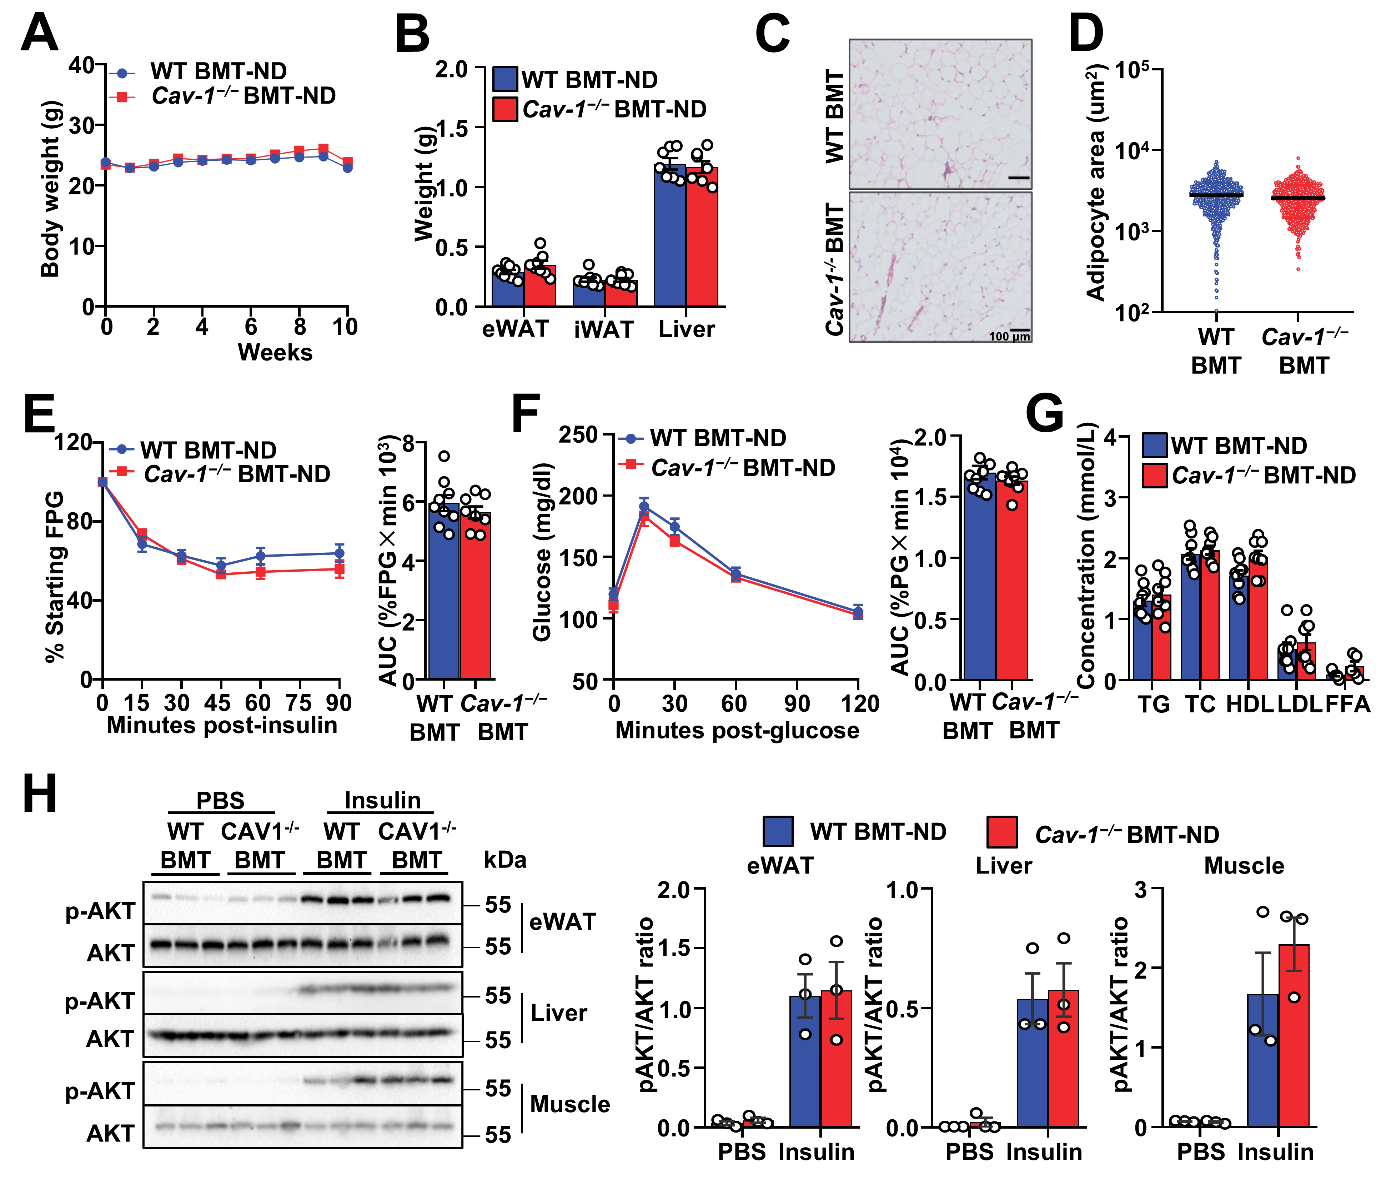
**

**Figure S17.** Immuno-cellular *Cav-1* exerts no effect on the metabolic phenotype of ND mice. (A) Body weight of chimeric mice over time on ND, n = 8-9 per group. (B) Tissue weight at week 10 on ND, n = 8-9 per group. (C) Images of H&E stain of eWAT sections. Scale bar, 100 μm. (D) Quantification of the area of 1000 randomly selected adipocytes per genotype in H&E sections. (E) ITT in mice during week 8 of ND feeding, n = 8-9 per group. (F) GTT in mice during week 10 of ND feeding, n = 8-9 per group. (G) Triglyceride (TC), total cholesterol (TG), HDL, LDL, FFA (free fatty acids) levels in serum of mice during week 10 of ND feeding. (n = 8-9 per group). (H) Immunoblots of lysates from eWAT, liver, and skeletal muscle with anti-pAKT and anti-AKT and quantitation of phosphorylated AKT normalized to total AKT. Data are expressed as means ± SEM.

**
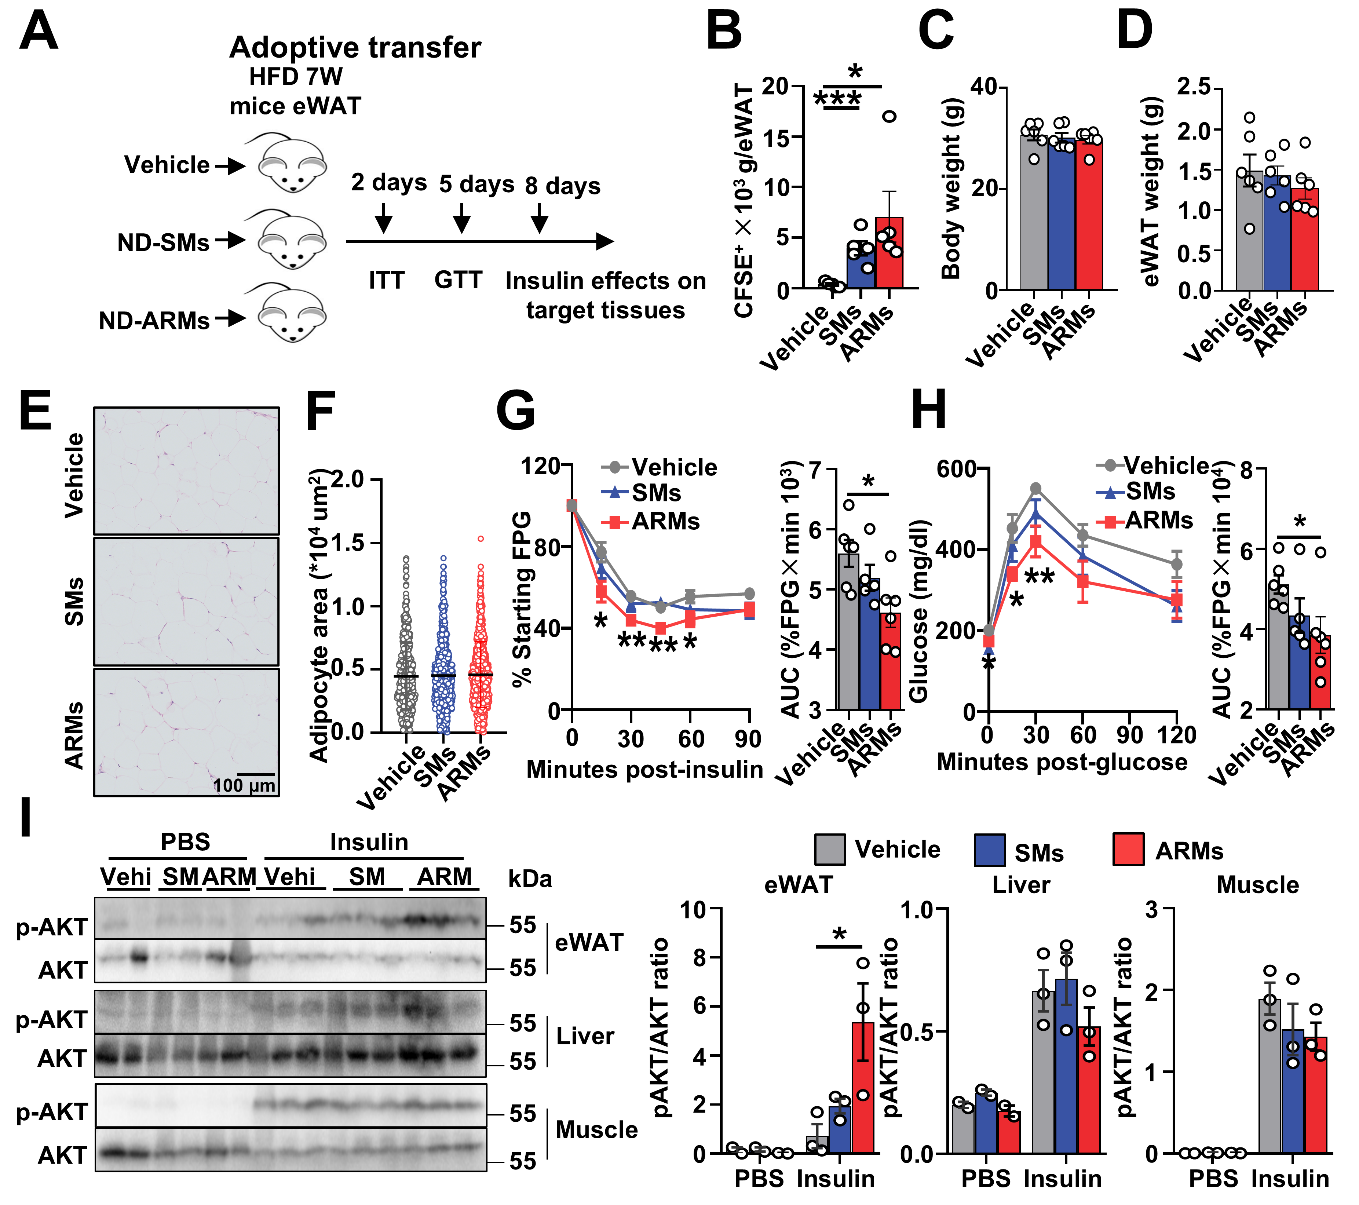
**

**Figure S18.** ND-ARMs alleviate obesity-induced insulin resistance. (A) Schematic depiction illustrating ARMs and SMs shift assay. ARMs and SMs from ND mice were resuspended in DMEM mixed with Matrigel and injected into eWAT of mice in the 7^th^ week of HFD. (B) Number of CFSE^+^ donor ARMs and SMs in recipient eWAT (n=6 per group). (C) Body weight of mice post-operation. (D) eWAT weight of mice post-operation. (E) Images of H&E stain of eWAT sections. Scale bar, 100 μm. (F) Quantification of the area of 500 randomly selected adipocytes per group in H&E sections. (G) ITT in mice post-operation. (H) GTT in mice post-operation. (I) Immunoblots of lysates from eWAT, liver, and skeletal muscle with anti-pAKT and anti-AKT and quantitation of phosphorylated AKT normalized to total AKT. Data are expressed as means ± SEM. Data are expressed as means ± SEM. **p*< 0.05, ****p*< 0.01, ****p*< 0.001.

**Table S1.** KEY RESOURCES TABLE

**Table S2.** Primers sequence

| Gene | Primer sequence |
| --- | --- |
| *Col6a1*  *Itga1*  *Itgb5*  *Itgax*  *Mcam*  *Vcam1*  *Cd9*  *Cdh5*  *Cadm1*  *Pcdh1*  *Cav-1*  *Fabp4*  *Fabp5*  *Cd36*  *Cavin2*  *Cidec*  *Plin1*  *Plin4*  *Cd209d*  *Wfdc17*  *Pparg*  *Dgat2*  *Cyp2e1*  *Dcn*  *Sele*  *Ces1d*  *Mgll*  *Tnfa*  *Leptin*  *Adiponectin*  *Ccl5*  *Nos2*  *Acadm*  *Acads*  *Cact*  *Cpt1a*  *Cpt2*  *Hadha* | TCTTTTGAGTGCCAGGCTGC  CCTTCTCTCCCGGAAGACCT  TTTCCTGAGGACAGGAGACG  TTTCCTGAGGACAGGAGACG  CGCCTCGCAGGGCTCAA  TGGACCGTGGATTGCCAAAG  TCATCACTGATGGGAGAAAACA  CCCCAATTGCATAACGAATGAT  CAAGAGCTCAGGGAGGTTGC  CAAGAGCTCAGGGAGGTTGC  GCAAAGGACACTGGAAAAGAG  TCAAAGGGATACACATTAGGGAC  CCCTCATGATGCTGGTTGGT  AGGAACCCGAAGAACAATCCC  CACGGACAAGGCACCCG  GTGAGCCTCTGCATCCTTCG  TGCAGACCCAGCGCTATCTA  TTACCATCACAGGCTGGGG  GAGCACCCCGAGAATGAGCC  GGCGACGTCGGGCAAA  TTCTCTTAAATCACAGCCCAGG  TGTAGATGTTGCCCTGTTCC  AAGGTGAAGAGCATCATAACCCT  TCACGCCTTTCATAACACATTCC  GGTCAAAACCGAGAGCACAG  AGGTGCAGACCGTCTCAGT  GGATGGTTTCCTAGCCTTTCA  CGTGGCCCGGTTCTAATTCA  AGACTGGAGAACAACCACGC  AGGGATCTCACTTTCTTCCTGG  GTGAGGGGGAGGTCCAACA  CCGTGCTCACTGCCACAT  ACAGACACAGAGGGAGAGG  ACAGACACAGAGGGAGAGG  AAACAGCAACAGACCCCTC  AACTTCCCATGTCCTTGTCTC  GGATGGGTCTCTCAGACATGC  CCAATAGCGTGTAAAGCTGGG  TGGCTTTGATCACTGTGGGG  CCAGGTTTTTCAAATTCTTTGGGG  TCGCTGATGCACTGCCTATG  GAGAGGTCCACAGAGCTGATT  GAACACGCCCAAGAAAGGTGG  GGTGGTCAGCAGGTTGTGTG  CAGGAGTACAAGAACAAGGGGAT  TTTGGATGCGGGCCTCATTA  TCCGACTTCAATGGACTGAAC  TGAGGGATCGCAGTTATGTTG  GCAAAGCTGTCCAGTGTGAA  TCGCAGGAGAACTCACAACT  AGGACTTGATGGCTGATGTG  GGTCTCCTATTACTGCCTTGG  GGAACAAGTCGGAGGGTTCT  CCGGGATGATTCCATGAGCA  CCCTCCAGAAAAGACACCATG  TTGAGATCCATGCCGTTGG  GTGCCTATCCAGAAAGTCCAG GACCTGTTGATAGACTGCCAG  TGTTCCTCTTAATCCTGCCCA CCAACCTGCACAAGTTCCCTT  GCCCACGTCAAGGAGTATTT CTTGAACCCACTTCTTCTCTGG  TCCTGGACATTACGACCCCT  GATCACTCAGCTGAAAATCGAC  AGGGTTTAGTTTTGAGTTGACGG  CCCCGCTTTTGTCATATTCCG  GACTGGCGACGGTTACACA  GGCAAAGTCACGGCATGTC  GACGAGCCGAAACCCATCAG  AGTCGGACCTTGACCGTGT  CTCCGCCTGAGCCATGAAG  CACCAGTGATGATGCCATTCT  CAGCACAGCATCGTACCCA  TCCCAATGCCGTTCTCAAAAT  GAGCTTTCGTCCTCTTCTGCT  CTGAAGGCACTCCGAGACT |

How the deposited data were processed for this re-analysis (not part of the article)

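RNA-seq of ARMs and SMs from the eWAT of ND mice and of mice on HFD for 8 weeks was examined, in 8 libraries, 2 for each of the 4 groups of cell type and diet. Each library pooled 6 HFD mice or 10 ND mice. For each diet the authors deposited one table with an estimated read count, an FPKM and a TPM for every gene and library. The paper's text does not name the aligner, the counting program, the genome build or the annotation, so no coordinates are given and genes are identified by Entrez ID. Symbols that had been turned into dates (26 in the HFD table, 24 in the ND table) were named by their ID. The expected counts deposited for the 2 diets were made differently, since more of them were not whole numbers in the HFD table. The gene length implied by FPKM, HFD over ND, was 1.32 for 129 genes under 500 bases and 1.04 for 2351 genes over 4000 bases, against 1.00 between 2 HFD libraries (8167 genes). The diet effect is therefore given as values only.
Counts were rounded to whole numbers and fitted for each diet by itself with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter, the quasi-likelihood test and Benjamini-Hochberg adjustment. Genes were called at a fold change over 1.5 and an adjusted p under 0.05. The difference between diets in the ARM against SM change was tested in one fit of all 8 libraries. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and with fry and with the estimated correlation as checks. They were the collagens, laminins and integrins, the paper's gene lists, lists for PPAR signaling and lipolysis written from general knowledge because no KEGG table was at hand, and marker lists of macrophages, lipid-associated macrophages, adipocytes, endothelial cells, fibroblasts and progenitors, mesothelial cells, pericytes and smooth muscle, lymphatic vessels, T and NK cells, B cells, neutrophils and mast cells, and proliferation. A list of ribosomal protein genes was added for the difference between diets after that result was seen and is left out of the adjustment. List medians were set against 10000 random lists of genes near in expression.
Genes named in the text are every gene the paper names or shows in Figures 2C, 4A, 4B, 6C, 6E, S7B, S11A, S11B and S14, Cadm1, the marker genes, and for each diet the 5 called genes with the largest fold change in each direction. A fold change against a group with at most 3 counts per library is given as a lower bound against 3 counts. Exact tests cannot pass with 2 libraries against 2, so values with each library left out are given in their place, without a test.
Alternatives were DESeq2 1.42.0 with and without its betaPrior shrinkage, library totals, upper-quartile normalization, no filter, at least 10 counts in every library, the threshold of the paper's methods section, one fit of all 8 libraries, the replicate number as a block, and limma on log2(FPKM + 1) and log2(FPKM + 0.1), with an FPKM of 1 in at least 2 libraries or without that filter. A correction for GC content and length (loess, span 0.5), TPM and TMM ratios for the diet effect, and normalization and left-out libraries for the difference between diets were added after the data were seen. GC content and length came from mouse reference transcripts matched by Entrez ID, for 98.2% of the genes tested in HFD mice and 98.8% in ND mice. The pipeline was tested on simulated data with 200 changed genes at this sample size. The simulated changes were of 1 or 2 on the log2 scale, and counts were drawn independently with the fitted spread. Recovery of changes nearer the 1.5-fold threshold and false calls from a shift shared by many genes of a library were therefore not measured. edgeR recovered 88.4% (HFD) and 85.2% (ND) of the changed genes that were tested, with 3 and 1 false calls, and DESeq2 83.3% and 79.1%, with 0 false calls in either. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. ATAC-seq, proteomics, single-nucleus data, flow cytometry and RT-PCR were left out because no tables of them were at hand.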

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

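The tests of single libraries, of shared reads, of gene length and of normalization for the difference between diets were chosen only after the result was seen, and so were the comparison with fibroblast and mesothelial markers, the tests of GC content and length, shared reads and normalization for the genes higher in ARMs, the test of lymphatic markers, the list of ribosomal protein genes, and the comparison of Cav1 with markers.
The change from SMs to ARMs differed between the diets for 22 of 13358 genes (edgeR's quasi-likelihood test of the difference with Benjamini-Hochberg adjustment), 9 with a larger and 13 with a smaller log2 fold change in HFD mice, and 1017 genes had an unadjusted p under 0.05. These genes were chosen after their values were seen. Larger in HFD mice were Lep (difference of 1.80 on the log2 scale), Plin4 (1.92), Rps28 (0.97), Rpl37a (0.72), Rpl38 (0.71), Rps29 (0.70), Rps19 (0.69), Rps21 (0.60) and Gm37416 (edgeR adjusted p = 0.00657), for which no fold is given because both HFD SM libraries had 0 counts. Smaller in HFD mice were Fndc1 (-1.93), Cilp (-1.78), Gfpt2 (-1.63), Samd11 (-1.36), Fbn1 (-1.31), Sphk1 (-1.01), Fosl1 (-0.997), Evi2 (-0.95), Thbd (-0.93), Id2 (-0.82), Errfi1 (-0.71), Hbegf (-0.67) and Sbno2 (-0.60). All 9 and all 13 genes kept their sign with each library left out in turn, but they were selected by a test on the same libraries, so an effect of single libraries is left open. Reads shared out differently in the 2 tables are argued against as the whole cause, since 7 of the 9 and 10 of the 13 genes had whole-number counts in every library. More RNA from fibroblasts and mesothelial cells in the ND ARM libraries might lower these 13 genes. The mesothelial markers had a median difference of -1.50 (from -1.86 to -1.09 with each library left out). The fibroblast and progenitor markers had one of -0.87 (1 of 20 genes above 0, from -1.11 to -0.57). Only 1 of the 13, Fbn1, is on such a list, but the lists are short, so absence from them is weak evidence. This explanation and an effect of diet on the macrophages cannot be told apart for the 13 genes. The diet, the table and the processing of the tables go together in this design, and the effect of the diet stays open as a hypothesis.
As lists, 0 of the 29 differed between the diets in both camera and fry. The 7 lymphatic markers came closest, with a median difference of -0.74 (1 of 7 above 0, limma's fry, adjusted p = 0.0761, from -0.85 to -0.53 with each library left out); with the ribosomal list below counted as one more, the adjusted p was 0.0394. A list of 74 ribosomal protein genes was added only after 6 of the 9 genes larger in HFD mice proved to be such genes, so no p-value is given for it. Its median difference was 0.35 (73 of 74 genes above 0, from 0.31 to 0.38 with each library left out), and 0.33 over the 68 genes that were not called. Gene length is argued against as the whole cause, since the 28 uncalled ones under 500 bases exceeded 41 other short genes of like abundance by 0.24. This gap is also given without a test. Those 41 genes had a median difference of 0.18 themselves, so a part of the shift shared with other short genes is left open. Normalization is argued against as the whole cause by the same gap of 0.24, since one factor per library moves all genes alike. No biological explanation was tested for either list beyond the diet, which cannot be separated from the table.
The paper describes minimal contamination of the sorted macrophages, and markers of other cell types that it does not name were higher in ARMs than in SMs. In HFD mice the markers not named by the paper had a median log2 fold change of 1.49 (endothelial), 1.00 (lymphatic), 0.75 (pericyte and smooth muscle), 0.73 (adipocyte) and 0.63 (fibroblast and progenitor). SMs expressed many of these genes too, with at least 1 CPM in both SM libraries for 16 of 20 endothelial, 9 of 10 pericyte, 20 of 20 fibroblast and 3 of 7 lymphatic genes. The paper names 3 of the endothelial and 13 of the 20 adipocyte genes, some chosen on these libraries. The most abundant endothelial gene, Cdh5, had 45.8 and 41.6 CPM in ARMs against 20.0 and 13.7 in SMs, and the most abundant pericyte gene, Rgs5, 45.7 and 47.1 against 24.5 and 15.9. The most abundant fibroblast gene, Igfbp4 (567 and 543 against 650 and 609), and lymphatic gene, Lyve1 (1197 and 1026 against 1707 and 1610), were not higher in ARMs. The levels of both in SMs would hide a small share of fibroblast or lymphatic RNA, so neither argues against such RNA. A lower share of macrophages with an unchanged mix of other cells would raise all other cell types alike. It is argued against as the whole cause, since endothelial markers exceeded mesothelial ones by 1.34 (permutation p = 9.0e-05). Over markers not named by the paper, these lists had the highest and lowest medians given here. The permutation also treats genes as independent, so its p-value overstates the evidence. A lower share with an unequal mix of other cells is left open. The same gap of 1.34 argues against normalization, which moves all genes of a library alike. GC content and length and shared reads are argued against as the whole cause, since 524 of 584 genes remained called after correction and 63.4% had whole-number counts in every library. RNA from endothelial cells (1.49) and from pericytes (0.75) in the ARM libraries is a candidate explanation for part of the genes higher in HFD ARMs. RNA from lymphatic endothelial cells (1.00, from 0.57 without replicate 1 of the HFD SMs to 1.75 without replicate 2), from mesothelial cells (0.16, from -0.25 without replicate 2 of the HFD SMs to 0.71 without replicate 1) and from fibroblasts (0.63, from 0.44 to 0.71 with each library left out) cannot be told apart from expression in macrophages, since each value reached both sides of the 1.5-fold limit when single libraries were left out. For adipocytes (2.17 over all 20 markers) the paper's own explanation is RNA acquired by ARMs. From these libraries alone it cannot be told apart from adipocyte RNA carried along in sorting, since both predict these transcripts in ARMs. The paper's RNAscope and coculture experiments on RNA transfer were not re-examined here.
In ND mice the markers not named by the paper had a median log2 fold change of 1.94 (mesothelial), 1.80 (lymphatic), 1.36 (fibroblast and progenitor), 1.06 (pericyte and smooth muscle) and 0.78 (endothelial). SMs had at least 1 CPM in both libraries for 8 of 11 mesothelial, 3 of 7 lymphatic, 20 of 20 fibroblast, 8 of 9 pericyte and 12 of 18 endothelial genes. The most abundant mesothelial gene, Upk3b, had 14.0 and 17.0 CPM in ARMs against 2.76 and 5.04 in SMs, while the most abundant fibroblast gene, Igfbp4, had 556 and 619 against 616 and 653 and so did not rise, at a level in SMs that would hide a small share of fibroblast RNA. A lower share of macrophages with an unchanged mix of other cells is argued against as the whole cause. Mesothelial markers exceeded endothelial ones by 1.157 (permutation p = 1.4e-04, with genes treated as independent). A lower share with an unequal mix of other cells is left open. The same gap argues against normalization. GC content and length and shared reads are argued against as the whole cause, since 381 of 440 genes remained called after correction and 95.5% had whole-number counts. RNA from mesothelial cells (1.94), fibroblasts (1.36) and lymphatic endothelial cells (1.80, from 1.66 to 1.96 with each library left out, limma's fry, adjusted p = 0.045) in the ARM libraries is a candidate explanation for part of the genes higher in ND ARMs. The lymphatic list includes Mmrn1, Ccl21a and Reln, and its most abundant gene, Lyve1, had 1541 and 1420 CPM in ARMs against 1810 and 1540 in SMs, a level that would hide a small share. For pericytes (1.06), endothelial cells (0.78) and adipocytes (1.24 over all 20 markers, 0.40 over the 7 that the paper does not name, from 0.25 to 1.19 with each library left out) the explanations cannot be told apart. Single libraries kept the first 2 open, with medians of 0.28 for all pericyte and 0.21 for all endothelial markers without replicate 2 of the ND ARMs, and the paper's acquired RNA predicts the same for adipocytes.
For Cav1, 7 of 20 endothelial markers rose more than Cav1 in HFD ARMs and 5 of 18 in ND ARMs, and 12 and 10 of 20 adipocyte markers did. From these RNA libraries alone, a rise in macrophages and one from RNA of such cells cannot be told apart. None of the libraries is from endothelial cells or adipocytes. The paper has other evidence on CAV-1, which was not re-examined here. It reports CAV-1 protein in most ARMs and few SMs by flow cytometry, and CAV-1+ macrophages in single-nucleus data. It also reports lower Cav-1 in ATMs of macrophage-specific knockout mice.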

How the results depend on the processing

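The GC content and length correction was chosen after seeing the data, as were the normalizations and left-out libraries for the difference between diets. Every gene called higher kept its direction under each alternative in which it was tested. Where a value changed, the cause was not tested, except that methods without a filter test more genes.
The 595 higher and 39 lower genes in HFD mice and 442 and 16 in ND mice became 400, 26, 273 and 7 with DESeq2, and 226, 5, 160 and 4 with its betaPrior. Without a filter they were 167, 14, 587 and 40, and with the methods section's unadjusted threshold 922, 95, 794 and 94. With limma they were 319, 12, 202 and 12 on log2(FPKM + 1), 382, 23, 208 and 11 on log2(FPKM + 0.1), and 33, 2, 0 and 0 without a filter. The replicate block gave 626, 47, 719 and 67, and neither the paper nor the labels say that replicate numbers pair the libraries. Replicate differences in ARMs and SMs had correlations of -0.028 (HFD) and 0.221 (ND), and with 2 pairs a shared effect in ND mice is left open. The GC content and length correction gave 561, 79, 392 and 26. Library totals, upper-quartile normalization, at least 10 counts in every library and one fit of all 8 libraries kept each count within 1.5-fold.
With the estimated correlation, 10 sets passed in HFD mice, 9 of them lists of genes that the paper names, and 0 in ND mice, and fry passed 1 in ND mice (4 at an unadjusted p under 0.05). The estimated correlation of limma gave adjusted p-values in HFD mice of 0.054 for collagens (median log2 fold change 0.66, 29 of 31 genes above 0), 0.0738 for laminins, PPAR signaling and lipolysis, and 0.166 for integrins. In ND mice it gave 0.238 for collagens and laminins, 0.336 for integrins, 0.269 for PPAR signaling and 0.401 for lipolysis, and fry gave 0.224 for collagens, laminins and PPAR signaling and 0.238 for integrins and lipolysis. The difference between diets passed for 18 genes larger and 36 smaller with DESeq2, 38 and 97 with the replicate block, 10 and 13 with at least 10 counts, 11 and 11 with library totals, and 10 and 12 with upper-quartile normalization.
Of the single genes named and called, DESeq2 took 9 of 109 in HFD mice and 28 of 64 in ND mice below the threshold, its betaPrior 40 and 39, leaving out the filter 48 and 2 with edgeR, and limma without a filter 91 and 64. Directions changed only for genes that were not called in that diet. In HFD mice, Acads and Ppp1ccb were at 0.012 and 0.024 with library totals, 0.0072 and 0.020 with upper-quartile normalization, 0.0074 and 0.024 with limma on log2(FPKM + 1), with or without a filter, and 0.0077 and 0.025 on log2(FPKM + 0.1), and Ppp1ccb was at 0.0061 with at least 10 counts. With the GC content and length correction, Cpt2 was at -0.0049 and Hadha at -0.059 in HFD mice, and Hadha at -0.043 and Lrp3 at -0.18 in ND mice.
With each library left out in turn, the log2 fold change crossed 0 for 9 genes in HFD mice (Cdon from -0.061 to 0.69, Acads from -0.12 to 0.078, Slc25a20 from -0.0018 to 0.24, Cpt2 from -0.16 to 0.27, Hadha from -0.0011 to 0.051, Cd36 from -0.18 to 0.036, Gm14434 from -0.17 to 10.41, Ppp1ccb from -0.054 to 0.048 and Homez from -0.44 to 0.048) and for 14 in ND mice (Lrp3 from -0.025 to 0.11, Ptprb from -0.23 to 1.19, Ablim3 from -0.012 to 1.21, Rasip1 from -0.094 to 1.00, Myo1e from -0.011 to 0.55, Myo10 from -0.20 to 0.63, Phgdh from -0.035 to 0.98, Acadm from -0.074 to 0.039, Acads from -0.27 to 0.048, Cpt1a from -0.11 to 0.036, Cpt2 from -0.31 to 0.11, Hadha from -0.026 to 0.11, Itga1 from -0.18 to 0.60 and Cd36 from -0.061 to 0.12). The highest value of Gm14434 is against a library with 0 counts and is not a measure of size.
The DESeq2 and minimum-count alternatives of the diet effect were not run, because that effect was not tested.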

Differences from the paper's values

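The paper's 354 ARM-specific genes in HFD mice compare with 595 here. Of the alternatives set before the data were examined, DESeq2 (400), limma on log2(FPKM + 1) (319) or log2(FPKM + 0.1) (382) and one fit of all 8 libraries (421) came within 1.5 times the paper's value, and the others did not. For the paper's 23 SM-specific genes in HFD mice, against 39 here, DESeq2 (26), library totals (32), upper-quartile normalization (32), one fit of all 8 libraries (30) and limma on log2(FPKM + 0.1) (23) did, and the others did not. For the paper's 258 ARM-specific genes in ND mice, against 442 here, DESeq2 (273) and limma on log2(FPKM + 1) (202) or log2(FPKM + 0.1) (208) did, and the others did not. For the paper's 8 SM-specific genes in ND mice, against 16 here, DESeq2 (7) and limma on log2(FPKM + 1) (12) or log2(FPKM + 0.1) (11) did, and the others did not. The GC content and length correction, chosen after seeing the values, reached none of the 4.
The paper shows about 3 adhesion genes shared by both diets (Fig. 5A, read by eye), against 9 here. DESeq2 gave 3 (Aoc3, Dpep1 and Plpp3), limma on log2(FPKM + 0.1) 3 (Cav1, Gpnmb and Plpp3) and limma on log2(FPKM + 1) 2 (Cav1 and Gpnmb), so none of these 3 settings gave Cav1, Dpep1 and Aoc3 as the shared genes, and the other alternatives set before the data were examined did not come within 1.5 times. The 18 mean FPKM values of the cytoskeletal genes that Fig. 6E shows, read by eye, had 0 differences by this measure.
The paper presents further lipid genes as features of ARMs on HFD, beyond those on ND, but 7 of the 10 genes it adds were also called in ND mice. DESeq2 called 1 of them there, its betaPrior 0 and limma without a filter 0 (limma on log2(FPKM + 1) or log2(FPKM + 0.1) called 4). The paper lists Myo1e among upregulated genes, and here its log2 fold change of 0.39 in HFD mice was below the 1.5-fold threshold in every setting run. The paper describes Figure 2C as the top lower genes, and 0 of its 10 genes were among the 10 called genes with the lowest log2 fold change in HFD mice, with 4 among the 10 with the smallest p. The paper describes both cell types as more inflammatory on HFD. Here the FPKM of Tnf and Ccl5 was higher in every HFD library than in every ND library in both cell types. The same held for Nos2 in ARMs. The FPKM of Itgax in SMs was 9.11 on HFD and 11.5 on ND, while that of Nos2 in SMs did not separate the diets (0.13 and 0.11). Itgax in ARMs did not separate them either (19.2 and 18.2).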

Other observations

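No test in this part was chosen only after the result was seen. In HFD mice, 10 of the 11 adhesion genes that the paper measured by RT-PCR were called higher in ARMs (median log2 fold change 1.05), and 7 of its 8 lipid genes (1.48), all but Cd36 (-0.08). In ND mice, 5 of the 11 (0.76) and 6 of the 8 (0.93) were called, with medians of 0.44 and 0.56 without replicate 2 of the ND ARMs. The 6 fatty acid oxidation genes had medians of 0.00 in HFD mice (range -0.13 to 0.12) and -0.07 in ND mice (-0.16 to 0.04). With each library left out, these medians ran from -0.116 to 0.042 in HFD mice and from -0.171 to 0.043 in ND mice. Of these 6 genes, 0 were called in either diet and 0 had an unadjusted p under 0.05.
Of the other marker lists, the 18 macrophage genes had a median log2 fold change of -0.03 in each diet, with Cd74 the most abundant (14627 and 15795 CPM in HFD ARMs, 11105 and 12990 in HFD SMs). The 10 genes of lipid-associated macrophages had medians of 0.61 (HFD) and 0.37 (ND), and the 6 of them that the paper does not name had medians of 0.14 (from 0.095 to 0.22 with each library left out) and 0.089 (from 0.090 to 0.16). The 10 proliferation genes had medians of 0.35 and 0.31, with 0.17 in ND mice without replicate 1 of the ND SMs and, in HFD mice, 0.23 without replicate 2 of the HFD ARMs and 0.21 without replicate 1 of the HFD SMs. The T and NK cell markers had medians of -0.23 (3 genes) and 0.33 (2 genes), with -0.77 in HFD mice without replicate 2 of the HFD ARMs. The B cell markers had medians of -0.08 and 0.10 (3 genes in each diet), with -0.21 without replicate 1 and 0.047 without replicate 2 of the HFD ARMs, and 0.32 without replicate 1 and -0.34 without replicate 2 of the ND ARMs. The neutrophil and mast cell markers had medians of 0.52 (6 genes) and -0.72 (7 genes), and the second was -0.095 without replicate 1 of the ND ARMs and -1.85 without replicate 2. No explanation was tested for these lists.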
